# Neuron-specific isoform of PGC-1α regulates neuronal metabolism and brain aging

**DOI:** 10.1038/s41467-025-57363-y

**Published:** 2025-02-28

**Authors:** Dylan C. Souder, Eric R. McGregor, Josef P. Clark, Timothy W. Rhoads, Tiaira J. Porter, Kevin W. Eliceiri, Darcie L. Moore, Luigi Puglielli, Rozalyn M. Anderson

**Keywords:** Energy metabolism, Neural ageing, Transcription

## Abstract

The brain is a high-energy tissue, and although aging is associated with dysfunctional inflammatory and neuron-specific functional pathways, a direct connection to metabolism is not established. Here, we show that isoforms of mitochondrial regulator PGC-1α are driven from distinct brain cell-type specific promotors, repressed with aging, and integral in coordinating metabolism and growth signaling. Transcriptional and proteomic profiles of cortex from male adult, middle age, and advanced age mice reveal an aging metabolic signature linked to PGC-1α. In primary culture, a neuron-exclusive promoter produces the functionally dominant isoform of PGC-1α. Using growth repression as a challenge, we find that PGC-1α is regulated downstream of GSK3β independently across promoters. Broad cellular metabolic consequences of growth inhibition observed in vitro are mirrored in vivo, including activation of PGC-1α directed programs and suppression of aging pathways. These data place PGC-1α centrally in a growth and metabolism network directly relevant to brain aging.

## Abstract (web summary)

A neuron-specific isoform of PGC-1α is regulated independently from other isoforms and is repressed with age. Here, the authors show PGC-1α is central in a growth and metabolism networks directly relevant to brain aging.

## Introduction

Mitochondrial dysfunction has been proposed as a hallmark of aging^1^ and changes in mitochondrial pathways are a key feature of calorie restriction (CR)^2^, a dietary intervention that can extend lifespan in diverse species. The integrity of mitochondrial sensing and adaptation is fundamental to cellular resilience and functionality^3^, and multiple lines of evidence now point to a role for mitochondria in age-related disease, including disorders as different as cancer, cardiovascular disease, and neurodegeneration^4,5^. The ubiquitously expressed transcriptional co-activator peroxisome proliferator-activated receptor gamma-coactivator 1 alpha (PGC-1α) has been described as the master regulator of mitochondrial function. PGC-1α is key in integrating and responding to diverse signals, ensuring the cellular metabolic response matches the prevailing conditions^6^. In cultured cells, modest PGC-1α overexpression leads not only to mitochondrial activation but extends to extra-mitochondrial processes such as redox and lipid homeostasis, chromatin maintenance, cell cycle, growth, and structural remodeling^7^. Failure in maintaining brain energetics has been linked to neurodegenerative disorders^8^, yet cell-type specific details of energy balance regulation and a precise role for PGC-1α have not been defined.

The activity of the PGC-1α protein is controlled by numerous upstream regulators, post-translational modifications, and cell-type and context-specific binding partners that fine-tune its co-activator function^6^. There are multiple isoforms of PGC-1α derived from distinct promoter regions of the *Ppargc-1a* gene^9^. The promoters are activated in response to different physiological stimuli^10,11^, and the resulting protein isoforms appear to have both common and isoform-specific gene targets^9,10,12^. For example, in skeletal muscle, PGC-1α transcript variants expressed off the alternative promoter are selectively induced by resistance exercise, while the canonical promoter is activated by endurance exercise^10^. These differences in promoter activity also extend to tissue-specific differences in PGC-1α isoform expression, as skeletal muscle, white adipose tissue, and liver display unique profiles of PGC-1α isoform abundance^9^. In the central nervous system, a third promoter >500 kb upstream of the canonical transcription start site is active and has been shown to respond to hypoxia^11,13^. It is unclear how functionally redundant the PGC-1α isoforms derived from the brain-specific promoter are with those derived from the canonical and alternate promoters, whether there is specificity in how they are regulated, and how the relative abundance among brain cell types might differ.

Although not validated in primary cells, we previously reported that glycogen synthase-kinase 3-beta (GSK3β) regulates mitochondrial energy metabolism via PGC-1α in glioma cells (H4) and phaeochromocytoma-differentiated neurons (PC12)^14^. GSK3β inhibition increased mitochondrial respiration and membrane potential and altered NAD(P)H metabolism, and these changes were associated with activation of Ppargc1a canonical and alternate promoters. Our previous studies in mice indicated that aging impacts mitochondrial and redox metabolism in the hippocampus in a region and cell-type-specific manner. These changes are linked to lower PGC-1α protein levels^15^. GSK3β and PGC-1α show the same pattern of expression in the hippocampus in mice and monkeys, and their relative abundance is reflected in the level of mitochondrial activity. Here, we determine the impact of aging on metabolism and PGC-1α. We investigate the role of PGC-1α in primary neurons and astrocytes and determine the extent to which GSK3β regulates PGC-1α expression driven from the three different promoters. We define the impact of GSK3β inhibition on neuronal metabolism and growth indices and validate the conservation of these effects in vivo. Together, these results suggest that PGC-1α plays a role in brain aging and that differential PGC-1α isoform expression and differences in GSK3β sensitivity allow for distinct regulation of metabolism among brain resident cell types.

## Results

### Aging impacts brain immune, inflammatory, and neuronal functional networks

To investigate aging across the lifespan, C3B6-F1 hybrid male mice were maintained on a fixed calorie intake to avoid obesity and maximize health during aging^15,16^. Three age groups were defined: adult (10 months), late-middle age (20 months), and advanced age (30 months). To gain a molecular perspective on brain aging, bulk RNA sequencing was conducted on cortical tissue (*n* = 5 per age group), resulting in 1.6 billion sequencing reads (~ 105 million per sample). 

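The cortex data comprised 15 RNA-seq libraries from male mice, 5 at each of 10, 20 and 30 months, made from poly(A) RNA. The authors trimmed adaptors and low-quality bases, aligned the reads with STAR and quantified each gene with RSEM. The processed values were RSEM's TPM, a unit that corrects for transcript length and scales every library to a total of 1000000, listed by Ensembl identifier and symbol. TPM hold no read counts, so the depth behind each value is unknown from them, and the number of reads that the paper states was not used for any value here. The results name the build GRCm39 and the methods mm10, and no coordinates are given for that reason. Between 16153 and 16502 genes reached 1 TPM in a library, and the Pearson correlation of log2(TPM + 1) between libraries ranged from 0.979 to 0.992. The authors' edgeR test needs counts, so log2(TPM + 1) was tested with limma, with a trend of the variance with expression and all 15 libraries in one fit. The fit covered the 16753 genes with a TPM of at least 1 in at least 5 libraries, and its two-sided p-values were adjusted by the Benjamini-Hochberg method and read at the FDR of 0.05. Gene families, 19 lists of symbols used in place of KEGG pathways, were tested as sets with limma's camera at a preset correlation of 0.01 between genes, adjusted over the families and read at 0.05. Values with ± are the mean and SD of TPM (n = 5 per age). The exact two-sided permutation test on 5 libraries against 5 can give no p below 0.00794, and it gave that p to every gene whose libraries did not overlap between the ages compared.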

After trimming, reads were aligned to the mouse genome, GRCm39, and approximately 48,000 transcripts from 18,000 genes were detected, identified, and quantified. 

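Between 10 and 30 months, 156 of the 16753 genes tested had an adjusted p of at most 0.05, and 110 of them (70.5%) were higher at 30 months and 46 lower. The 5 libraries of each age did not overlap for 147 of the 156 genes. They did not overlap for 529 genes (3.16%) of all those tested, against 0.794% by chance. Of the 156 genes, 6 were predicted gene models. Weighting the libraries by their quality moved this count most, to 238 genes. Leaving out a single library gave between 89 and 174 genes, with 89 without 30 months replicate 4, 96 without 10 months replicate 5, 99 without 10 months replicate 4, 102 without 30 months replicate 1 and 174 without 20 months replicate 5. On the log2(TPM + 1) scale, which narrows changes of weakly expressed genes, the largest rises at 30 months were those of C4b (ENSMUSG00000073418), from 24.4 ± 3.79 to 81.9 ± 18.1 TPM (log2 fold change 1.69, standard error 0.16, adjusted p = 5.1e-05), Cst7, from 0.156 ± 0.137 to 2.56 ± 0.902 TPM (1.60, adjusted p = 2.1e-04), and Cd74, from 5.38 ± 1.15 to 17.6 ± 4.68 TPM (1.52, adjusted p = 4.1e-04). Ccl8 rose from 0.33 ± 0.236 to 3.10 ± 2.00 TPM (1.50, adjusted p = 0.0198), and lost its call without 10 months replicate 4 (adjusted p = 0.0615), 30 months replicate 1 (0.0509) or 30 months replicate 5 (0.0522). Clec7a rose from 0.2 ± 0.0495 to 2.33 ± 0.667 TPM (1.45, adjusted p = 6.2e-05). With 0.1 TPM added in place of 1 the order differed, with 3.50 for Cst7, 3.00 for Clec7a, 2.91 for Ccl8 and 1.73 for C4b. The largest falls on the log2(TPM + 1) scale were those of Plin4, from 8.08 ± 2.44 to 2.15 ± 1.00 TPM (-1.54, adjusted p = 0.0259), Sgk1, from 139 ± 10.9 to 50.4 ± 6.66 TPM (-1.45, adjusted p = 0.0012), and Hif3a, from 7.53 ± 2.53 to 2.24 ± 0.641 TPM (-1.35, adjusted p = 0.0194). Arrdc2 fell by 1.04 on the log2 scale (adjusted p = 0.0104) and Etnppl by 0.95 (adjusted p = 0.0165). With single libraries left out, the adjusted p reached 0.0807 for Plin4 (without 30 months replicate 4), 0.0617 for Hif3a (without 10 months replicate 5) and 0.0537 for Etnppl (without 30 months replicate 4). Between 10 and 20 months, 4 genes passed, all higher at 20 months. They were Fam177a (ENSMUSG00000095595), from 13.0 ± 0.492 to 19.6 ± 1.11 TPM (0.56, adjusted p = 1.1e-04), both genes with the symbol Srp54a and AC149090.1, which was named after its values were seen. Srp54a (ENSMUSG00000112449) rose from 38.6 ± 2.43 to 64.3 ± 8.28 TPM (0.71, adjusted p = 0.0010), Srp54a (ENSMUSG00000073079) from 62.7 ± 4.25 to 77.9 ± 4.65 TPM (0.31, adjusted p = 0.046) and AC149090.1 from 155 ± 18.1 to 251 ± 32.3 TPM (0.69, adjusted p = 0.013). Srp54a (ENSMUSG00000073079) lost its call in 12 of the 15 fits that each left out a library, where its adjusted p reached 0.215 (without 10 months replicate 4). AC149090.1 lost its call without 10 months replicate 1 (adjusted p = 0.0535), 10 months replicate 5 (0.0579) or 20 months replicate 2 (0.0584). Without 20 months replicate 5 the count between 10 and 20 months was 33 genes, 11 higher and 22 lower, and without 10 months replicate 1, 10 months replicate 5 or 20 months replicate 2 it was 2. Between 20 and 30 months, 17 genes passed, all higher at 30 months, with the largest rises on that scale in Cst7 (1.31, but with an adjusted p of 0.0604 with 0.1 TPM added), C4b (1.13), Clec7a (1.06), Gfap (0.92) and Cd52 (0.92). Gfap rose from 117 ± 25.5 to 221 ± 24.6 TPM (adjusted p = 0.031) and lost its call in 10 fits that each left out a library, with an adjusted p of up to 0.137 (without 30 months replicate 5). Cd52 had an adjusted p of 0.014, and of 0.0544 without 30 months replicate 5. The count between 20 and 30 months was 7 without 20 months replicate 2, 8 without 30 months replicate 4 or replicate 5, and 10 without 30 months replicate 1. All 4 genes of the early comparison and 16 of the 17 of the late comparison were also past the threshold between 10 and 30 months, a comparison that shares libraries with both. For no gene did the change from 20 to 30 months differ from the change from 10 to 20 months (0 genes past the threshold, 635 at an unadjusted p under 0.05), apart from 1 gene without 20 months replicate 4 and 1 without 20 months replicate 5.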

Differential expression analysis among the three age groups identified age-sensitive genes across the adult lifespan (10 months vs. 30 months; 471 genes), including early (10 months vs. 20 months; 69 genes) and late (20 months vs. 30 months; 47 genes) life-stages (Figs. 1A and S1A; Supplementary Data 1). Gene Set Enrichment Analysis (GSEA)^17^ analysis was conducted to identify functional pathways impacted by age (Supplementary Data 1). Aggregate data of age-responsive pathways are shown in the rank plot (Figs. 1B and S1B). Upregulated pathways included immune/inflammatory, proteome maintenance, and metabolic pathways. 

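Of the 19 gene families, 13 passed camera's adjusted p of 0.05 between 10 and 30 months, and the immune families changed most. All 23 complement and phagocytosis genes were higher at 30 months (median log2 fold change 0.51, adjusted p = 1.8e-44), and 15 of them passed on their own. Among these, Tyrobp rose from 29.8 ± 1.68 to 53.0 ± 2.78 TPM (0.81, adjusted p = 1.9e-05) and Itgb2 from 3.31 ± 0.194 to 5.50 ± 0.424 TPM (0.59, adjusted p = 3.8e-04). Of the 25 antigen presentation genes, 24 were higher (median 0.58, adjusted p = 5.0e-32) and 10 passed, among them B2m, from 112 ± 6.45 to 180 ± 20.9 TPM (0.67, adjusted p = 6.4e-05), and Ctss, from 73.8 ± 7.66 to 111 ± 2.25 TPM (0.58, adjusted p = 1.3e-04). The 25 toll-like receptor signaling genes had a median of 0.11, with 15 higher (adjusted p = 1.1e-04), and a median of -0.09 when only genes with a TPM of at least 5 in at least 5 libraries were kept. For proteome maintenance, the 37 proteasome genes had a median of -0.009 with 14 higher (adjusted p = 0.116), against a median of -0.032 over all genes. With median-ratio scaling their median was 0.03 (adjusted p = 0.0028) and with quantile normalization 0.015 (adjusted p = 0.0316), while the median of all genes moved to 0.0034 and -0.0018. It was also 0.007 without 30 months replicate 4 (adjusted p = 0.0015), and without 10 months replicate 3 camera called the proteasome with a median of -0.011 (adjusted p = 0.0207). Only Psmb8, from 5.26 ± 0.482 to 10.1 ± 2.42 TPM (0.80, adjusted p = 0.0055), and Psmb9, from 2.05 ± 0.324 to 3.70 ± 0.748 TPM (0.61, adjusted p = 0.0151), passed among them, while Psmd2 changed by -0.06 (adjusted p = 0.577). Both encode subunits of the immunoproteasome. The 84 cytosolic ribosome genes had a median of 0.030 with 71 higher (adjusted p = 1.6e-06), and no member passed. Without 30 months replicate 1 their median was 0.005 (adjusted p = 0.218). Rps12l1 changed by -1.04 (adjusted p = 0.155), Rpl12 by 0.10 (0.248) and Rpl36 by 0.09 (0.451). Limma's fry, a rotation test, kept 5 of the 13 calls, those of the complement, antigen presentation, interferon response, toll-like receptor and Hippo families, and added the cell cycle family. With the correlation between genes estimated from the data, the complement, antigen presentation and interferon response families passed. Leaving out a library gave between 6 families (without 30 months replicate 1) and 14 families (without 10 months replicate 3), with 7 without 10 months replicate 4.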

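The 85 neurotransmitter receptor genes had a median log2 fold change of -0.09 between 10 and 30 months, with 64 lower at 30 months (adjusted p = 0.0229 from camera). No receptor gene passed on its own, and the smallest adjusted p were those of Htr1a (-0.37, adjusted p = 0.088), Gabrr2 (-0.64, 0.089) and Gabrg3 (-0.26, 0.117). Without 10 months replicate 2 (median -0.07, adjusted p = 0.0768), 10 months replicate 4 (-0.08, 0.0619) or 30 months replicate 1 (-0.05, 0.112) the family lost its call, and fry gave an adjusted p of 0.103. The 28 synaptic vesicle genes had a median of -0.03 with 19 lower (adjusted p = 0.696), which became 0.01 with median-ratio scaling and 0.002 without 30 months replicate 1. Within that family, Slc17a6 changed by -0.81 (adjusted p = 0.422) and Sv2a by -0.13 at 30 months. Between 20 and 30 months, 75 of the 85 receptor genes (median -0.07, adjusted p = 4.7e-04) and 23 of the 28 vesicle genes (median -0.09, adjusted p = 0.0058) were lower. The receptor family's fry adjusted p in that comparison was 0.225 and the vesicle family's 0.392. Between 10 and 20 months the vesicle family had a median of 0.05 (adjusted p = 0.0024), with 20 of 28 genes higher, and fry gave 0.84.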

Downregulated pathways included primarily neuronal functional pathways.

**Fig. 1:**
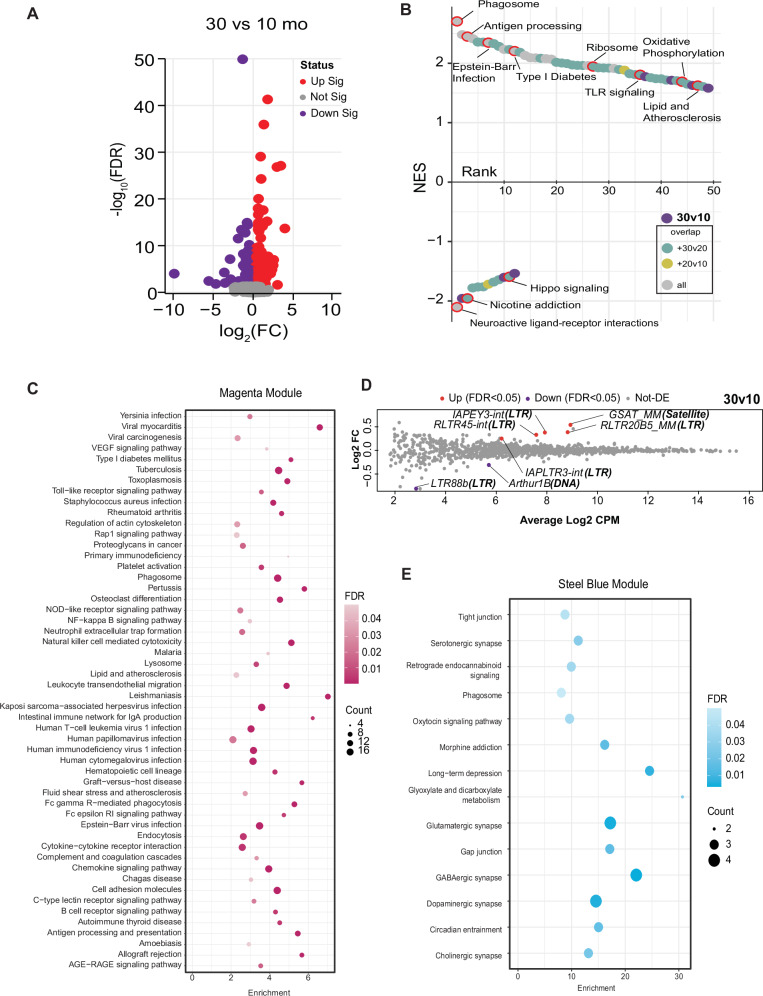
Aging impacts brain immune, inflammatory, and neuronal functional networks. **A** Volcano plot displaying transcripts quantified. Statistically significant transcripts are highlighted in red (upregulated) or purple (downregulated) in 30-month-old compared to 10-month-old male cortical tissue. **B** Rank order plot of enriched pathways by GSEA. Plot is ranked by normalized enrichment score. Each point represents pathways enriched in the 30v10 comparison. Points are color-coded by overlap with other comparisons (20v10–yellow, 30v20–cyan, 30v10 only–purple, present in all–grey). **C** KEGG pathways enriched in the Magenta module of WGCNA. **D** Mean-difference (MD) plots of transposable elements (TE) expression Log_2_FC against the average Log_2_count-per-million (CPM) for 30 m/10 m. TE callouts: “TE name (**TE class**).” **E** KEGG pathways enriched in the Steel blue module of WGCNA. *n* = 5 mice/ age group.

Weighted gene correlation network analysis (WGCNA)^18^ is an alternate approach that considers the entire transcriptome and identifies clusters of transcripts with a shared expression pattern. WGCNA identified 30 modules (Supplementary Data 2) that were then subject to pathway analysis via the Kyoto Encyclopedia of Genes and Genomes (KEGG). Of the 3 modules with high pathway-to-transcript ratios, the largest included immune and inflammatory pathways (magenta module, 467 transcripts, 42 pathways). The module was highly enriched for viral response, infectious response, B cell, T cell, and complement pathways (Fig. 1C). 

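The transcripts of the magenta module are not used here, so the families of immune genes were examined for a shared pattern across the 15 libraries. The mean pairwise Pearson correlation between the complement and phagocytosis genes was 0.58, above all of 10000 random lists of genes of like expression, and it was 0.24 after the mean of each age was subtracted. For the antigen presentation genes the mean correlation was 0.49, and 0.19 after that subtraction. The first principal component of the complement family held 81.4% of its variance and rose with age (Pearson r = 0.95 and Spearman rho = 0.94, each with permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted over 10 families to 5.0e-05 and 1.0e-04). Without 30 months replicates 3 and 5, the libraries farthest from the median, r was 0.94. C4b carried 29.7% of that component, and the family's mean level had an r of 0.94 with age. The first component of the antigen presentation family held 75.9% of the variance (r = 0.88, permutation p = 2.0e-05, adjusted 6.7e-05; rho = 0.91, permutation p = 3.0e-05, adjusted 1.0e-04; r = 0.87 without 30 months replicates 3 and 4), and Cd74 carried 16.9% of it. The mean level of the complement genes was 3.29 ± 0.066 log2(TPM + 1) at 10 months, 3.49 ± 0.104 at 20 months and 3.81 ± 0.062 at 30 months. Their median log2 fold change was 0.22 between 10 and 20 months (adjusted p = 8.3e-17 from camera and 0.0235 from fry) and 0.30 between 20 and 30 months (1.0e-34 from camera and 4.4e-04 from fry). From the Specific Pathogen Free housing of the mice, the paper proposes that the enrichment of these pathways reflects sterile inflammation and immune deregulation, not an infection.

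**Figure D1:**
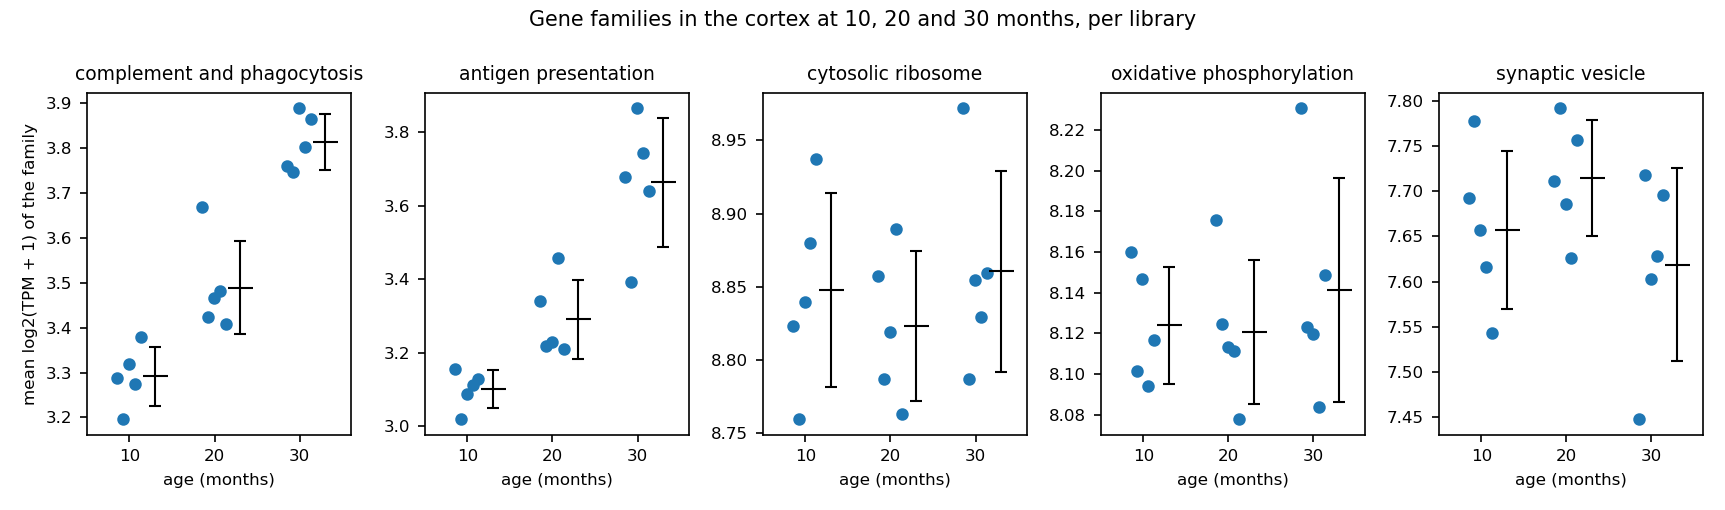
Mean log2(TPM + 1) of the genes of 5 families (vertical axes, each with its own range) against age in months, with a dot per library and bars for the mean ± SD of the 5 libraries of each age. The complement and antigen presentation means rise from 3.29 to 3.81 and from 3.10 to 3.66, while the ages overlap in the ribosome, oxidative phosphorylation and synaptic vesicle families, the last of which changes direction at 30 months with median-ratio scaling.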

Other pathways of interest included phagosome, lysosome, and endocytosis. The mice were maintained in Specific Pathogen Free conditions, indicating that the enrichment of immune and inflammatory pathways was not due to infection but more likely a reflection of immune deregulation and sterile inflammation. The age-related induction of viral infection pathways identified in the GSEA suggested that perhaps native DNA might be triggering the response, in particular since transposable elements (TEs) have been linked to age-associated diseases^19^. Of the 1146 TE transcripts detected in the RNA-Seq data set (Supplementary Data 3), 7 were differentially expressed at advanced age (Fig. 1D), with 3 of these showing significant differences in expression by late middle-age (Fig. S2). 

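Steel blue module transcripts are not used here, and families of neuronal genes were examined in their place. The 28 synaptic vesicle genes had a mean pairwise Pearson correlation of 0.34 across the 15 libraries, above all random lists of like expression, and of 0.35 on residuals from the age means. The 85 neurotransmitter receptor genes had a mean correlation of 0.15, also above all random lists, and of 0.12 on the residuals. Neither family's first component followed age: r was -0.43 for the vesicle family (permutation p = 0.107, adjusted 0.153; rho = -0.42, p = 0.134, adjusted 0.223) and -0.33 for the receptor family (permutation p = 0.234, adjusted 0.293; rho = -0.28, p = 0.318, adjusted 0.397). Without the 2 libraries farthest from the median they were -0.14 and -0.21. For the vesicle family these were 10 months replicates 1 and 5. Both had the highest mean levels of a list of hypothalamus genes chosen after the values were seen (3.31 and 3.34 log2(TPM + 1)). A difference in the tissue taken with the cortex may therefore bear on the vesicle component. A single gene, Slc17a6, carried 67.8% of the vesicle component, and the mean level of the vesicle genes had an r of -0.18 with age. Gabrq carried 21.6% of the receptor component, and the mean level of the receptor genes had an r of -0.54 with age.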

The second module of interest (steel blue module, 41 transcripts, 14 pathways) featured pathways that are integral to neuronal function (Fig. 1E), including synapse pathways and pathways involved in intercellular communication. The identification of immune, inflammatory, and neurological pathways responsive to aging and age-related conditions is consistent with prior studies^20,21^ and indicates that the environment of the aging brain is distinct from that of mature adult mice and that processes involved in neuronal function may become compromised with age.

### Metabolism of brain aging is reflected in the transcriptome and proteome

Our prior studies using this same cohort of mice focused specifically on the hippocampus and identified age-related changes in mitochondrial activity and NAD(P)H redox metabolism that were life-stage, region, and cell-type specific^15^. 

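The green-yellow module's transcripts are not used here, and families of metabolic genes were examined for a shared pattern in their place. The mean pairwise Pearson correlation was 0.40 for the 77 nuclear oxidative phosphorylation genes, 0.31 for the 20 tricarboxylic acid (Krebs) cycle genes and 0.26 for the 19 glycolysis genes, each above all random lists of like expression. It was 0.42, 0.33 and 0.26 on residuals from the age means. The first component of oxidative phosphorylation did not follow age (r = 0.06, permutation p = 0.838; rho = -0.06, p = 0.867; r = -0.12 without 30 months replicate 1 and 10 months replicate 1), with Cox7a1 carrying 23.0% of it. That of the tricarboxylic acid cycle had an r of -0.50 (permutation p = 0.058, adjusted 0.0972; rho = -0.38, p = 0.174; r = -0.33 without the 2 farthest libraries), and Ogdh carried 20.4% of it. The glycolysis component had an r of 0.60 (permutation p = 0.0155, adjusted 0.0311; rho = 0.59, p = 0.0263, adjusted 0.0525; r = 0.61 without the 2 farthest libraries), but Pgam2 carried 83.9% of it and the family's mean level had an r of 0.22 with age. Between 10 and 30 months, 57 of the 77 oxidative phosphorylation genes were higher, with a median log2 fold change of 0.02 (adjusted p = 3.9e-05 from camera, 0.612 from fry), and no member passed on its own. Without 30 months replicate 1 that median was -0.003 (adjusted p = 0.335). The smallest adjusted p in the family were those of Atp5e (0.11, adjusted p = 0.283), Ndufa1 (0.09, 0.371) and Cox6a1 (0.09, 0.411). The 19 glycolysis genes had a median of 0.008 (adjusted p = 0.039 from camera, 0.71 from fry), which was -0.003 with quantile normalization, -0.003 without 10 months replicate 5 and -0.002 without 30 months replicate 5. The 20 tricarboxylic acid cycle genes had a median of -0.04 (adjusted p = 0.226), with Ogdh at -0.12 (0.370), Idh3g at -0.07 (0.390) and Dlat at -0.09 (0.503). In glycolysis, Eno3 changed by -0.26 (adjusted p = 0.167), Ldha by 0.12 (0.258) and Pgam2 by 0.32 (0.369). Mean levels of oxidative phosphorylation and proteasome genes were correlated across libraries (r = 0.78, permutation p = 7.9e-04, adjusted over 4 relations to 0.0032; rho = 0.65, p = 0.0100, adjusted 0.0399; r = 0.59 without the 2 farthest libraries). With the cytosolic ribosome r was 0.55 (permutation p = 0.0358, adjusted 0.0716; rho = 0.33, p = 0.236), and 0.17 without the 2 farthest libraries, so this relation rests on those libraries. With glycolysis r was -0.35 (permutation p = 0.20; rho = -0.10, p = 0.717) and with synaptic vesicle genes -0.43 (permutation p = 0.112; rho = -0.05, p = 0.852), and -0.23 and 0.01 without the 2 farthest libraries.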

Applying KEGG analysis to the third module identified via WGCNA (green-yellow module, 432 transcripts, 24 pathways) revealed an enrichment of metabolic pathways (Fig. 2A and Supplementary Data 2), including pyruvate metabolism, glycolysis, Krebs cycle, oxidative phosphorylation, and amino acid metabolism. Neurodegenerative disease pathways are also featured, including Alzheimer’s disease, Parkinson’s disease, and amyotrophic lateral sclerosis, along with autophagy and mitophagy pathways. The green-yellow module was significantly enriched for genes encoding mitochondrial proteins (Fig. 2B), with 11% of transcripts overlapping with the MitoCarta^22^. Two additional modules (cyan and salmon) were strongly positively correlated with the green-yellow module (correlation coefficients 0.501 and 0.654, respectively) (Fig. S3). Although no pathways were identified in the salmon module, the cyan module showed a neurodegenerative signature (Supplementary Data 2). Both cyan and salmon modules showed an enrichment of genes encoding mitochondrial proteins (16% and 10%, respectively) (Fig. 2C). These data align with prior work that suggests there is a metabolic component to neurodegenerative disease^23–25^. PGC-1α is the master regulator of nuclear-encoded mitochondrial genes encoded by the Ppargc1a gene. RT-PCR using primers that detect all transcript isoforms derived from Pparc1a identified significantly lower levels in mice of advanced age compared to young and middle-aged adult mice (Fig. 2D). These findings suggest that changes in mitochondrial functional pathways are a significant factor in brain aging, that metabolic and neurodegenerative pathways are coordinated in their response to aging, and that these changes are associated with lower PGC-1α expression.

**Fig. 2:**
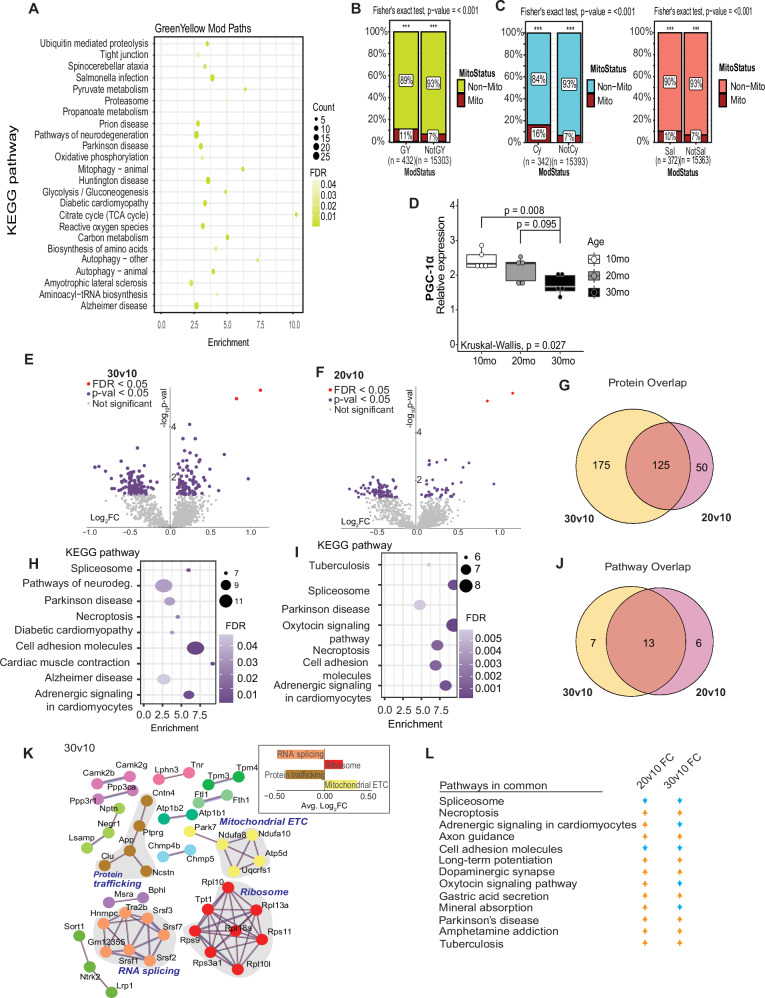
Metabolism of brain aging is reflected in the transcriptome and proteome. **A** KEGG pathways of the green-yellow module of WGCNA from mouse cortex. **B**, **C** Abundance of Mitocarta3.0 genes in the green-yellow (*p* = 0.0004) (**B**), cyan (*p* < 0.0001), and salmon (*p* < 0.0001) (**C**) modules. Signficance determined by two-sided Fisher’s exact test. **D** RT-qPCR detection of PGC-1α expression cortex of male mice at 10 months, 20 months, and 30 months old (*n* = 5 mice/ age group). Boxplot represents median, 25th and 75th percentiles, and whiskers extend to min and max. Significance determined by Wilcox test (individual group comparison) and Kruskal–Wallis test. **E**, **F** Volcano plots displaying proteins quantified. Statistically significant proteins determined by Tukey’s HSD test are highlighted in purple. **G** Venn diagram showing overlap between differentially expressed proteins in the 30-month-old or 20-month-old cortex compared to the 10-month-old. **H**, **I** KEGG pathways enriched in the 30-month-old cortical proteome (**H**) and 20-month-old cortical proteome (**I**). Only pathways with greater than 6 proteins were plotted. **J** Venn diagram showing the overlap between enriched KEGG pathways in the 30-month-old or 20-month-old cortex compared to the 10-month-old cortex. **K** Network identified by String analysis. Proteins are colored based on biological pathway—mitochondrial ETC (yellow), ribosome (red), protein trafficking (brown), RNA splicing (orange). **L** Table displaying common pathways between the 20v10 and 30v10 comparison and if they are activated or repressed compared to the 10-month-old. *n* = 5 mice/ age group.

Although transcriptional changes provide useful information, changes at the transcript level do not necessarily predict changes at the proteome level, and the overlap between profiling platforms is often low^26,27^. Proteins and nucleic acids were isolated from the same cortical specimen, with the organic phase used for protein isolation.  Proteomic data was  obtained by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Across all samples, the detected proteome included 3578 quantified proteins, of which 2651 were annotated (Supplementary Data 4). Comparison across age groups identified 300 proteins as different in abundance between 30-month-old mice and 10-month-old mice (unadjusted *p* < 0.05) and 175 that differed between 20-month-old and 10-month-old mice (Fig. 2E, F). Of those proteins that were responsive early during aging, ~70% persisted through the later aging phase (Fig. 2G). Functional enrichment of the protein differences for each comparison was assessed via overrepresentation analysis (ORA) using KEGG (Fig. 2H, I). Pathway overlap between age groups was 50% (Fig. 2J), including those associated with neurodegeneration (Parkinson’s and Alzheimer’s, both of which include oxidative phosphorylation components), cell adhesion, adrenergic signaling, and RNA processing (spliceosome) (Fig. 2I, J). Taking an alternate approach, connections among age-sensitive pathways were also investigated via string (Fig. 2K). Functional enrichment analysis identified mitochondrial electron transport chain (ETC) and ribosomal pathways that were positively enriched and protein trafficking and RNA splicing pathways that were significantly downregulated in response to age (Tukey’s, nominal *p* < 0.05). Finally, changes from the early to later aging phases were largely congruent in the directionality of change (Fig. 2L), indicating that at least some of the age-associated changes in the brain at the protein level are progressive and are initiated between 10 and 20 months of age. Overall, proteomics analysis demonstrates that aging-induced changes in mitochondrial pathways and are coincident with changes in processes linked to either growth or maintenance of neuronal function.

### PGC-1α transcript isoforms in the brain and cell type specificity

The brain is unique in producing variants of PGC-1α driven from a distal promoter located ~590 kb upstream from the canonical promoter of the *Ppargc-1a* gene (Fig. 3A). The brain promoter contains up to five brain-specific exons spliced to canonical exon 2 of the PGC-1α gene^13^. All possible isoforms from the brain promoter can be detected simultaneously using primers against brain exon 1 and canonical exon 2 (Supplementary Data 5), with the product hereafter referred to as PGC-1α B1E2. The isoforms generated from this transcript are predicted to encode proteins almost identical to that generated from the canonical promoter, PGC-1α (PGC-1α1), with small differences appearing only at the N terminus (Fig. S4A). In cortices from 1-year-old C3B6-F1 hybrid male mice, isoform-specific primers detected PGC-1α B1E2 transcript at ~eightfold greater abundance than canonical full-length PGC-1α1 and ~4.5-fold at greater abundance than that driven from the alternative promoter, PGC-1α4 (*n* = 6, *p* < 0.0001) (Fig. 3B). To understand how isoform expression in bulk tissue corresponded to cell types, primary neurons and primary astrocytes were isolated from postnatal mouse brains, cultured, RNA extracted, and PGC-1α isoforms were detected. Remarkably, neurons and astrocytes differed completely in PGC-1α expression profiles. Neurons displayed ~eightfold greater levels of PGC-1α B1E2 than PGC-1α1, with an intermediate expression of PGC-1α4 (Fig. 3C). PGC-1α B1E2 was not expressed in astrocytes; instead PGC-1α1 was the most abundant isoform, with a minor contribution from PGC-1α4 (Fig. 3C). To in vivo validate this finding, cell type-specific read density along the Ppargc1a locus was quantified using publically available RNA-seq data (GSE52564). Reads from the brain-specific exons (B1 and B4) were only detected in neurons and not in astrocytes, confirming that the B1E2 isoform is neuron-specific (Fig. 3D). The differential expression from the brain-specific, alternate, and canonical promoters between cell types can be seen in the normalized read counts (Fig. S4). Isoform-specific primers were used to probe mRNA extracted from cortex of mice aged 10 months, 20 months, or 30 months, and showed that PGC-1α1, PGC-1α4, and PGC-1α B1E2 all decrease with age (*p* < 0.05 for all isoforms) (Fig. 3E).

**Fig. 3:**
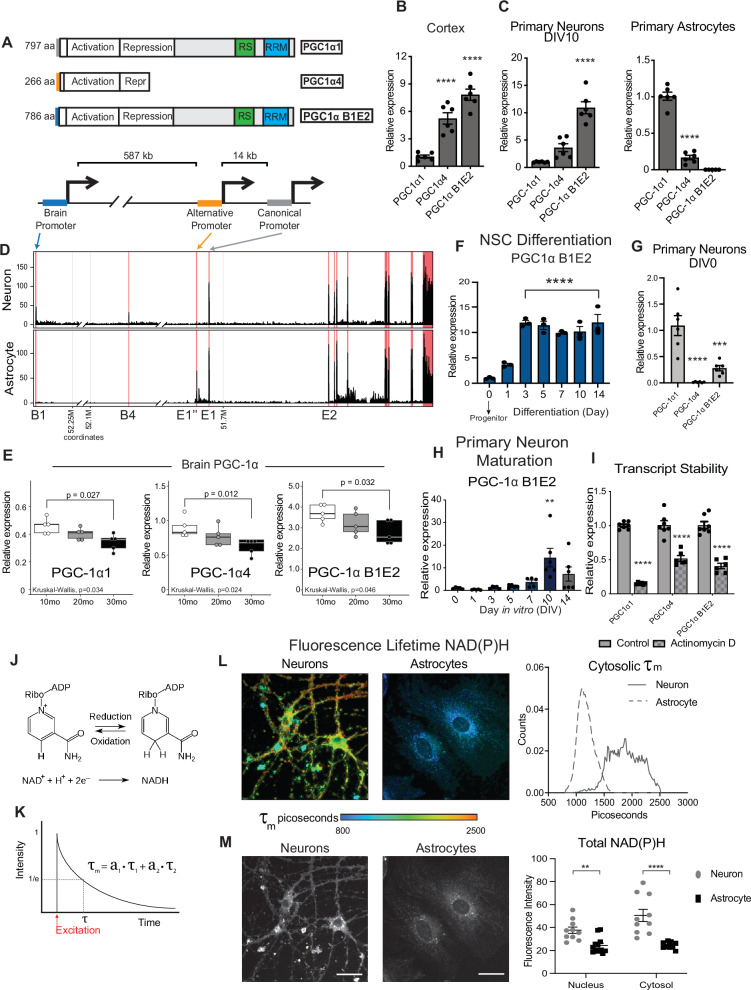
PGC-1α transcript isoforms in the brain and cell type specificity. **A** Schematic of the three major isoforms of Ppargc1a expressed in the brain and a representation of the location of their distinct promoter regions. **B**, **C** Relative expression pattern of PGC-1α transcripts detected by RT-qPCR of 12-month-old male mouse cortex (*n* = 6 mice) (**B**) and DIV10 primary cortical neurons and astrocytes isolated from P0 (neurons) and P1 (astrocytes) neonates (*n* = 6) (**C**). **D** Read density from GSE52564 for isolated neurons and astrocytes across the Ppargc1a locus. Pink lines denote annotated exons. **E** RT-qPCR detection of Ppargc1a transcript variants in cortex of male mice at 10 months, 20 months, and 30 months old (*n* = 5 mice). Boxplot represents median, 25th and 75th percentiles, and whiskers extend to min and max. **F** Expression of the brain-specific isoform of PGC-1α during neural stem cell (NSC) differentiation (*n* = 3 biological replicates). **G** Relative expression pattern of PGC-1α transcripts detected in DIV0 P0 neurons by RT-qPCR (*n* = 6 biological replicates). **H** Detection of Ppargc1a B1E2 during maturation of P0 primary cortical neurons (DIV0, 1, 3, 5, 7: *n* = 5; DIV10, 14: *n* = 6). **I** PGC-1α transcript levels after 24 h of actinomycin D treatment (*n* = 7). **J** Schematic of oxidation-reduction reaction of NAD^+^ to NADH. **K** Example of two-component decay curve produced through fluorescence lifetime imaging microscopy and is represented by the equation τ_m_ = a_1_(τ_1_)+a_2_(τ_2_). **L** Representative images (left) and distributions (right) of NAD(P)H mean fluorescence lifetime images of primary neurons and primary astrocytes (*n* = 10 neurons, *n* = 12 astrocytes). **M** Representative images (left) and quantitation (right) of NAD(P)H fluorescence intensity of primary neurons and primary astrocytes (*n* = 10 neurons, *n* = 12 astrocytes). Data shown with error bars noting mean ± SEM (**B**, **C**, **F**–**I**, **M**). Signficance determined by ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**B**, **C**, **F**–**H**), the Wilcox test (individual group comparison) and the Kruskal–Wallis test (**E**), or by two-way ANOVA with Sidak’s multiple comparisons test (**I**, **M**). Asterisks indicate *p* value of <0.05 (*), <0.01(**), <0.0001 (****). See Source data file for exact *p*-values. See methods section for details on biological replicates used for RT-qPCR.

Neurons and astrocytes share a common progenitor; however, they differ in the expression of B1E2, suggesting that the brain promoter must be activated explicitly at some point during neuronal differentiation. To define when this happens, hippocampal neural stem cells (NSCs) were isolated, differentiated, and sampled at intervals over the 14-day differentiation process. To differentiate the NSCs, growth factors were removed, and the relative abundance of neurons in the differentiated culture was determined by qPCR. Beta-tubulin III, a marker of differentiated neurons, increased ~tenfold by day 7 of differentiation (Fig. S4). PGC-1α B1E2 was barely detected in NSCs, increased ~12-fold by day 3 of differentiation, and persisted at an elevated level for the remainder of the differentiation process (Fig. 3F). In contrast, PGC-1α1 levels were reduced nearly twofold by day three and recovered by day 14, with a similar detected for PGC-1α4 over this same time frame (Fig. S4). Primary neurons isolated from neonate and prenatal brains require several days in culture to fully mature and to express classic neuronal transcriptional signatures. To understand the dynamics of PGC-1α isoform expression during primary neuron maturation, neurons were isolated from P0 mouse cortices and monitored over 14 days. On the initial day of isolation (DIV 0), PGC-1α4 was nearly undetectable, while PGC-1α B1E2 was fourfold lower than PGC-1α1 (Fig. 3G). During maturation, PGC-1α1 did not change, increased expression of PGC-1α4 was detected by day 5 of maturation, and increased expression of B1E2 at day 10 (Figs. 3H and S4). To determine if there were differences in stability of the neuronal transcript isoforms of PGC-1α, primary neurons were treated with transcription inhibitor actinomycin D. After 24 h, PGC-1α1 levels were reduced by 85%, PGC-1α B1E2 was decreased by 58%, and PGC-1α4 was reduced by 43% (Fig. 3I). The basis for stability differences is unclear, particularly between PGC-1α1 and B1E2, which differ only in the 5’ region. These data suggest that neuronal PGC-1α transcript isoforms are not regulated equivalently or in parallel.

To understand if differences in PGC-1α isoform expression between primary neurons and primary astrocytes correlated with differences in cellular metabolic status, fixed cells were analyzed by fluorescence lifetime imaging microscopy (FLIM). This method allows for an independent assessment of the relative contribution of bound and free NAD(P)H to total NAD(P)H pools by fitting the decay curve to fast (t_1_) and slow (t_2_) photon release that are associated with free and bound fluorophores respectively (Fig. 3J, K). Mean fluorescence lifetime (τ_m_) was significantly higher in neurons than in astrocytes (Fig. 3L). Analysis of lifetime components of NAD(P)H revealed that the neuronal decay curve (τ_m_) was comprised of a greater contribution from free than bound cofactors (70/30 ratio), but the decay curve in astrocytes had an even greater contribution (80/20) from free cofactor compared to bound (Fig. S5). These data suggest that there may be greater reliance on the TCA cycle and electron transport chain (protein-bound NADH) in primary neurons compared to astrocytes, an outcome that was not unexpected^28^. Total fluorescence intensity, a measure of cellular NAD(P)H, was higher in neurons than in astrocytes for both nuclear and cytosolic pools (Fig. 3M). Taken together, these data show brain that PGC-1α transcript expression changes with age across all three promoters, that PGC-1α B1E2 emerges through differentiation and maturation as neurons commit to their fate, and that cell-type differences in PGC-1α isoform expression between neurons and astrocytes are linked to distinct metabolic states.

### PGC-1α gene promoter activation by GSK3β and associated factors

In cultured cells, PGC-1α activity and protein stability can be modulated through the growth-sensitive kinase GSK3β^14,29^. In mice, immunodetection of GSK3β expression in the hippocampus from the same 10, 20, and 30 months of age mice revealed significant age and region effects where GSK3β was increased at the later age phase (Fig. S6, 2-way ANOVA *p* < 0.01). In glioma cells (H4) and phaeochromocytoma-differentiated neurons (PC12), GSK3β inhibition using lithium chloride (LiCl) causes an increase in expression of PGC-1α1 and PGC-1α4 isoforms^14^, but neither cell type expresses the B1E2 isoform which is the dominant form of PGC-1α in primary cortical neurons. Primary neurons were treated with lithium chloride for 24 h, and isoforms of PGC-1α were detected by RT-PCR. Unexpectedly, B1E2 expression from the brain promoter was suppressed by LiCl treatment even though, consistent with our prior reports, PGC-1α1 and PGC-1α4 transcripts were induced (Fig. 4A). Changes in isoform expression were muted in primary cortical astrocytes, with a trend toward increased expression in PGC-1α4 detected (Fig. S7). These data suggest that mechanisms controlling the expression from the various Pparg1a promoters are not equivalent and differ by cell type.

**Fig. 4:**
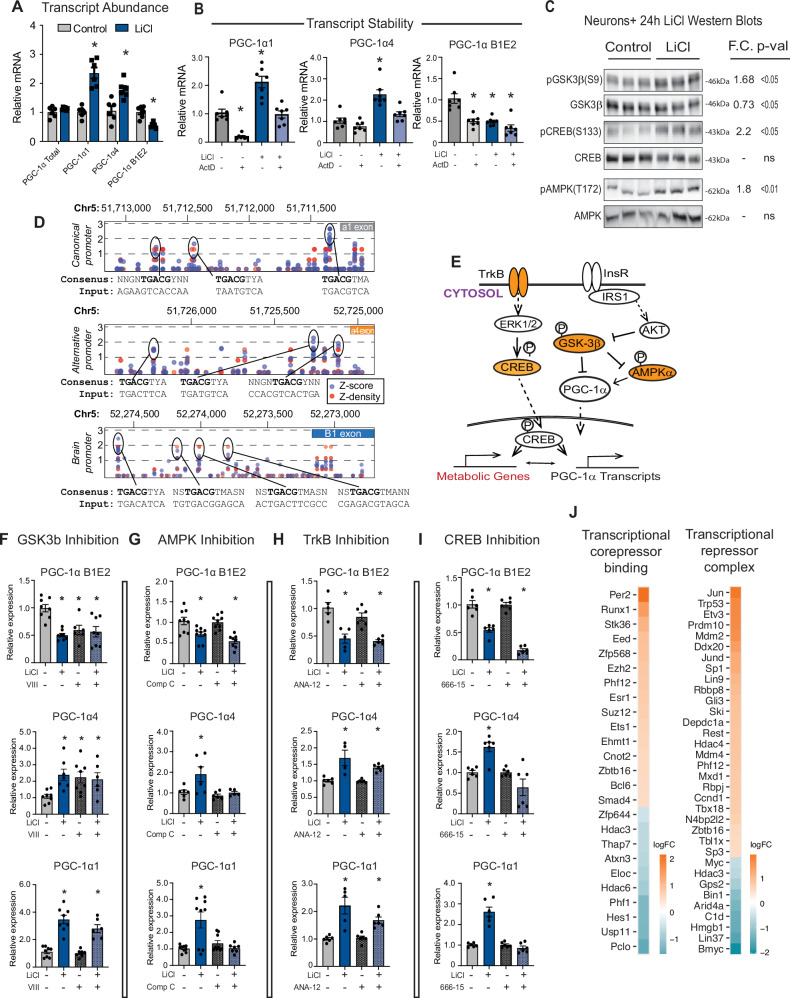
PGC-1α gene promoter activation by GSK3β and associated factors. **A** RT-qPCR detection of PGC-1α transcripts in control and LiCl-treated neurons (*n* = 6 replicates). **B** RT-qPCR detection of PGC-1α transcripts after 24-h treatment with actinomycin D +/− LiCl (*n* = 7 replicates). **C** Immunoblots of phosphorylation and total protein of GSK3β, CREB, and AMPK after 24-h treatment with 15 mM lithium chloride (LiCl) (*n* = 6–7). **D** Prediction of CREB binding sequences in Mmu Ppargc1a promoters using a transcription factor binding motif prediction software (http://tfbind.hgc.jp/). **E** Schematic of proposed pathways of lithium regulation of Ppargc1a transcripts (orange—proteins investigated in (**F**–**I**). **F–I** RT-qPCR detection of Pparc-1a transcripts following treatment with lithium in the presence or absence of GSK3β inhibitor VIII (*n* = 6–8) (**F**), AMPK inhibitor Compound C (*n* = 5–9) (**G**), TrkB inhibitor ANA-12 (*n* = 4–6) (**H**), or CREB inhibitor 666-15 (**I**) (*n* = 6) (see Source data file for specific *p*-values for (**F**–**I**). **J** Heatmap of the significantly changing genes detected from the “Transcriptional corepressor binding” and “Transcriptional repressor complex” GO terms. Data shown with error bars noting mean ± SEM (**A**, **B**, **F**–**I**). Asterisk (*) indicates *p*-value < 0.05 by two-way ANOVA with Sidak’s multiple comparison test (**A**), ordinary one-way ANOVA with Dunnett’s test (**B**, **F**–**I**), or two-tailed unpaired student’s *t*-test (**C**). See Source data file for exact *p*-values and for exact n for each group of (**F**–**I**). See methods for details on biological replicates used for RT-qPCR and western blots.

To investigate potential differences in mRNA stability, neurons were treated for 24 h with LiCl in the presence or absence of Actinomycin D. If mRNA stability were to explain the observed effect of LiCl then the expectation would be PGC-1α1 and PGC-1α4 stabilized and B1E2 de-stabilized, but this is not what was observed. LiCl modestly increased the stability of PGC-1α1 and B1E2 with no significant change in the truncated alternative isoform PGC-1α4 (Fig. 4B). Next, a candidate approach was used to identify factors that might contribute to LiCl-directed regulation of Ppargc1a gene expression. Inhibitory phosphorylation of GSK3β (S9) was increased within 24 h of treatment, as expected. LiCl also induced activating phosphorylation of CREB (S133), a transcription factor known to regulate PGC-1α expression^30,31^, and AMPK (T172), another PGC-1α activator (Fig. 4C). Prior studies had placed CREB downstream of GSK3β^32^, but a connection between AMPK and GSK3β has not been described. Analysis of canonical CREB binding motifs at each of the PGC-1α promoters revealed multiple putative CREB binding sites in each of the promoter regions of the *Ppargc-1a* gene (Fig. 4D), arguing that LiCl may act in part through CREB. These and other factors were tested for their role in LiCl-directed regulation of PGC-1α (Fig. 4E). LiCl is not a specific GSK3β inhibitor^33^, so to directly test for GSK3β regulation of PGC-1α, neurons were treated with a specific inhibitor called inhibitor VIII. Treatment with inhibitor VIII phenocopied the effects of LiCl on PGC-1α4 (activated) and on B1E2 (repressed) but not on PGC-1α1 that only responded to LiCl and not inhibitor VIII (Fig. 4F). Inhibition of CREB using inhibitor 666-15 had no impact on basal PGC-1α expression across all three isoforms but blunted the activation of PGC-1α1 and PGC-1α4 transcripts in response to LiCl, indicating that CREB is required. LiCl and CREB inhibition appeared to have an additive effect in repressing B1E2 (Fig. 4G), suggesting that additional factors signaling to CREB are also involved. Treatment of neurons with an AMPK inhibitor, compound C, blocked the activation of PGC-1α1 and PGC-1α4, but the GSK3β-directed repression of B1E2 was not dependent on AMPK (Fig. 4H). Going upstream in the signaling pathway, neurons were next treated with ANA-12, a TrkB inhibitor. Increases in expression in PGC-1α1 and PGC-1α4 were blunted but not entirely blocked, while there was no impact on B1E2 (Fig. 4I). Many transcriptional regulators are regulated not at the level of transcription but by post-translational modification and subcellular localization. Nonetheless, targeted analysis of lithium-responsive genes identified several transcriptional repressors, co-repressors, and chromatin-modulating factors such as Per2 and Phf12 associated with circadian regulation and EZH2 and EED associated with Polycomb complex mediated repression (Fig. 4J). 

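In the RNA-seq of primary cortical neurons treated for 24 h with 15 mM LiCl, with 4 libraries each of treated and untreated neurons, Per2 (ENSMUSG00000055866) rose from 13.1 ± 4.88 to 56.0 ± 2.80 counts per 1000000 counts (CPM; mean ± SD), a log2 fold change of 2.09 with an adjusted p of 5.2e-04 from edgeR's quasi-likelihood test. Phf12 (ENSMUSG00000037791) rose from 36.3 ± 8.09 to 62.5 ± 2.13 CPM (0.78, adjusted p = 0.0056). At an FDR of 0.01 Phf12 kept its call without control neurons 1 and lost it in the 7 fits that each left out another library, where its adjusted p reached 0.0235 (without LiCl neurons 1). The Polycomb genes Ezh2 and Eed rose, but their adjusted p did not pass that threshold. Ezh2 (ENSMUSG00000029687) rose from 9.61 ± 3.58 to 16.8 ± 1.19 CPM (0.81, adjusted p = 0.0197) and Eed (ENSMUSG00000030619) from 17.4 ± 7.23 to 32.9 ± 1.88 CPM (0.92, adjusted p = 0.0140). Control neurons 1 had 14.7 CPM of Ezh2 and 28.2 CPM of Eed, and without that library the log2 fold changes were 1.05 (adjusted p = 9.4e-06) and 1.22 (adjusted p = 1.8e-07). Scaling to total counts alone also took both past the threshold (1.04, adjusted p = 0.0020, and 1.16, adjusted p = 0.0012). Suz12, another gene of that complex, rose from 37.8 ± 3.98 to 61.6 ± 2.24 CPM (0.70, adjusted p = 0.0011). Hdac3 changed by -0.69 (adjusted p = 0.0113), and by -0.52 (adjusted p = 5.0e-05) without control neurons 1 and -0.80 (adjusted p = 0.0083) without control neurons 3. Hes1 changed by -1.32 (adjusted p = 0.0282), and by -0.71 (adjusted p = 0.0011) without control neurons 1. For each of these 7 genes, none of the 4 LiCl libraries overlapped the 4 controls (exact two-sided permutation p = 0.0286, the smallest that 4 libraries against 4 allow).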

Taken together, these experiments show that the canonical and alternative promoters are regulated similarly in response to LiCl, requiring TrkB, CREB, and AMPK for full implementation of the response to GSK3β inhibitors; however, the brain-specific promoter seems to be controlled by an alternate mechanism downstream of GSK3β inhibition involving an unidentified factor.

### Neuronal metabolic response to GSK3β inhibition with Lithium

The consequences of the PGC-1α B1E2 isoform repression were investigated further via RNA-seq of LiCl-treated primary cortical neurons compared to untreated controls (*n* = 4 per group). 

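The neuron data comprised 8 RNA-seq libraries made from poly(A) RNA of mouse primary cortical neurons, 4 treated for 24 h with 15 mM LiCl and 4 untreated controls. Lithium inhibits GSK3β. For its RT-qPCR and western blots the paper defines a biological replicate as a dish of neurons from pooled cortices. Its Reporting Summary adds that experiments used samples from at least 4 cultures, each of 2 pooled cortices, and that each drug treatment was applied to samples from the same animal, but the labels do not say which libraries share a culture. Reads were trimmed, aligned and quantified by the authors as for the cortex, but the processed values are RSEM's estimated counts per gene, whole numbers with no normalization. Control libraries held between 48579985 and 78006106 counts (median 54000332) and LiCl libraries between 53146293 and 58835549 (median 56014574). Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment at the paper's FDR of 0.01. Levels are TMM-scaled CPM with the SD of 4 libraries, and genes discussed singly were also tested by exact permutation of log2(CPM + 0.5). Gene families were tested with camera on the same libraries and read at an adjusted p of 0.05. At these depths the spread between libraries, not counting error, limited the precision: the coefficient of variation between libraries of a group was 28.3%. LiCl and control libraries parted on the first principal component (64.9% of the variance), and control neurons 1 parted from the other controls on the second (24.7%). The correlation of log2 CPM between control neurons 1 and the other controls was 0.934 to 0.940, against 0.991 to 0.994 among the other controls. Its TMM factor was 0.790, against 0.985 to 0.996 in the other controls. The fit was also made without control neurons 1.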

Transcripts representing 15,370 genes were identified. 

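The count table listed 51912 genes, of which between 23804 (control neurons 1) and 27192 (LiCl neurons 4) had a count in a library. edgeR's filterByExpr, which asks for enough counts in at least as many libraries as a group holds, kept 18472 genes for testing, and 18859 without control neurons 1. Requiring at least 10 counts in every library kept 16021 genes, and 33427 genes were tested with no filter.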

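Of the 18472 genes tested in LiCl-treated neurons, 5864 had an adjusted p of at most 0.01, with 2773 higher and 3091 lower than in untreated controls. For 5818 of the 5864 genes the LiCl libraries did not overlap the controls. That held for 9553 of all genes tested (51.7%), against 2.86% by chance. Predicted gene models made up 886 of the 5864. Leaving out control neurons 1 raised the count to 11053 genes, 5314 higher and 5739 lower. These included 5863 of the 5864, all with the same direction, and the coefficient of variation between libraries was then 11.1%. Weights for each library in limma's voom, an alternative chosen after the values were seen, moved the count most, to 13137. The count was 3707 without LiCl neurons 1, 3781 without LiCl neurons 2, and between 4105 and 5252 without any other library. With scaling to total counts alone, 5767 genes passed and 59.4% of them were higher, against 47.3% with TMM, while the median log2 fold change of all genes tested was 0.16. At an FDR of 0.05, 9070 genes passed. Of 35 genes that the paper names for this experiment and that were tested, 19 passed, and 21 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Without control neurons 1, 28 of the 35 passed over all genes tested.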

Five thousand four hundred eighty were identified as differentially expressed using an FDR of 0.01. Top LiCl-responsive genes included ATF3, Aquaporin 9, Slc20a3 (synaptic vesicle-linked zinc transporter), and homeobox transcription factors (Supplementary Data 6). 

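Atf3 (ENSMUSG00000026628) rose from 2.48 ± 0.602 CPM in controls to 235 ± 42.4 CPM with LiCl (log2 fold change 6.56, standard error 0.25, adjusted p = 7.7e-06). Aqp9 (ENSMUSG00000032204), which encodes aquaporin 9, rose from 1.15 ± 0.201 to 64.5 ± 5.12 CPM (5.80, standard error 0.17, adjusted p = 2.6e-06). The symbol Slc20a3 was not analysed here. Slc30a3 (ENSMUSG00000029151), which encodes a zinc transporter of synaptic vesicles, fell from 74.7 ± 9.27 to 3.21 ± 0.344 CPM (-4.54, standard error 0.16, adjusted p = 3.9e-06). With each library left out in turn, the log2 fold change stayed between 6.45 and 6.71 for Atf3, 5.71 and 5.89 for Aqp9 and -4.63 and -4.49 for Slc30a3. All 3 genes gave an exact permutation p of 0.0286. Among genes with non-overlapping groups and a mean of at least 1 CPM, the largest rises also included the homeobox genes Pou4f3, from 0.0507 ± 0.0163 to 5.88 ± 1.06 CPM (6.82, adjusted p = 9.2e-06), and Dmbx1, from 0.272 ± 0.154 to 29.9 ± 2.27 CPM (6.69, adjusted p = 1.3e-05). Muc3 ranked above them but had 0.00644 ± 0.0129 CPM in controls and 3.54 ± 4.31 CPM with LiCl, too few control counts for a fold change (adjusted p = 8.8e-04). The largest falls were in Adamts13 (-5.50, adjusted p = 0.0018), Smim18 (-5.33), Mgp (-5.29), Slc30a3 and Lin7b (-4.44). Without control neurons 1 these falls were -4.39 for Adamts13, -4.46 for Smim18, -4.14 for Mgp and -3.50 for Lin7b. Of 69 homeobox genes tested as a family, 19 passed, 11 higher and 8 lower, and the family's median of 0.27 was not past camera's threshold (adjusted p = 0.182). The homeobox family passed under fry (adjusted p = 0.0485) and with no filter on low counts (median 0.58, adjusted p = 0.0367). Onecut3 rose by a log2 fold change of 3.85 and Dlx1 changed by -2.11, from 122 ± 10.8 to 28.2 ± 3.00 CPM (adjusted p = 1.6e-05).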

Differentially expressed genes were subject to pathway analysis via GSEA (Fig. 5A). 

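The cell cycle family (77 genes tested) had a median log2 fold change of 0.74 with LiCl, with 66 genes higher (adjusted p = 7.1e-09 from camera), and 39 of its genes passed as higher and 5 as lower. Its smallest adjusted p were those of Dbf4, from 4.72 ± 0.787 to 29.7 ± 2.09 CPM (2.65, adjusted p = 1.3e-05), Skp2, from 6.34 ± 1.52 to 37.3 ± 1.87 CPM (2.56, 3.4e-05), and Trp53, from 21.1 ± 2.35 to 67.5 ± 6.37 CPM (1.68, 3.6e-05). The Hippo signaling family (77 genes) had a median of 0.41 with 52 higher (adjusted p = 0.0061), with 20 genes past the threshold as higher and 5 as lower. Without control neurons 1 the Hippo median was 0.29 (adjusted p = 0.0668). Wnt11 (3.70, adjusted p = 1.1e-04) and Axin1 (1.46, 1.8e-04) were higher in that family and Wnt2 (-1.77, 2.1e-04) lower. The PI3K-Akt family (38 core genes of the pathway) had a median of 0.11 with 22 higher (adjusted p = 0.325), and of -0.05 (adjusted p = 0.736) without control neurons 1. In that family 8 genes passed as higher, including Ddit4 (1.10, adjusted p = 1.8e-04), Igf1 (1.20, 2.9e-04) and Eif4ebp1 (1.50, 4.3e-04), and 5 as lower. Of the 19 families, 10 passed camera, of which 9 also passed fry, all but oxidative phosphorylation. With the correlation between genes estimated from the 8 libraries, no family passed, and the adjusted p of the cell cycle family was then 0.509.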

Enriched and activated pathways included those associated with growth, such as cell cycle, Hippo signaling, and PI3K-Akt signaling that is part of the insulin and mTOR signaling pathway. Ordinarily, GSK3β is inhibited by growth signaling, but these data indicate that GSK3β inhibition as an initiating event might stimulate growth pathways, at least in neurons. The most highly enriched and suppressed pathways include ribosome, oxidative phosphorylation, proteosome, and several neurodegenerative disease pathways. 

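The 84 cytosolic ribosome genes had a median log2 fold change of -0.54 with 78 lower, but the family was not past the threshold (adjusted p = 0.193) and none of its genes passed on its own. Rpl7l1 (0.50, adjusted p = 0.0181), Rpl3l (-1.16, 0.0227) and Rpl36a (-1.68, 0.0445) had its smallest adjusted p. In the fit without control neurons 1, Rpl7l1 (0.61, adjusted p = 1.3e-05) and Rpl36a (-0.57, 5.2e-05) passed and Rpl3l did not (-1.01, 0.0253). Without control neurons 1 the median was 0.19 with 69 of 84 higher (adjusted p = 0.0093), and 33 genes passed as higher and 3 as lower. Without control neurons 2 it was -0.75 (adjusted p = 0.0378) and without control neurons 4 it was -0.71 (adjusted p = 0.0369). The 77 oxidative phosphorylation genes had a median of -1.07 with 76 lower (adjusted p = 0.0014 from camera and 0.232 from fry), and 3 passed as lower. Without control neurons 1 their median was -0.27 (adjusted p = 0.0051) and 39 passed as lower and 1 as higher. Ndufs1 fell from 174 ± 23.7 to 109 ± 7.97 CPM (-0.67, adjusted p = 0.0028, and -0.61 without control neurons 1), Ndufv3 changed by -1.92 (-1.26 without it) and Ndufs7 by -2.10 (-1.32 without it). The 38 proteasome genes had a median of -0.39 with 30 lower (adjusted p = 0.255) and none passed, with Psmc5 at -0.95 (adjusted p = 0.0233), Psma4 at -1.37 (0.0274) and Psmb10 at -1.67 (0.0372). Without control neurons 1 the proteasome median was 0.08 (adjusted p = 0.736), and 2 genes passed as higher and 8 as lower, among them Psmc5 (-0.57, adjusted p = 6.1e-06), Psma4 (-0.70, 3.8e-05) and Psmb10 (-0.66, 1.5e-04). The mean level of ribosome genes was 9.19 log2(CPM + 0.5) in control neurons 1, 7.19 to 7.35 in the other controls and 7.42 to 7.57 with LiCl. From the growth pathways among those activated, the paper proposes that inhibition of GSK3β, as an initiating event, may stimulate growth pathways in neurons.

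**Figure D2:**
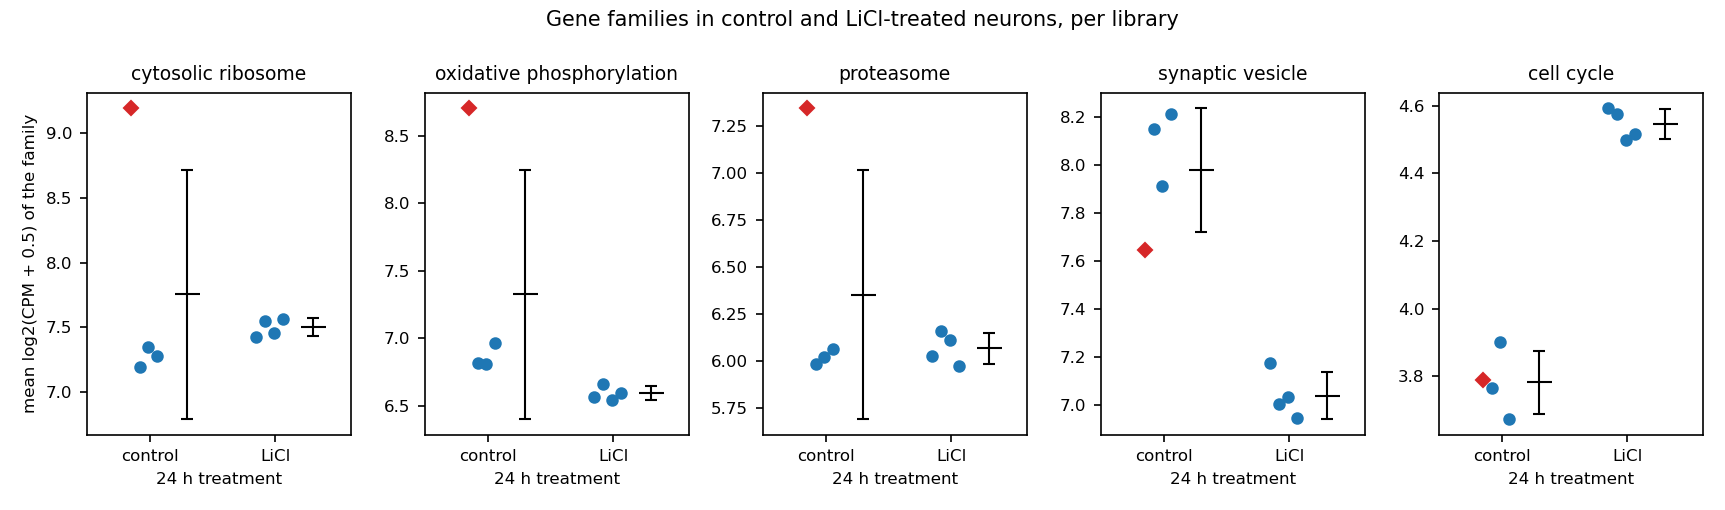
Mean log2(CPM + 0.5) of the genes of 5 families (vertical axes, each with its own range) in control and LiCl-treated neurons, with a dot per library, a red diamond for control neurons 1 and bars for the mean ± SD of 4 libraries. Control neurons 1 lies above every other library in the ribosome (9.19), oxidative phosphorylation (8.70) and proteasome (7.35) families, and the ribosome and proteasome families change direction without it, while synaptic vesicle and cell cycle levels of the groups do not overlap.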

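In 30 against 10 months, the cortex families that passed as higher had small medians for oxidative phosphorylation and the ribosome, and the values of LiCl-treated neurons are set beside them here. Oxidative phosphorylation was lower with LiCl in 76 of 77 genes and higher with age in 57 of 77, but fry called it in neither (adjusted p = 0.232 and 0.612), and only 2 of 5 libraries of 30 months lay above the 10-month mean. The mitochondrially encoded genes were lower with LiCl in 12 of 13 (median -0.96, adjusted p = 0.0254). They were higher with age in 13 of 13 (median 0.08, adjusted p = 6.4e-05 from camera and 0.226 from fry). That median was 0 with quantile normalization, which cannot test these genes. It gives the most abundant ranks, where they lie, the same values in every library. The ribosome family was higher with age in 71 of 84 genes and did not pass in LiCl-treated neurons, where its direction depended on control neurons 1. Across the 15796 genes tested in both experiments, which are not independent replicates, the Spearman correlation between the log2 fold changes with LiCl and with age was -0.13, and -0.06 across 15882 genes without control neurons 1. The libraries of both experiments were fitted separately, and the cortex holds other cells besides neurons.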

Notably, many pathways that LiCl repressed were among those activated by aging in the brain, including oxidative phosphorylation (Fig. 5B) and ribosome (Fig. 5C). 

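Genes of the electron transport chain differed in how far control neurons 1 set their values. Vdac1 (ENSMUSG00000020402) fell from 603 ± 133 to 341 ± 15.7 CPM (log2 fold change -0.82, standard error 0.16, adjusted p = 0.0031) and was past the threshold also without control neurons 1 (-0.69), but not without LiCl neurons 2, 3 or 4 (adjusted p = 0.0103 to 0.0108). Cox4i1 (ENSMUSG00000031818) had 784 ± 783 CPM in controls, with 1957 CPM in control neurons 1, and 308 ± 22.2 CPM with LiCl (-1.35, adjusted p = 0.0672), and without control neurons 1 it changed by -0.39 (adjusted p = 0.0011). Cycs fell from 391 ± 236 to 201 ± 11.8 CPM (-0.96, adjusted p = 0.0413), and by -0.48 (adjusted p = 4.4e-05) without that library. Ndufb8 had 587 CPM in control neurons 1 and changed by -1.12 (adjusted p = 0.125, exact permutation p = 0.229), and by -0.11 (adjusted p = 0.216) without it. Cox5b changed by -0.61 (adjusted p = 0.216, exact permutation p = 0.657), and by -0.02 (adjusted p = 0.807) without it. In the tricarboxylic acid cycle, Sdhb (ENSMUSG00000009863) changed by -1.07 (adjusted p = 0.0565) with all libraries and by -0.43 (1.4e-04) without control neurons 1, and Idh3a (ENSMUSG00000032279) by -0.53 (0.0204) and -0.42 (4.1e-04). As a family, the 20 genes of that cycle had a median of -0.57 with 16 lower (adjusted p = 0.0299), and of -0.42 (adjusted p = 0.0086) without control neurons 1, with Dlat at -1.05, Fh1 at -1.69 and Idh3g at -0.81 past the threshold. Of the antioxidant genes, Sod2 (ENSMUSG00000006818) fell from 203 ± 28.7 to 143 ± 5.66 CPM (-0.51, adjusted p = 0.0098), and its adjusted p passed 0.01 in 6 of the 8 fits that each left out a library, reaching 0.0267 without LiCl neurons 1. Cat (ENSMUSG00000027187) changed by -0.46 (adjusted p = 0.0266, exact permutation p = 0.0571), and by -0.60 (adjusted p = 6.5e-05) without control neurons 1. Nrf1 (ENSMUSG00000058440) rose from 15.3 ± 0.317 to 57.4 ± 2.69 CPM (1.90, standard error 0.10, adjusted p = 1.3e-05). Ppara (ENSMUSG00000022383) rose from 0.546 ± 0.058 to 1.40 ± 0.554 CPM (1.36, adjusted p = 0.0054) and Ucp2 (ENSMUSG00000033685) from 27.5 ± 8.98 to 66.7 ± 11.4 CPM (1.27, adjusted p = 0.0029). Of the 8 fits that each left out a library, Ppara lost its call in 6 and Ucp2 in 3. The adjusted p of Ppara reached 0.0207 (without control neurons 2) and that of Ucp2 0.0126 (without LiCl neurons 4). Of 19 genes for which the paper states a direction in these neurons, all 19 had that direction and 10 passed, and 15 passed without control neurons 1. The paper took these directions from the same libraries, so the match is not independent evidence.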

Focusing on established targets of PGC-1α transcriptional co-activation, a suite of genes associated with the electron transport chain (Cox4i1, Ndiufb8, Cycs, Vdac1, Cox5b), TCA cycle (Sdhb, Idh3a), and antioxidant maintenance (Sod2 and Cat) appear downregulated in response to LiCl, while expression of other PGC-1α associated factors including Nrf1, Ppara, Ucp2 were induced (Fig. 5D). 

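Syt1 (ENSMUSG00000035864), which encodes a calcium sensor of synaptic vesicles, fell from 818 ± 188 to 347 ± 36.6 CPM with LiCl (log2 fold change -1.24, standard error 0.19, adjusted p = 9.1e-04). Cplx1 (ENSMUSG00000033615), which encodes complexin 1, had 575 ± 116 CPM in controls and 508 ± 70.9 CPM with LiCl (-0.18, standard error 0.18, adjusted p = 0.432, exact permutation p = 0.457), and 0.01 with scaling to total counts alone. Of 28 synaptic vesicle genes, 26 were lower (median -0.85, adjusted p = 7.4e-06), with 13 past the threshold as lower and 1 as higher. Stx1a (-1.57, adjusted p = 5.3e-05), Snap25 (-1.33, 2.1e-04) and Sv2a (-1.20, 2.1e-04) had the smallest adjusted p of that family. The median of the family was -0.88 without control neurons 1 and between -1.00 and -0.80 in all fits that each left out a library. A list of 12 neuron markers, which shares Syt1 and Snap25 with the family, had a median of -0.98 with 0 genes higher. The fall was therefore not particular to synaptic vesicle genes. Fndc5 fell from 46.0 ± 17.1 to 14.9 ± 2.31 CPM (-1.62, adjusted p = 0.0010).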

Genes associated with the neuronal function (Syt1 and Cplx1) appear to be the most downregulated, supporting PGC-1α B1E2’s role in modulating neuron-specific functions^12^.

**Fig. 5:**
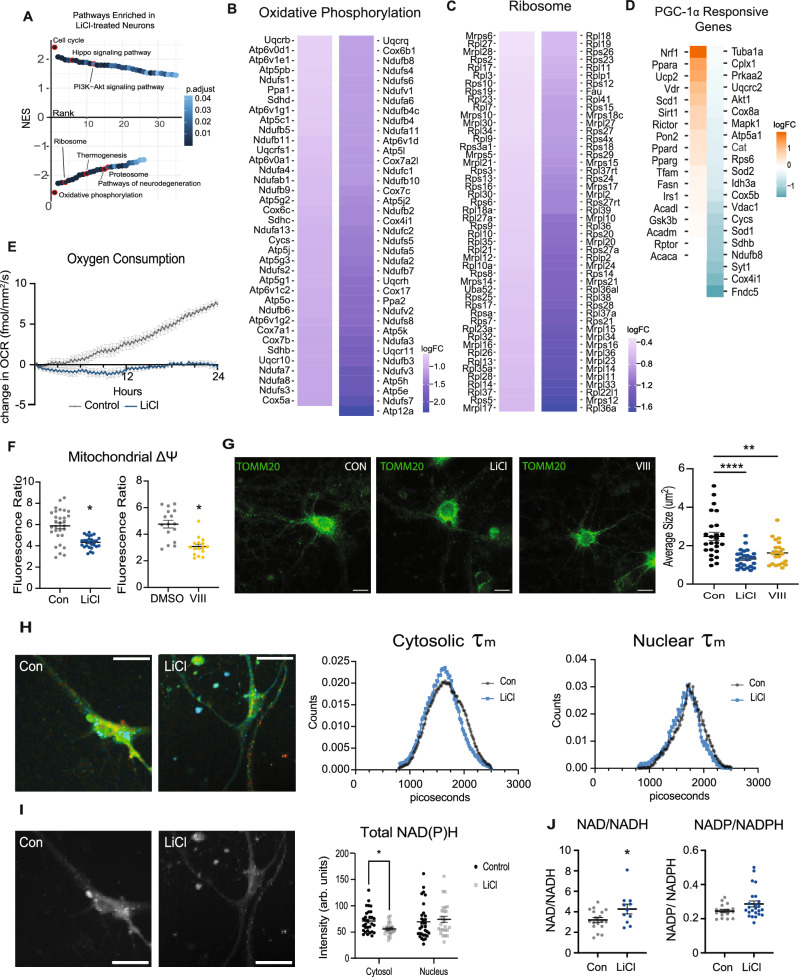
Neuronal metabolic response to GSK3β inhibition with LiCl. **A** Rank order plot of enriched pathways detected by GSEA of RNA-sequencing of neurons treated for 24 h with 15 mM LiCl (*n* = 4 replicates). Pathways are adjusted *p*-value determined by FDR. **B**, **C** Heatmap of the significantly changing genes in the oxidative phosphorylation (**B**) and ribosome (**C**) pathways enriched in LiCl-treated neurons. **D** Heatmap of PGC-1α responsive genes detected in the LiCl-treated neuron RNA-seq data. **E** Oxygen consumption of primary neurons treated with LiCl or a control media change measured by RESIPHER monitor for 24 h (*n* = 6 replicates). **F** Mitochondrial membrane potential assessed by JC-1 assay in primary neurons treated with LiCl or GSK3β inhibitor (Inhibitor VIII) for 24 h. **G** Representative images and quantification of mitochondria detected with TOMM20 antibody after 24 h treatment with LiCl or Inhibitor VIII. Mitochondrial size was determined through particle size detection in ImageJ (*n* = 25 control, *n* = 26 LiCl, *n* = 22 inhibitor VIII). **H** Representative images (left) and distributions (right) of NAD(P)H mean fluorescence lifetime of control or LiCl-treated primary neurons. **I** Representative images (left) and quantitation (right) of NAD(P)H fluorescence intensity of control or LiCl-treated primary neurons (*n* = 32 control neurons, *n* = 28 LiCl neurons). **J** NAD/NADH and NADP/NADPH ratios determined by biochemical assay (NAD/NADH: *n* = 18 control, *n* = 11 LiCl; NADP/NADPH: *n* = 16 control, *n* = 24 LiCl). Data shown with error bars noting mean ± SEM (**F**, **G**, **I**, **J**). Asterisks indicate *p*-value < 0.05 by multiple two-tailed *t*-tests (**E**), two-tailed unpaired student’s *t*-test (**F**, **I**, **J**), or Brown-Forsythe and Welch ANOVA with Dunnett’s test (**G**). See Source data file for exact *p*-values. See methods for details on biological replicates for western blots.

Changes in gene expression suggested that LiCl would blunt oxidative metabolism in neurons. Oxygen consumption was quantified continuously in primary neurons treated with LiCl using the RESIPHER oxygen consumption monitor. By 24 h, the oxygen consumption of the neurons in culture was significantly lower than that of untreated neurons (Fig. 5E). 

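In LiCl-treated neurons, Vegfa (ENSMUSG00000023951) rose from 39.3 ± 9.64 to 123 ± 2.22 CPM (log2 fold change 1.64, adjusted p = 1.5e-04) and Bdnf (ENSMUSG00000048482) from 75.1 ± 26.5 to 203 ± 20.0 CPM (1.43, adjusted p = 0.0013). No LiCl library overlapped a control for these 2 genes. Ntf3 changed by -0.59 (adjusted p = 0.154, exact permutation p = 0.143), and by -0.22 without control neurons 1.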

Neurotrophic factors (NGF, VEGFa, BDNF) were modestly but significantly induced in response to lithium; however, the physiological significance of these changes is unclear in the context of isolated primary neurons (Fig. S8). 

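The 19 glycolysis genes had a median log2 fold change of -0.46 with LiCl, with 13 lower, and the family was not past camera's threshold (adjusted p = 0.0701). It passed under fry (0.0039), with no filter on low counts (-0.48, adjusted p = 0.0090), without control neurons 1 (-0.23, adjusted p = 0.0356) and without control neurons 2 (-0.51, adjusted p = 0.0450). Among its genes 7 passed as lower and 1 as higher. Eno2 fell from 406 ± 43.3 to 132 ± 4.29 CPM (-1.62, adjusted p = 3.2e-05) and Aldoa from 974 ± 114 to 465 ± 18.8 CPM (-1.07, adjusted p = 2.1e-04), and Hk2 rose from 15.8 ± 3.48 to 44.5 ± 3.68 CPM (1.49, adjusted p = 1.9e-04).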

The glycolytic pathway was not identified as being enriched in our RNASeq analysis. Extracting the transcripts associated with the Glycolysis GO term showed that the rate-limiting enzyme phosphofructokinase (gene: PFKM) was lower in expression in lithium treated neurons and levels of the fructose 2, 6, bisphosphatase/6 phosphofructo-2-kinase (gene: Pfkfb2) that produces fructose 2,6, bisphosphate (positive allosteric regulator) was also lower (Fig. S8). These gene expression changes would argue for a dampening of metabolic activity rather than a switch between glycolysis/FAO or respiring/nonoxidative metabolism.

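Pfkm (ENSMUSG00000033065) fell from 258 ± 36.7 to 122 ± 11.1 CPM with LiCl (log2 fold change -1.08, standard error 0.14, adjusted p = 3.9e-04). Pfkfb2 (ENSMUSG00000026409) had 28.0 ± 5.67 CPM in controls and 25.7 ± 3.70 CPM with LiCl (-0.12, standard error 0.18, adjusted p = 0.591, exact permutation p = 0.457). It changed by -0.30 (adjusted p = 0.0229) without control neurons 1, which had 19.5 CPM, and by 0.04 with scaling to total counts alone.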

Mitochondrial membrane potential was also lowered by 24 h LiCl treatment. An equivalent reduction was detected in primary neurons treated for 24 h with Inhibitor VIII, a GSK3β-specific inhibitor (Fig. 5F). Morphology was assessed by immunofluorescent detection of TOMM20 (translocase of outer mitochondrial membrane 20). Both lithium and Inhibitor VIII exposure (24 h) resulted in significantly lower mitochondrial size (Fig. 5G) and integrated density (Fig. S9A), while the circularity index of the mitochondria was increased (Fig. S9B). Fluorescence lifetime imaging of redox cofactors NAD(P)H using 2-photon microscopy detected a slight decrease in mean fluorescence lifetime (τ_m_) in primary neurons treated with LiCl with an increased contribution from free NAD(P)H pools, consistent with the cells having lower reliance on oxidative metabolism (Figs. 5H and S9C). Additionally, a decrease in cytosolic NAD(P)H fluorescence intensity was detected in primary neurons treated with LiCl, consistent with the cells having lower oxidative metabolic activity (Fig. 5I). Biochemical assessment of redox ratios for NAD and NADP in LiCl-treated whole cell extracts are consistent with the FLIM results. In enzyme-linked assays of NAD cofactor, significantly lower levels of the reduced form, NADH, were detected, with no change in the oxidized form, NAD+, resulting in a higher redox ratio (Figs. 5J and S9D). For NADP cofactor, NADP+ and NADPH levels were both lower in LiCl-treated neurons, but the redox ratio was unchanged. These data point to a change in the redox state of cells treated with LiCl and connect redox metabolism to GSK3β. The metabolic impact of LiCl in primary neurons contrasts with that of other cell types that do not express PGC-1α B1E2^14^. In all cases, LiCl induces transcripts from the alternate and canonical promoters, but the repression of expression from the brain promoter is unique to neurons. The effect of LiCl on lower levels of mitochondrial-associated metabolic processes in neurons points to a functional dominance of PGC-1α B1E2 above other isoforms and suggests a means to confer cell-type specificity in the metabolic response to growth via regulation of PGC-1α.

### GSK3β plays an integrating role in growth regulation

Prior studies in suggested that growth and metabolism networks might be interconnected via the GSK3β/ PGC-1α axis^14^, but the effect in primary neurons was not investigated. Here, treatment with LiCl resulted in higher levels of inhibitory phosphorylation of insulin receptor substrate -1 (IRS-1) in the phosphatidyl inositol 3 kinase (PI3K) binding domain (S632) and lower levels of activating phosphorylation of AKT (T308) and S6 ribosomal protein (S240) (Fig. 6A). These differences in post-translational modification are consistent with the repression of the insulin/IGF and mTOR Complex 1 signaling pathways. Although levels of activating phosphorylation of ERK1/2 were numerically higher in LiCl treated neurons the difference was not significant, arguing that some but not all aspects of growth regulation are responsive to lithium. These data and the activation of CREB and AMPK (Fig. 4C) place GSK3β at the center of an interwoven growth and metabolism regulatory network (Fig. 6B).

**Fig. 6:**
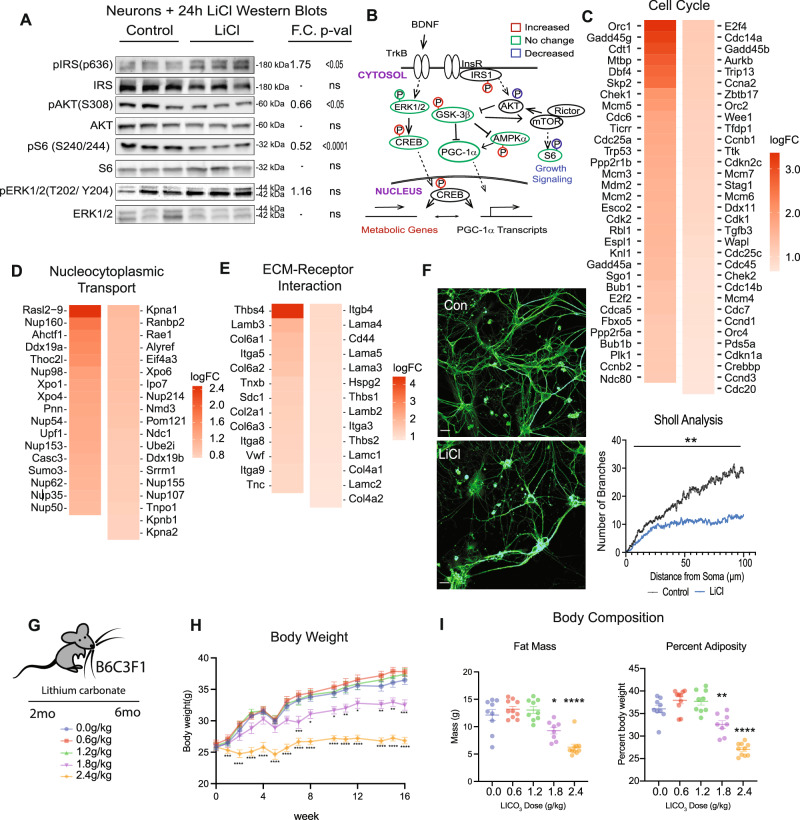
GSK3β plays an integrating role in growth regulation. **A** Immunodetection of phosphorylated and total protein levels of IRS, AKT, S6, and ERK1/2 in primary neurons (*n* = 6–8). **B** Schematic of protein expression and phosphorylation in LiCl-treated neurons by Western blot (Figs. 4C and 5A). **C**–**E** Heatmaps of cell cycle, nucleocytoplasmic transport, and extracellular matrix-receptor interaction pathways detected GSEA in lithium-treated neuron RNA-sequencing. **F** Representative images (left) and quantitation (right) of immunodetection of tubulin in control and LiCl-treated primary neurons (*n* = 13 control, *n* = 15 LiCl). Quantitation by Sholl analysis using the Sholl Analysis ImageJ. **G** Schematic of feeding timeline for lithium carbonate mouse study. Mice were fed lithium carbonate-containing food at 0, 0.6, 1.2, 1.8, and 2.4 g/kg daily for 16 weeks. **H** Body weights of the mice fed diets containing the five doses of LiCO_3_ (*n* = 10 mice/ diet). **I** Body composition analysis for the LiCO_3_-fed mice. Total fat mass (left) and fat mass as a percent of total adiposity (right). 0.0: 9 mice, 0.6: 10 mice, 1.2: 9 mice, 1.8: 8 mice, 2.4: 10 mice. Data shown with error bars noting mean ± SEM. Statistical significance was determined by two-tailed unpaired Student’s *t*-test (**A**), two-tailed unpaired student’s *t*-test with Welch’s correction (**F**) or ordinary one-way ANOVA with Dunnett’s test (**H**, **I**). See Source data file for exact *p*-values. See methods for details on biological replicates used for western blots.

The transcriptional effect of LiCl was investigated using RNA-seq of primary neurons treated for 24 h. Cell Cycle was the top-ranked enriched pathway (Fig. 6C). 

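The cell cycle family had the smallest camera p of the 19 gene families, which stand in for the KEGG pathways of Fig. 6C. In the fit without control neurons 1 the synaptic vesicle family had a smaller one (adjusted p = 1.2e-10, against 1.9e-08 for the cell cycle). The mean level of the cell cycle family was 3.67 to 3.90 log2(CPM + 0.5) in the control libraries and 4.50 to 4.59 in the LiCl libraries. The family's median stayed between 0.67 and 0.82 in fits that each left out a library. A separate list of 12 genes of dividing cells had a median log2 fold change of 1.12, with all 12 higher.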

At first glance, this might be an unexpected outcome since primary neurons are terminally differentiated; however, many of the genes within that pathway are also involved in cytoskeleton rearrangement, DNA surveillance, repair and maintenance, and chromatin remodeling (Supplementary Data 5). The second-ranked pathway was Nucleo-cytosolic Transport, including structural and transporting components, indicating that LiCl induces a nuclear response not limited to changes in gene expression (Fig. 6D). 

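Of the 59 nucleocytoplasmic transport genes, 49 were higher with LiCl (median log2 fold change 0.47, adjusted p = 1.2e-04), with 17 past the threshold as higher and 1 as lower. By camera's p the family ranked 3 of 19, after the cell cycle family and the synaptic vesicle family, which was lower. Nup62 rose from 45.6 ± 5.02 to 99.8 ± 4.82 CPM (1.13, adjusted p = 1.2e-04), Nup50 from 47.5 ± 4.13 to 98.7 ± 6.21 CPM (1.06, adjusted p = 1.5e-04) and Xpo1, which encodes an export receptor, from 97.8 ± 16.8 to 248 ± 23.9 CPM (1.34, adjusted p = 2.4e-04). With single libraries left out the median stayed between 0.42 and 0.47.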

Under microscopy, LiCl caused changes in neuronal morphology, an observation supported by the identification of the ECM-receptor pathway among those highly enriched (Fig. 6E). 

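Of the 78 ECM-receptor interaction genes, 57 were higher with LiCl (median log2 fold change 0.47, adjusted p = 0.0065), with 17 past the threshold as higher and 6 as lower. The family passed fry (adjusted p = 0.0497), and lost its call without control neurons 1 (median 0.30, adjusted p = 0.0848).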

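In the same family, Sdc1 (ENSMUSG00000020592) rose from 8.07 ± 1.33 to 22.4 ± 1.54 CPM with LiCl (log2 fold change 1.47, standard error 0.15, adjusted p = 1.0e-04). Thbs4 (ENSMUSG00000021702), which encodes thrombospondin 4, rose from 0.285 ± 0.0899 to 6.49 ± 1.04 CPM (4.47, standard error 0.27, adjusted p = 1.5e-05). Both genes had groups that did not overlap (exact permutation p = 0.0286).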

Within this pathway, 9 of the top 10 genes have been linked to neuronal outgrowth, while the other, syndecan 1 (Sdc1) is involved in neuronal progenitor maintenance and proliferation^34^. Immunodetection of tubulin networks in untreated and LiCl-treated primary neurons revealed significant changes in cell shape and length and in dendritic branching that were quantified using Sholl analysis (Fig. 6F). Changes in cell morphology were not associated with toxicity or cell death (Fig. S9E). These data show that GSK3β inhibition is associated with changes in intracellular growth signaling and pathways related to growth, that this signature is transmitted to nuclear processes, and that growth signaling has functional consequences for neuronal morphology.

To understand whether the impact of lithium on metabolism and growth might be conserved in vivo, B6C3-F1 hybrid male mice were fed a diet supplemented with lithium for 4 months^14^. Lithium carbonate (Li_2_CO_3_; 0.6, 1.2,1.8, or 2.4 g/kg) was incorporated into the diet of individually housed mice fed daily equivalent amounts of food starting at 2 months of age (Fig. 6G). Food intake was set by design to equivalence for all animals (single housed, ~95% ad libitum food intake provided daily, records of food intake maintained) and confirmed over the duration of the experiment. At the higher doses (1.8 and 2.4 g/kg), mice gained less weight than their counterparts that were untreated or on lower doses (Fig. 6H). Body composition analysis via DEXA (dual x-ray absorptiometry) showed that differences in body weight were explained entirely by differences in adiposity (Fig. 6I). Li_2_CO_3_ treatment dampened growth at the whole organism level independent of food intake, favoring a reduction in adiposity without compromising lean mass. These data indicate that the connection between metabolism and growth via GSK3β identified in cultured cells may also be relevant at the systems level.

### Lithium impacts brain growth and metabolism pathways

Differences in hippocampal mitochondrial and redox metabolism in response to lithium carbonate treatment have been reported previously^14^. The metabolic response to lithium was associated with dose-dependent increases in GSK3β phosphorylation and increased PGC-1α protein, although the effects were highly region and dose specific. The cortical transcriptome was investigated via bulk RNA-Seq, (*n* = 4 per group) (Fig. 6G). The impact of Li_2_CO_3_ was dose-dependent, with increasing numbers of responsive transcripts detected as the dose increased, with 15, 91, 176, and 358 responsive genes for each of the 4 doses, respectively (Fig. 7A and Supplementary Data 7). Pathway analysis via GSEA using an FDR cutoff of 0.1 identified few pathways for any dose. PathfindR is an alternate approach that identifies active subnetworks of altered genes before performing the enrichment analysis^35^. A greater number of lithium-responsive pathways was identified with each step up in drug dose, with 61, 108, and 126 for doses 1.2, 1.8, and 2.4 g/kg, respectively (Fig. 7B and Supplementary Data 7). There was only one pathway in the low-dose (0.6 g/kg) axon guidance, which was detected in the analysis of all other doses.

**Fig. 7:**
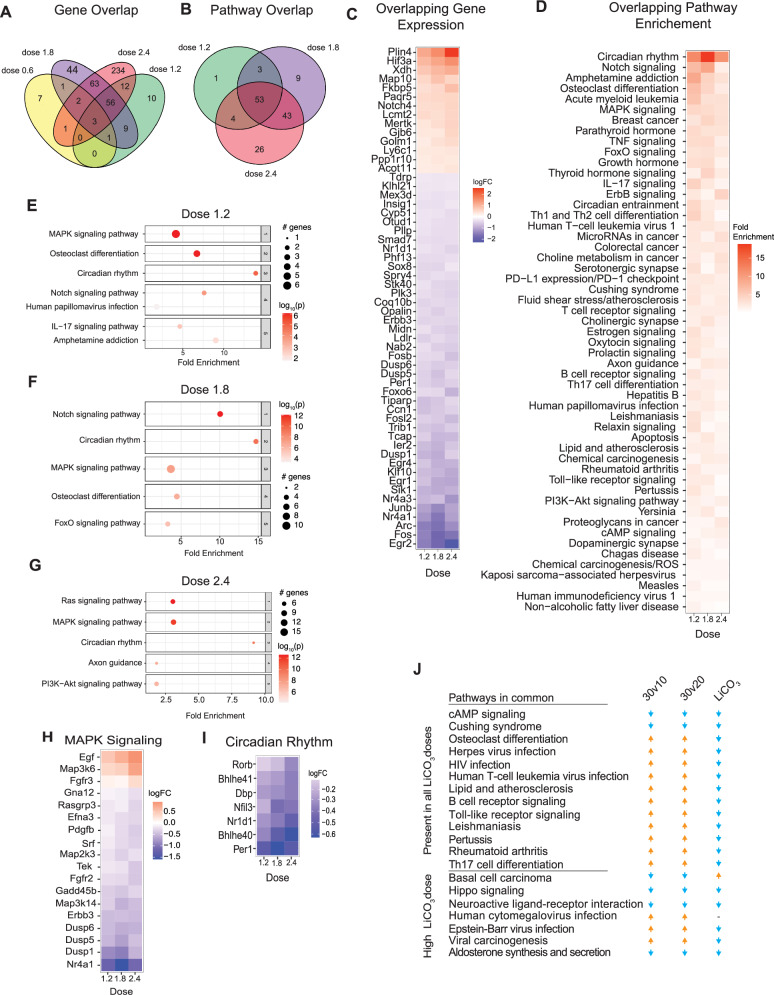
LiCl impacts brain growth and metabolism pathways. **A** Venn diagram of significant genes detected in the brains of mice treated with 4 different doses of LiCO_3_ compared to control mice (*n* = 4 mice/ diet). **B** Venn diagram of pathways enriched in the brains of mice given 1.2, 1.8, and 2.4 g/kg/day. Pathways were detected by PathfindR. **C** Heatmap of the 56 genes that are differentially expressed in all 3 doses. **D** Heatmap of 53 overlapping enriched pathways detected by PathfindR. **E**–**G** Dotplots of top 5 enriched pathways in the 1.2 (**E**), 1.8 (**F**) and 2.4 (**G**) g/kg mouse brains. Significant pathways were determined by an FDR < 0.05. **H**, **I** Heatmap of the significantly changing genes in MAPK Signaling (**H**) and Circadian Rhythm (**I**) pathways across each of 3 doses of LiCO_3_. **J** Table displaying common KEGG pathways between the 30v10 30v20 and the LiCO_3_ diets comparison. An up arrow indicates positively enriched in 30 months compared to 10 or 20 months, respectively, or in LiCO_3_ diets compared to the control diet.

Unlike the case with aging, where genes were not uniformly changing across age groups, for this cohort, by and large, there was a progressive, consistent change in levels of responsive genes across drug doses in these young animals (Fig. 7C). The overlapping genes among all doses included central transcription regulators responsive to growth, Fos and Junb and early growth response (EGR) genes that were lower in abundance in Li_2_CO_3_-treated brains. Other genes of interest are related to p53, CREB, and MAPK pathways. Genes with higher expression included Hif3a, Plin4, and Xdh, all connected to metabolic pathways.

Of the 53 overlapping pathways identified as being responsive to Li_2_CO_3_ treatment, the most highly represented signature related to immune and inflammatory pathways (34%), with similar representation from growth and metabolism pathways (46% combined) (Fig. 7D). Two of the top 5 pathways (Amphetamine, Osteoclast) are largely explained by the presence of Fos, Jun, and Arc. Notch signaling, a key factor in juxtacrine communication, was ranked second among the Li_2_CO_3_ response pathways and included Notch4 and the notch pathway-associated transcription factor effector Maml3 that were increased in abundance, and Hes repressor proteins that were decreased in abundance (Supplementary Data 7). The osteoclast differentiation pathway was also enriched and included Zbtb16 transcriptional repressor linked to HDACs and Rpskb2 that were increased in abundance, and Dusp6, a negative regulator of MAPK signaling, and Rara (retinoic acid receptor) involved in transcriptional regulation that was lower in abundance. Analyzing each dose individually, the relative enrichment of pathways in cortex from mice on each of the 1.2 g/kg (Fig. 7E), 1.8 g/kg (Fig. 7F), and 2.4 g/kg (Fig. 7G) doses was not equivalent (Fig. 7E). At higher doses of Li_2_CO_3_ pathways linked to insulin signaling are identified including PI3K-Akt signaling (1.8 g/kg) and FoxO signaling (2.4 g/kg). The MAPK growth signaling (Fig. 7H) and circadian rhythm (Fig. 7I) pathways stand out as shared features when the data were analyzed in individual sets, and in general, Li_2_CO_3_ downregulated the expression of genes in both pathways in a dose-dependent manner. A comparison of aging and lithium induced cortical gene expression changes at the pathway level shows considerable overlap (Fig. 7J). These data show that the transcriptional signature detected in primary cell culture is partially conserved at the tissue level, while there are some distinct differences showing that bulk tissue RNA-seq may mask the transcriptional response of specific cell types. Of the 60 pathways enriched between 10 and 30 months of age, 33% were shared in the all-dose lithium pathway enrichment analysis (24% of lithium-responsive pathways). Most of the shared pathways involved immune and inflammatory processes, where the effect of lithium opposed age-related changes.

The R package function scanBam (Rsamtools) was used to extract aligned reads from the Pparg1 genomic region in the RNASeq BAM files. Expression of PGC-1α transcript isoforms did not follow a straightforward linear response to increasing lithium dose. Although not statistically significant, the predicted repression of B1E2 was observed at the 1.2 mg/g dose of lithium carbonate along with activation of the PGC-1α1 and PGC-1α4 (Fig. S10). A panel of 170 PGC-1α-associated genes identified in various independent studies from our lab and others was interrogated to assess PGC-1α activity. While it was clear that there was a response to lithium for many of the PGC-1α-associated genes, it was not all of the genes, and it was not uniform across the lithium doses (Fig. S10). These data indicate that PGC-1α expression and expression of its gene targets are sensitive to lithium in vivo; however, the specifics of gene activation are dependent on the dose of lithium provided.

## Discussion

Brain aging has long been associated with changes in inflammatory and neuronal functional pathways^36^, with links to metabolic changes reported more recently^8,37^. Conditions associated with brain aging include cognitive decline and a greater risk for neurodegenerative disease, both of which have been linked to disruption in mitochondrial processes^38,39^. In this study, transcriptional profiles of the cortex from male mice confirm the immune/inflammation and neuronal structural and communication pathways as the most responsive to age and reveal an expansive network of age-sensitive metabolic genes.

Numerous studies now indicate that changes in the transcriptome do not reflect changes in the proteome^26^. There are profound differences in the range and sensitivity of detection between these two platforms, but another consideration is the importance of translational and post-translational regulation. Proteomic analysis confirms age-related changes in metabolism and processes vital for neuronal function but further shows changes in ribosomal and RNA splicing pathways. It is unclear how changes in ribosomal pathways ultimately impact translation, including which transcripts are preferred and how selectivity might be altered. Changes in RNA processing pathways have been reported as a function of age and have recently been proposed as a potential hallmark of aging^40^, although the significance of these alternations in terms of function remains unknown at this stage. The impact of age on gene expression of components of the electron transport system are similarly difficult to interpret. Functionally, there is a decline in mitochondrial activity with age^15^, at least in the hippocampus; however, we report enrichment of the oxidative phosphorylation pathway at the transcript and protein level in the cortex. It is possible that this reflects a change in the composition of the comprising subunits rather than biogenesis per se. The differences we report are modest and are not ubiquitous across all of the proteins involved in the multi-complex. The most conservative interpretation is that mitochondria are adapting to age while acknowledging that the functional consequence of these changes has yet to be fully understood.

A role for mitochondria in aging is generally accepted, but as yet the role of PGC-1α in aging is not well defined^6,41^. Issues of tissue-type and cell-type specificity in its expression, its interacting partners, and its target genes present a considerable challenge^6^. In primary neurons, three different PGC-1α promoters are active but responsive to different regulatory inputs. All three isoforms of PGC-1α are sensitive to changes in GSK3β activity, and CREB is important at all three promoters; however, the specifics of the influence of regulatory inputs from GSK3β, AMPK, and CREB are distinct at each promoter. Prior studies have reported the induction of PGC-1α1 and PGC-1α4 in response to lithium for cells that do not express the brain-specific promotor-driven isoform. There, the changes in mitochondrial energetics are in the predicted direction. Indeed, lithium also induces these isoforms in primary neurons. The critical distinguishing feature in neuronal metabolic regulation is that metabolic status aligns with expression from the brain-specific promoter, indicating a functional dominance of this isoform. In mice, PGC-1α was previously linked to arborization in neurons of the hippocampus^42^ and maintenance of the neuromuscular junction in skeletal muscle^43^, possibly secondary to its effects on mitochondria. Direct activities of PGC-1α include regulation of splicing^44^ and nuclear to cytosolic mRNA transport^45^, each involving a mechanism that requires its RNA binding domain, present on PGC-1α B1E2 and PGC-1α1 but absent on PGC-1α4. Neither of these activities has been specifically linked to PGC-1α B1E2, and the contribution of these regulatory mechanisms to neuronal function is yet unknown.

GSK3β participates in various growth regulatory pathways, including Wnt, insulin/IGF, MAPK, and mTOR signaling^46^. In mouse brains, GSK3β protein abundance increases with age, and one of the unexpected outcomes of this study was the impact of GSK3β inhibition on primary neurons and astrocytes. The repression of PGC-1α at the brain promoter in response to LiCl or GSK3β inhibitor VIII is opposite to what is observed at the canonical and alternate promoters in neurons and in other cell types where the brain promoter is not active. This raises the possibility that PGC-1α is part of a broader molecular strategy that allows different brain-resident cells to independently modulate cellular energetics in response to extracellular stimuli. The importance of GSK3β as a regulatory effector in central metabolism and growth signaling is underscored by the primary neuron and in vivo brain response to LiCl (neurons) and Li_2_CO_3_ (mice). In the cortex, the changes in PGC-1α isoforms were not a straightforward linear response to increasing lithium dose and are likely to be highly influenced by the fact that (a) multiple cell types are represented in the RNASeq data and (b) that cells act as communities and engage in cross-talk in their response to a given stimulus, a feature that cannot be captured in isolated primary cells. It will be important to dissect how the neuronal PGC-1α response to GSK3β might be influenced by juxtacrine effects, particularly whether contributions from astrocytes and microglia might modify the response reported here for neurons in primary culture.

The regulation of GSK3β by phosphorylation at serine 9 disables its ability to phosphorylate targets that have a pre-primed phosphorylation directly upstream from the consensus site^47^. The phosphorylation at S9 blocks the opening that “recognizes” the primed site on GSK3β targets. We previously reported increased GSK3β phosphorylation is increased in the hippocampus of these same mice subsequent to lithium treatment^14^. Furthermore, lithium and Inhibitor VIII sensitive direct phosphorylation of PGC-1α in context of the oxidative stress response impacts the stability of the transcriptional coactivator^29^. A similar mechanism has been reported for the circadian regulators BMAL and Rev-Erb-alpha, although in those cases, there are opposing outcomes of GSK3β-induced phosphorylation with increased and decreased stability, respectively^48,49^. There are multiple putative GSK3β sites on PGC-1α, but we do not know the functional consequences of site-specific phosphorylation and/or if a suite of kinases may be acting in parallel. A newer regulatory site identified on GSK3β involves acetylation at K15^50^, a modification is predicted to stabilize it, but its physiological significance and how it might impact kinase activity is unclear. The direct consequence of changes in levels of GSK3β protein on GSK3β activity and/or target selectivity in aged tissues will need to be more fully explored.

A primary limitation of this study is that both in vivo studies, brain aging and the response to Li_2_CO_3_, were conducted in male mice only. Growing evidence points to profound sex dimorphism at the cellular and molecular level^51^. Even while the physiological traits of aging manifest quite similarly for both sexes, the key pathways and processes contributing to aging are quite sex dimorphic. For example, in rats, age-related changes in brain inflammatory cytokines have been reported for both males and females but appear to be more pronounced in females compared to males^52^. It will be important to uncover shared and sex-specific effects of aging on the brain and whether the interventions geared toward delaying aging might need to be optimized for sex. Despite this limitation, it seems clear that there are brain-specific mechanisms for controlling energetics and that changes in mitochondrial pathways are at least coincident with changes in inflammatory and neuronal functional pathways with age. Differences in how and when PGC-1α is activated are likely to play a role in establishing cell-type metabolic specificity, and differences in the PGC-1α response would allow for intracellular coordination in metabolic adaptation, where a single stimulus evokes distinct outcomes according to cell type. Given the breadth of pathways and processes influenced by mitochondrial status, there is considerable interest in advancing what we know about the contribution of mitochondria to disease and motivation to go beyond the concept of “dysfunction” ^3^. Data from this study supports the idea that mitochondrial processes could be targeted to delay age-related changes in the brain and even potentially applied as a preventative measure for neurodegenerative disease.

## Methods

### Experimental model and subject details

#### Aging cohort

Six-week-old male B6C3F1 hybrid mice were obtained from Harlan Laboratories (Madison, WI, USA) and housed under controlled pathogen-free conditions in accordance with the recommendations of the University of Wisconsin Institutional Animal Care and Use Committee. Mice were fed 87 kcal week^−1^ of the control diet (Bio-Serv diet #F05312) from 2 months of age and were individually housed. This level of calorie intake is ~95% of ad libitum for the B6C3F1 strain, so all food was consumed. By 30 months of age, the mortality of the control animals was ~45%, consistent with the expected lifespan for this strain. Mice were euthanized by cervical dislocation at 10, 20, and 30 months of age.

#### Lithium diet study

Six-week-old male B6C3F1 hybrid were obtained from Harlan Laboratories (Madison, WI, USA) and housed under controlled pathogen-free conditions in accordance with the recommendations of the University of Wisconsin Institutional Animal Care and Use Committee. Mice were fed 87 kcal week^−1^ of the control diet (F05312; Bio-Serv, Flemington, NJ, USA) and were individually housed with *ad libitum* access to water. This level of food intake is ∼95% *ad libitum* for the B6C3F1 strain, so all food was consumed. Following two weeks of facility acclimation, mice were randomized into five treatment groups fed the control diet supplemented with increasing concentrations of dietary lithium carbonate (2 months old; *n* = 10/group): Group 1) 0.0 g/kg/day Li_2_CO_3_;Group 2) 0.6 g/kg/day Li_2_CO_3_; Group 3) 1.2 g/kg/day Li_2_CO_3_; Group 4) 1.8 g/kg/day Li_2_CO_3_; Group 5) 2.4 g/kg/day Li_2_CO_3._ Li2CO3-supplemented mice were administered an additional drinking bottle containing saline (0.45% NaCl) to offset polyuria, a common side effect of lithium treatment. Mice consumed dietary lithium for 4 months and were euthanized at 6 months of age. Mice were weighed every 1 and 2 weeks throughout the duration of the study. Body composition analysis was conducted using the Lunar PIXImus machine and software.

Brains were isolated, bisected, embedded in OCT, frozen in liquid nitrogen, and stored at −80 °C until further processing.

#### Primary cell culture studies

Wild-type male and female C57BL6J mice were obtained from Jackson Laboratories (Bar Harbor, ME) and housed under controlled pathogen-free conditions in accordance with the recommendations of the University of Wisconsin Animal Care and Use Committee. Mice were allocated to breeding pairs at 8 weeks of age with two animals per cage.

All animal protocols were approved by the University of Wisconsin Institutional Animal Care and Use Committee (MV1774—aging; MV2579—Lithium diet) or the Institutional Animal Care and Use Committee at the William S. Middleton Memorial Veterans Hospital (RA0006—primary cell isolation).

### Method details

#### RNA sequencing

RNA extraction was completed using a Direct-zol RNA kit (Zymo Research, Irvine, CA) according to the manufacturer’s instructions. Each RNA library was generated following the Illumina TruSeq RNA Sample Preparation Guide and the Illumina TruSeq RNA Sample Preparation. Purified total RNA was used to generate mRNA libraries using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra RNA Library Prep kit for Illumina (Illumina Inc., San Diego, CA, USA). Quality and quantity were assessed using an Agilent DNA1000 series chip assay and Invitrogen Qubit HS Kit (Invitrogen), respectively. Sequencing reads were trimmed to remove sequencing adaptors and low-quality bases^53^, aligned to mm10 reference genome using the STAR aligner, and alignments used as input to RSEM for quantification. Differential gene expression analysis was performed via EdgeR generalized linear model (GLM) method. GSEA analysis was performed via gseKEGG package in clusterProfiler. *P* value cutoff was set to 0.05, and pAdjustMethod was fdr. Pathway analysis for the LiCO_3_ mouse brain dataset was conducted using PathfindR. *P* value threshold was set to 0.05 and adjustment method was FDR.

#### Proteomics

##### Enzymatic “In Liquid” Digestion

Total protein extracted from mouse brain punches was re-solubilized and denatured in 8 M Urea/100 mM Tris-HCl (pH8.3)/100 mM NaCl, concentration quantitated from BCA and 50ug taken for subsequent digestion and label-free nanoLC-MS/MS profiling as follows. Total volume of each sample was adjusted to 50 µl with 8 M Urea and subsequently diluted to 180 μl for reduction step with: 7.5 μl of 25 mM DTT, 15 μl MeOH, 15 μl 500 mM NH_4_HCO_3_ (pH8.5) and 92.5 µl of 25 mM NH_4_HCO_3_ (pH8.5). Samples were incubated at 52 °C for 15 min, cooled on ice to room temperature then 9 μl of 55 mM chloroacetamide was added for alkylation and incubated in darkness at room temperature for 15 min. The reaction was quenched by adding 24 μl of 25 mM DTT. Subsequently 8 μl of Trypsin/LysC solution [100 ng/µl of 1:1 Trypsin (Promega) and LysC (FujiFilm) mix in 25 mM NH_4_HCO_3_] and 79 μl of 25 mM NH_4_HCO_3_ (pH8.5) were added and brought to 300 µl final volume. Digestion was conducted for 2 h at 42 °C then additional 4 µl of trypsin/LysC solution added and digestion proceeded o/n at 37 °C. The reaction was terminated by acidification with 2.5% TFA [Trifluoroacetic Acid] to 0.3% final.

##### NanoLC-MS/MS

Digests were cleaned up using OMIX C18 SPE cartridges (Agilent, Palo Alto, CA) per manufacturer protocol and eluted in 20 µl of 70/30/0.1% ACN/H_2_O/TFA, dried to completion in the speed-vac and finally reconstituted in 40 µl of 0.1% formic acid. Peptides were analyzed by nanoLC-MS/MS using the Agilent 1100 nanoflow system (Agilent) connected to hybrid linear ion trap-orbitrap mass spectrometer (LTQ-Orbitrap Elite™, Thermo Fisher Scientific) equipped with an EASY-Spray™ electrospray source. Chromatography of peptides prior to mass spectral analysis was accomplished using capillary emitter column (PepMap® C18, 3 µM, 100 Å, 150 × 0.075 mm, Thermo Fisher Scientific) onto which 1.5 µl (~ 1.9ug) of extracted peptides was automatically loaded. NanoHPLC system delivered solvents A: 0.1% (v/v) formic acid, and B: 99.9% (v/v) acetonitrile, 0.1% (v/v) formic acid at 0.50 µL/min to load the peptides (over a 30 min period) and 0.3 µl/min to elute peptides directly into the nano-electrospray with gradual gradient from 0% (v/v) B to 30% (v/v) B over 155 min and concluded with 10 min fast gradient from 30% (v/v) B to 50% (v/v) B at which time a 7 min flash-out from 50–95% (v/v) B took place. As peptides eluted from the HPLC-column/electrospray source survey MS scans were acquired in the Orbitrap with a resolution of 120,000 followed by CID-type MS/MS fragmentation of 20 most intense peptides detected in the MS1 scan from 350 to 1800 m/z; redundancy was limited by dynamic exclusion.

##### Data analysis

Elite acquired MS/MS data files were searched using Proteome Discoverer (ver. 2.5.0.400) Sequest HT search engine against Uniprot *Mus musculus* database (UP000000589, 06/16/2020 download, 63,686 total sequences) along with a cRAP common lab contaminant database (116 total entries). Static cysteine carbamidomethylation, and variable methionine oxidation plus asparagine and glutamine deamidation, 2 tryptic miss-cleavages and peptide mass tolerances set at 15 ppm with fragment mass at 0.6 Da were selected. Peptide and protein identifications were accepted under strict 1% FDR cut offs, at least two peptide spectrum matches per protein and with high confidence XCorr thresholds of 1.9 for *z* = 2 and 2.3 for *z* = 3. Strict principles of parsimony were applied for protein grouping. Chromatograms were aligned for feature mapping and ion intensities were used for precursor ion quantification using unique and razor peptides. Normalization was performed on total peptide amount and scaling on all average. Protein abundance was determined from summed peptide abundances and ANOVA (individual proteins) was executed for hypothesis testing.

### Primary cultures

#### Primary neurons

Primary cortical neurons were isolated from brains of P0 mice. Briefly, the cortices were harvested from pups into ice-cold HBSS where the midbrain and meninges were removed. Cortices were pooled in groups of 2. Brain tissue was minced and digested in 0.25% trypsin for 20 min at 37 °C. Trypsin was quenched with DMEM/10%FBS/1%Pen/Strep, and cells were dissociated and counted prior to plating on poly-d-lysine coated plates. Cultures were then fully changed to Neurobasal Plus Media (2% B27^+^, 1% GlutaMax, 1% Pen/Strep) the subsequent day. Upon first change to Neurobasal media, neurons were treated with 1 μM AraC (Cytosine β-D-arabinofuranoside hydrochloride) to eliminate glial cell populations. Media was changed by ½ volume every 3 and 4 days until experiments. All primary neuron experiments were conducted between day 10–14 in vitro.

#### Primary astrocytes

Primary cortical astrocytes were dissociated similarly to neurons and plated in DMEM/10% FBS/1% Pen/Strep. Briefly, cortices were collected from P1-2 mouse pups and pooled in groups of 2. Cells were dissociated enzymatically in 0.25% Trypsin for 20 min. Cells were further dissociated by trituration. Cells from 2 cortices were plated on a T-75 cell culture flask and grown in DMEM supplemented with 10% FBS and 1% Pen/Strep. Astrocytes proliferated to confluency and were subsequently treated with 10 μM AraC for 48 h to eliminate non-astrocyte glial populations. Upon microglial removal, astrocytes were then passaged to a T-175 to ensure astrocytic growth. Cells were passaged for experiments at ~80% confluence and plated for a one-day growth.

#### Neural stem cells (NSCs)

Hippocampi were dissected in cold HBSS and dissociated using the GentleMACS Dissociator (Miltenyi Biotec) and MACS Neural Tissue Papain Dissociation Kit (Miltenyi Biotec) according to the manufacturer’s protocol. NSCs were cultured in DMEM/F12 media (Invitrogen) supplemented with GlutaMAX, FGF (20 ng/mL), EGF (20 ng/mL) and Heparain (5 μg/mL) for the indicated number of days prior to assay.

All cells were maintained at 37 °Cat 5% CO_2_. All cortical cultures were produced through pooling tissue in groups of two. Therefore, we cannot report the sex of the cells in the cultures.

#### Drug treatments

All drugs were administered for 24 h through a 50% media change. Drugs were administered at final concentrations as follows: Lithium chloride (Sigma Aldrich; L7026), 15 mM. Actinomycin D (Fisher Scientific AC294940010), 8 μM. Inhibitor VIII (Millipore Sigma 361549), 15 μM. Compound C (Millipore Sigma; 171260), 8 μM. ANA-12, 20 μM. CREB inhibitor 666-15 (Millipore Sigma 5383410001), 1 μM.

### Histochemistry

Serial cryostat sections of 10 μM in thickness were cut at −20 °C with a Leica Cryostat (Fisher Supply, Waltham, MA, USA), defrosted and air-dried, and stained for GSK3β (9315; Cell Signaling Technologies, Danvers, MA, USA) as previously described^54^. Images were acquired on a Leica DM4000B microscope equipped with an HCX PL FLUOTAR 20×/ 0.50 objective. Photographs were taken with a Retiga 4000 R digital camera (QImaging Systems, Surrey, BC, Canada). Camera settings were optimized for each stain, and for uniformity, all images were taken with identical settings, fixed light levels, and fixed shutter speeds.

### RT-qPCR

Cells were treated as outlined above and RNA was collected 24 h after treatment. For NSC differentiation and primary neuron maturation, cells were lysed at day in vitro indicated above. Cells were lysed with Trizol and RNA was isolated using Zymo Research Direct-zol RNA MiniPrep Kit. RT-qPCR was conducted using iTaq Universal SYBR Green Supermix (1725121, Bio-Rad, Hercules, CA, 94547). Primer sequences for all transcripts can be found in Supplementary Data 5.

### Read density of Pparc-1a locus determination

Fastq files of raw sequencing reads from GSE52564^55^ were downloaded using SRA Toolkit (https://github.com/ncbi/sra-tools/wiki/). Sequences were aligned to the mouse RefSeq assembly (GRCm39) using Rsubread^56^. Aligned reads within the Ppargc1a locus (chr5:51,611,591-52,273,171) were extracted using scanBam() from Rsamtools^57^. Read density was plotted using ggplot2^58^.

### Multiphoton laser scanning microscopy

Conducted as previously described. Briefly, cells were grown on glass coverslips, fixed in 10% formalin, and mounted using Fluoromount (Thermo Scientific). Images were captured using a Nikon 60 × 1.3apo objective and a 457/40 filter. The acquisition time for neuron-astrocyte comparison was 120 s. Lithium-treated neuron experiments were conducted using a 60-s acquisition time. Image analysis was conducted using SPCImage 8.0 (https://www.becker-hickl.com/products/spcimage/).

### Promoter region transcription factor binding site determination

Predicted CREB binding sequences present in the promoter regions of the *Ppargc-1a* gene were predicted using transcription factor binding motif prediction software (http://tfbind.hgc.jp/). The prediction was made using reported CREB-ChIP sequencing peaks  and the strength of CREB prediction was based on the density score produced by the number of potential CREB binding sites^59^. Confidence values and density scores were then *z*-scored to determine the predicted binding sites.

### Western Blot, and Immunofluorescence

Cells were lysed, and protein was extracted in a modified RIPA buffer containing protease and phosphatase inhibitors (P8340 and 524624, respectively; Sigma-Aldrich, St. Louis, MO, USA). Proteins were detected by immunoblotting using standard techniques. Antibodies used were all acquired from Cell Signaling Technologies unless otherwise noted and used at the manufacturer’s recommended dilution. Antibodies used were: pGSK3β(S9) (#9336), GSK3β (9315S), pCREB (S133) (ab32096; Abcam), CREB (#9104), pAMPKα (T172) (#2535S), AMPKα (#2532S), pIRS-1 (S636) (#2388S), IRS-1 (#2382S), pAKT (T308) (#13038S), AKT (#4691), pS6 (S240/244) (#2215S), S6 (#2217S), pERK1/2 (T202/ Y204) (#4370S), ERK1/2 (#4695S). Western blot densitometry was conducted in Adobe Photoshop to detect band intensity.

Immunofluorescence images were acquired on a Leica DM4000B microscope equipped with a Leica N Plan 40×/0.65 objective. Photographs were taken with a Retiga 4000 R digital camera (QImaging Systems, Surrey, BC, Canada). Camera settings were optimized for each stain, and for uniformity, all images were taken with identical settings, fixed light levels, and fixed shutter speeds. Cells were grown on glass coverslips coated with poly-d-lysine. Cells were fixed in 10% formalin for 10 min, permeabilized with 0.3% Triton X-100 in PBS (PBS-T) for 1 h, and incubated with primary antibody diluted in 1% BSA overnight. Primary antibodies used were anti-a-Tubulin primary antibody (1:200) (Sigma-Aldrich #T6199) and Tomm20 (1:84.2) (Abcam ab56783). Cells were washed with PBS and then incubated with a secondary antibody, Goat anti-mouse IgG,AlexaFluor 488, for 1 h at room temperature. Coverslips were mounted using Fluoromount (Thermo Scientific). Sholl analysis was conducted with ImageJ (NIH, Wayne Rasband, http://rsb.info.nih.gov/ij/). using the Sholl Analysis plugin (https://imagej.net/plugins/sholl-analysis).

### Bioassays

#### Oxygen consumption (OC)

OC was measured using a Resipher oxygen consumption monitor. OC was measured for 24 h prior to treatment to establish basal respiration. Change in OC was determined by comparing the rate at 15-min intervals taken for 24 h post-treatment.

#### JC-1 Assay

Mitochondrial membrane potential was quantified with JC-1 dye (Invitrogen, Waltham, MA). Neurons were treated with 15 mM LiCl for 24 h and then incubated with 1 μg/mL JC-1 dye for 30 min. Cells were washed with PBS prior to fluorescence detection. Fluorescence was measured using excitation/emission wavelengths of 535/590 nm and 485/530 nm.

#### NAD(P) and NAD(P)H

NAD(P) and NAD(P)H concentrations were quantified with NAD(P)- and NAD(P)H-Glo assay kits (Promega) according to manufacturer instructions. Neurons were treated with 15 mM LiCl for 24 h prior to assay.

#### Cell viability

Cell viability was measured using CyQuant assay (ThermoFisher C7026) following manufacturer’s instructions. Neurons were grown in black-walled 96 well plates. Neurons were treated with 15 mM LiCl for 24 h prior to assay.

### Statistics and reproducibility

All data capture experiments were conducted in samples derived from a minimum of four biological replicates unless otherwise noted (each n is a biological replicate/ independent data point). Each image-based data capture experiment involved at least five individual cells per pooled cortex sample per treatment. Because these are primary neurons and not immortalized cell lines, we employed a strategy where each cell was considered individually for data capture and subsequent analysis. For all RT-qPCR and western blot experiments, a replicate is defined as one culture dish derived from two pooled cortices All replicates shown are biological and not technical. Outliers were identified by ROUT using a threshold of *Q* = 0.05. All student’s *t*-tests were two-tailed. Unless otherwise noted, datasets involving two groups were analyzed by unpaired Student’s *t*-test, datasets with three groups, ordinary one-way ANOVA was used, and datasets with four groups, two-way ANOVA with Tukey’s Multiple comparisons test was used. Unless otherwise noted, error bars represent mean +/− standard error. Statistical analysis was conducted using GraphPad Prism and R studio. RNA-sequencing and proteomics were analyzed using R. Asterisks on figures denote significance levels: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All RNA sequencing data from this study are deposited in the GEO repository (GSE246478). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD060832 and 10.6019/PXD060832. Cell type-specific read density along the Ppargc1a locus was quantified using publically available RNA-seq data (GSE52564). Source data are provided as a source data file. Uncropped images of immunoblots can be found in the supplemental information (Fig. S11). All other data is available upon request. Further information and requests for resources and reagents should be directed to Lead Contact Dr. Rozalyn Anderson (). Source data are provided with this paper.

# Supplementary material for: Neuron-specific isoform of PGC-1α regulates neuronal metabolism and brain aging
**Source:** Nat Commun. 2025 Feb 28;16:2053. doi: 10.1038/s41467-025-57363-y

**A**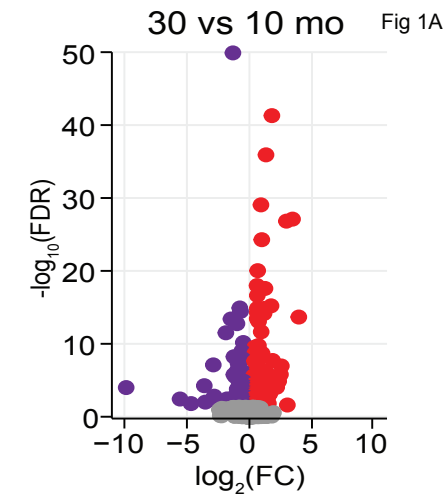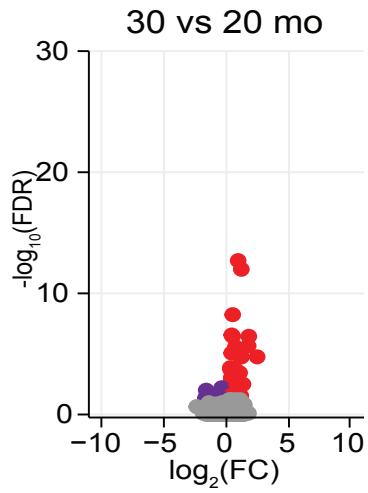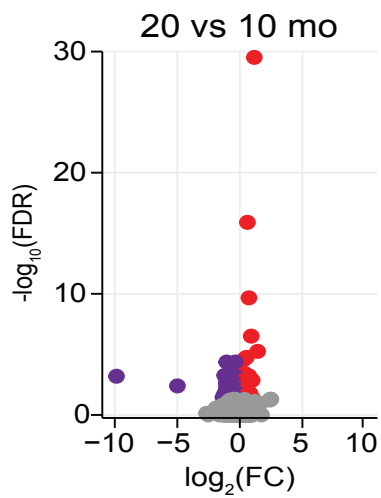**B**

30 v 10

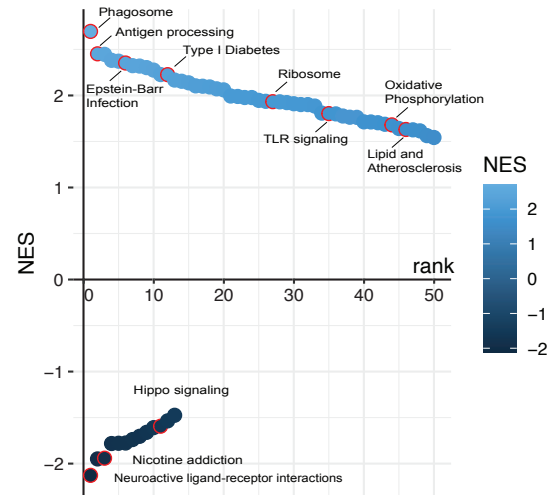

30 v 20

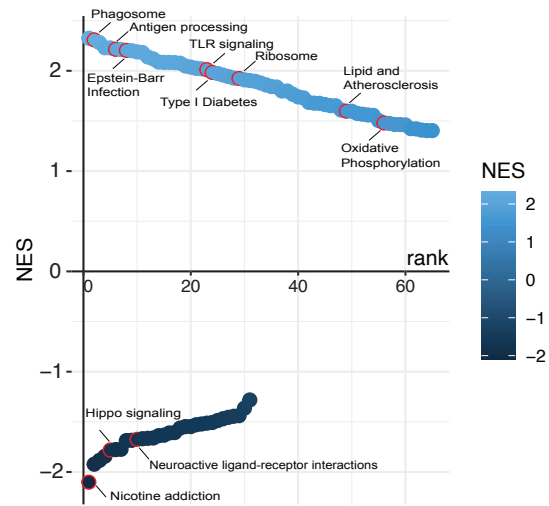

20 v 10

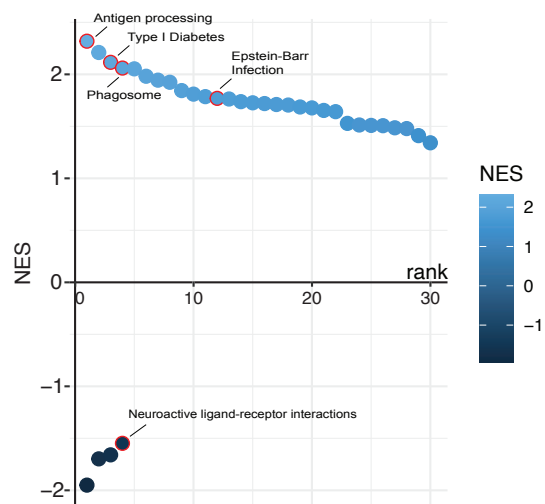

Figure S1: A) Volcano plots displaying transcripts quantified. Statistically significant transcripts are highlighted in red (upregulated) or purple (downregulated) in 30-month-old compared to 10-month-old male cortical tissue as shown in figure 1A. Equivalent volcano plots for 30-month-old compared to 20-month-old and 20-month-old compared to 10-month-old are shown. B) Rank order plot of enriched pathways detected by GSEA. Rank order plots for each of the three age comparisons are shown. Comparisons are 30-month vs 10-month, 30-month vs 20-month, and 20-month vs 10-month. Each plot is ranked by normalized enrichment score. n=5 mice per age group.

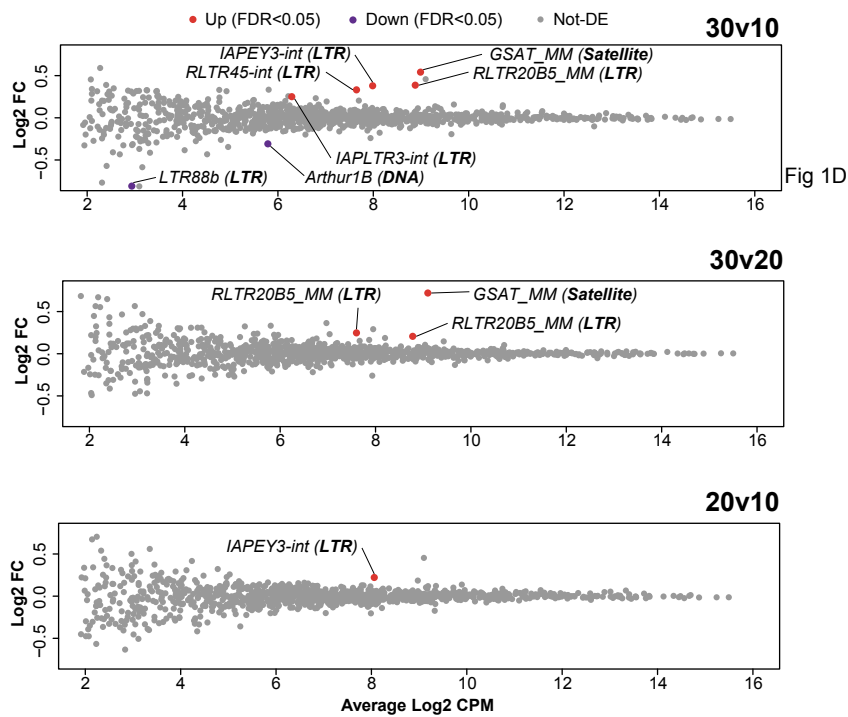

Figure S2: Mean-difference (MD) plots of transposable elements (TE) expression Log2 FC against the average Log2 count per-million (CPM) for the 30m/10m comparison (Fig 1D), 30m/20m comparison, and 20m/10m comparison. TE callouts list the: "TE name (TE class)."

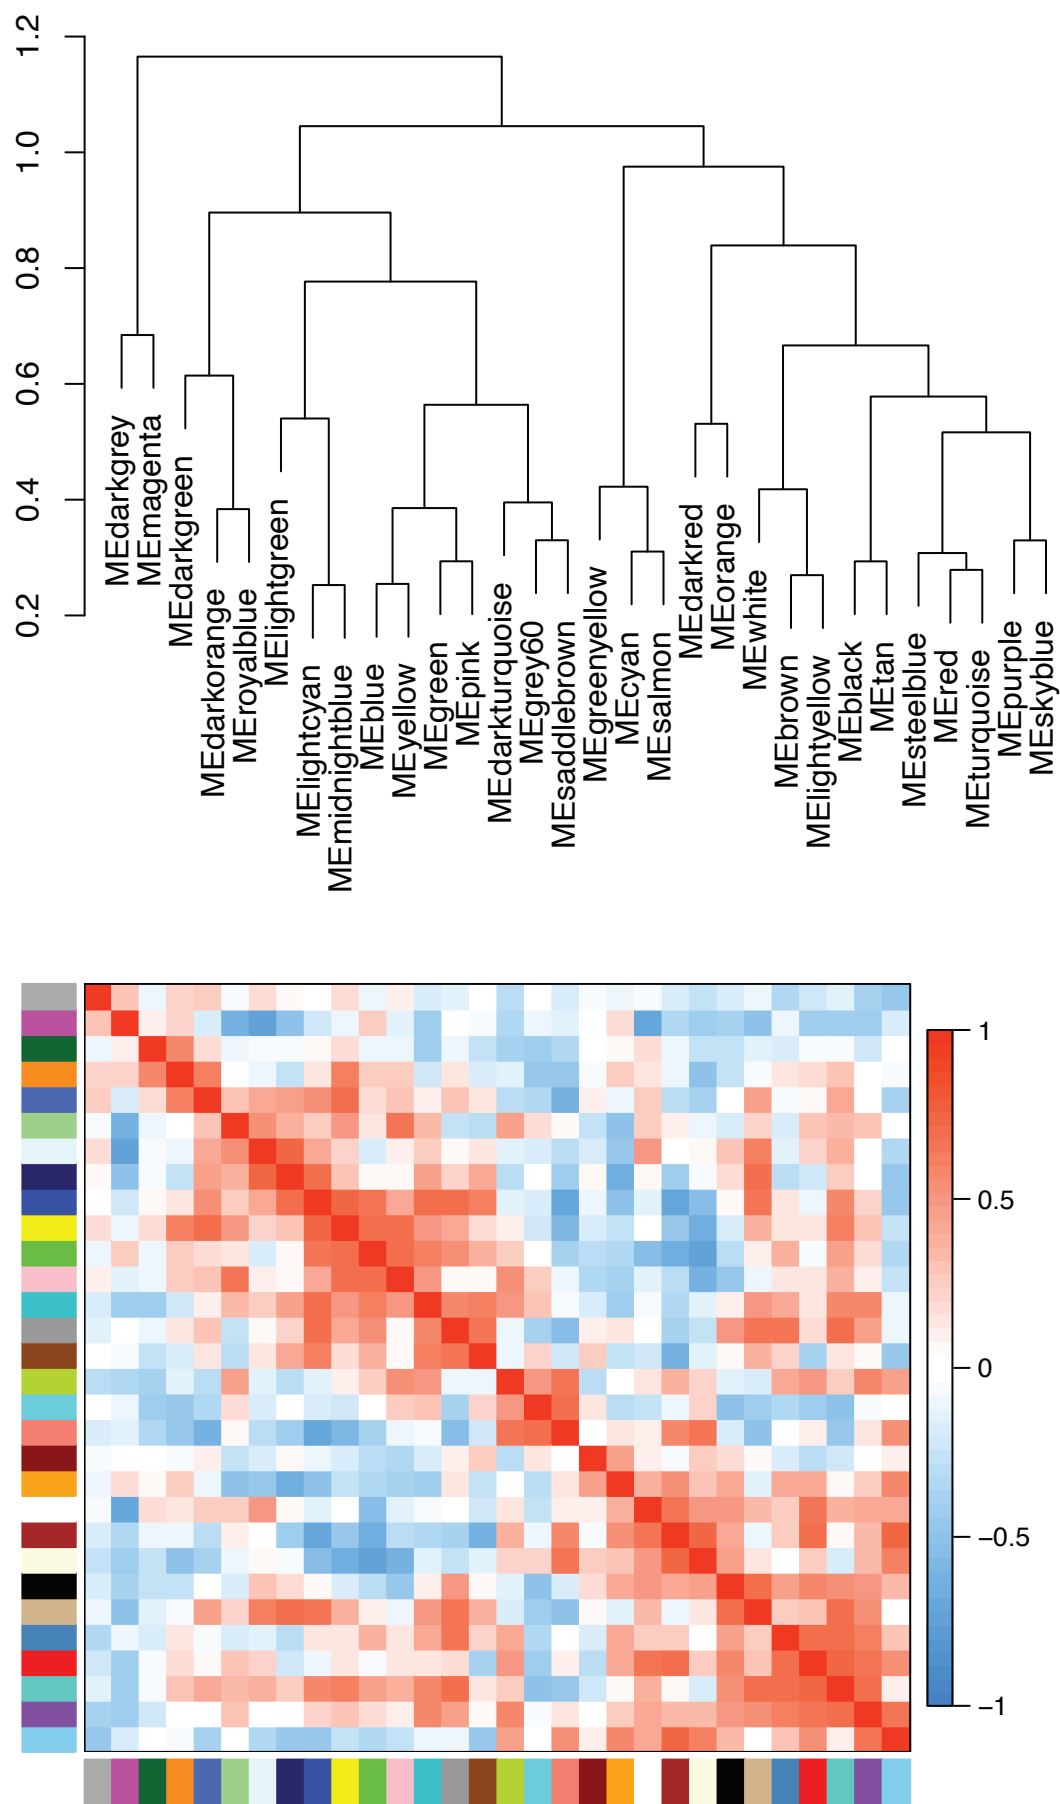

Figure S3: Dendrogram and heatmap displaying the correlation between the 30 modules detected by WGCNA. The heatmap shows the Pearson correlation from -1 to 1 between each of the modules graphed along the x and y axes.

**A**

| PGC-1 $\alpha$ isoform | N-terminal amino acid sequence |
|------------------------|--------------------------------|
| PGC-1 $\alpha$ 1       | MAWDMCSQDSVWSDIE - Exon2       |
| PGC-1 $\alpha$ 4       | MLGLSSMDSILK - Exon2           |
| PGC-1 $\alpha$ B1E2    | MDEGYF - Exon2                 |

**B**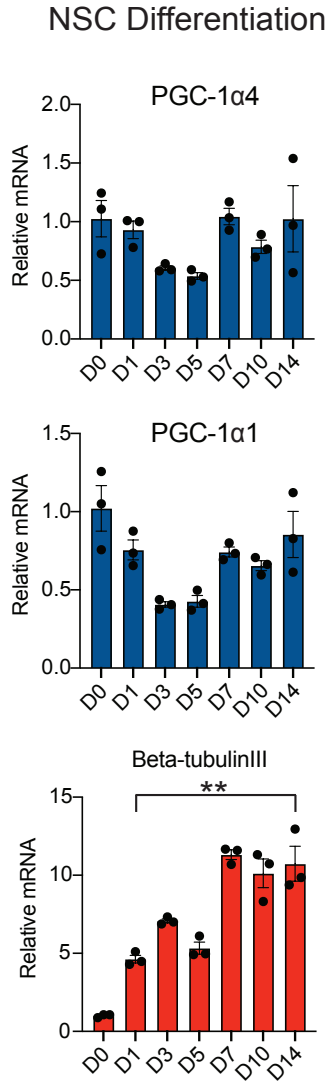**C**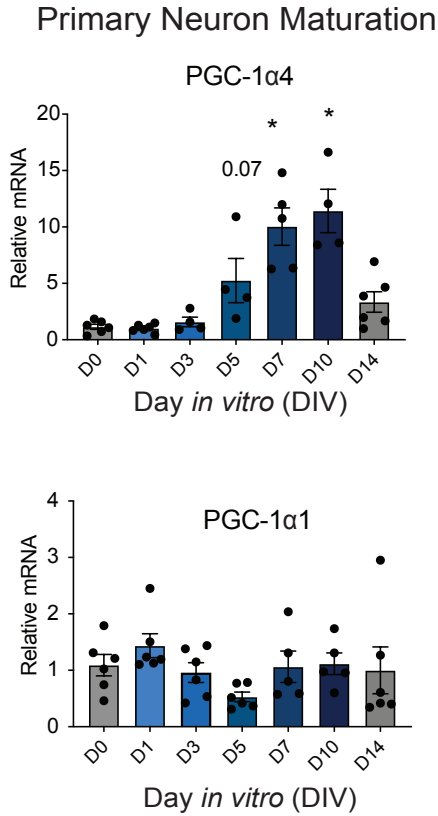**D**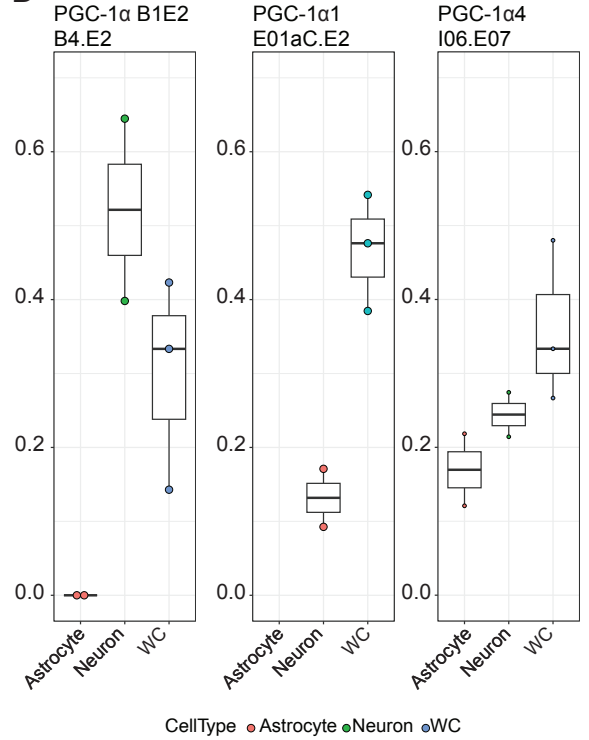

Figure S4: A) Table displaying the N-terminal amino acid sequences for the three major isoforms of PGC-1 $\alpha$  expressed in neurons. B) RT-qPCR detection of the canonical PGC-1 $\alpha$ 1, alternative PGC-1 $\alpha$ 4 isoform, and neuronal marker beta-tubulin III during neural stem cell (NSC) differentiation (n=3 cultures/ differentiation day). Significance was determined by one-way ANOVA. D1: p=0.0033, D3: p<0.0001, D5: p=0.0007, D7: p<0.0001, D10: p<0.0001, D14: p<0.0001. C) Detection of PGC-1 $\alpha$ 1 and PGC-1 $\alpha$ 4 during maturation of primary cortical neurons (PGC1 $\alpha$ 4: DIV0, 1, 14: n=6, DIV3, 5, 10: n=4; DIV7: n=5; PGC1 $\alpha$ 1: DIV0, 1, 3, 5, 14: n=6; DIV7, 10: n=5 cortical cultures/ maturation day). D) Boxplots of normalized exon junction read counts for the brain (brain exon 4 – canonical exon 2),  $\alpha$ 1 (canonical exon 1 – canonical exon 2) and  $\alpha$ 4 (intron 6 – canonical exon 7) Ppargc1a isoforms from mouse brain RNA-seq (n=2 astrocytes, n=2 neurons, n=3 whole cortex). Data shown as mean  $\pm$  SEM (B,C) or Boxplot represents the median, 25th and 75th percentiles, and whiskers extend to min and max unless  $\pm$  1.5 IQR (D).

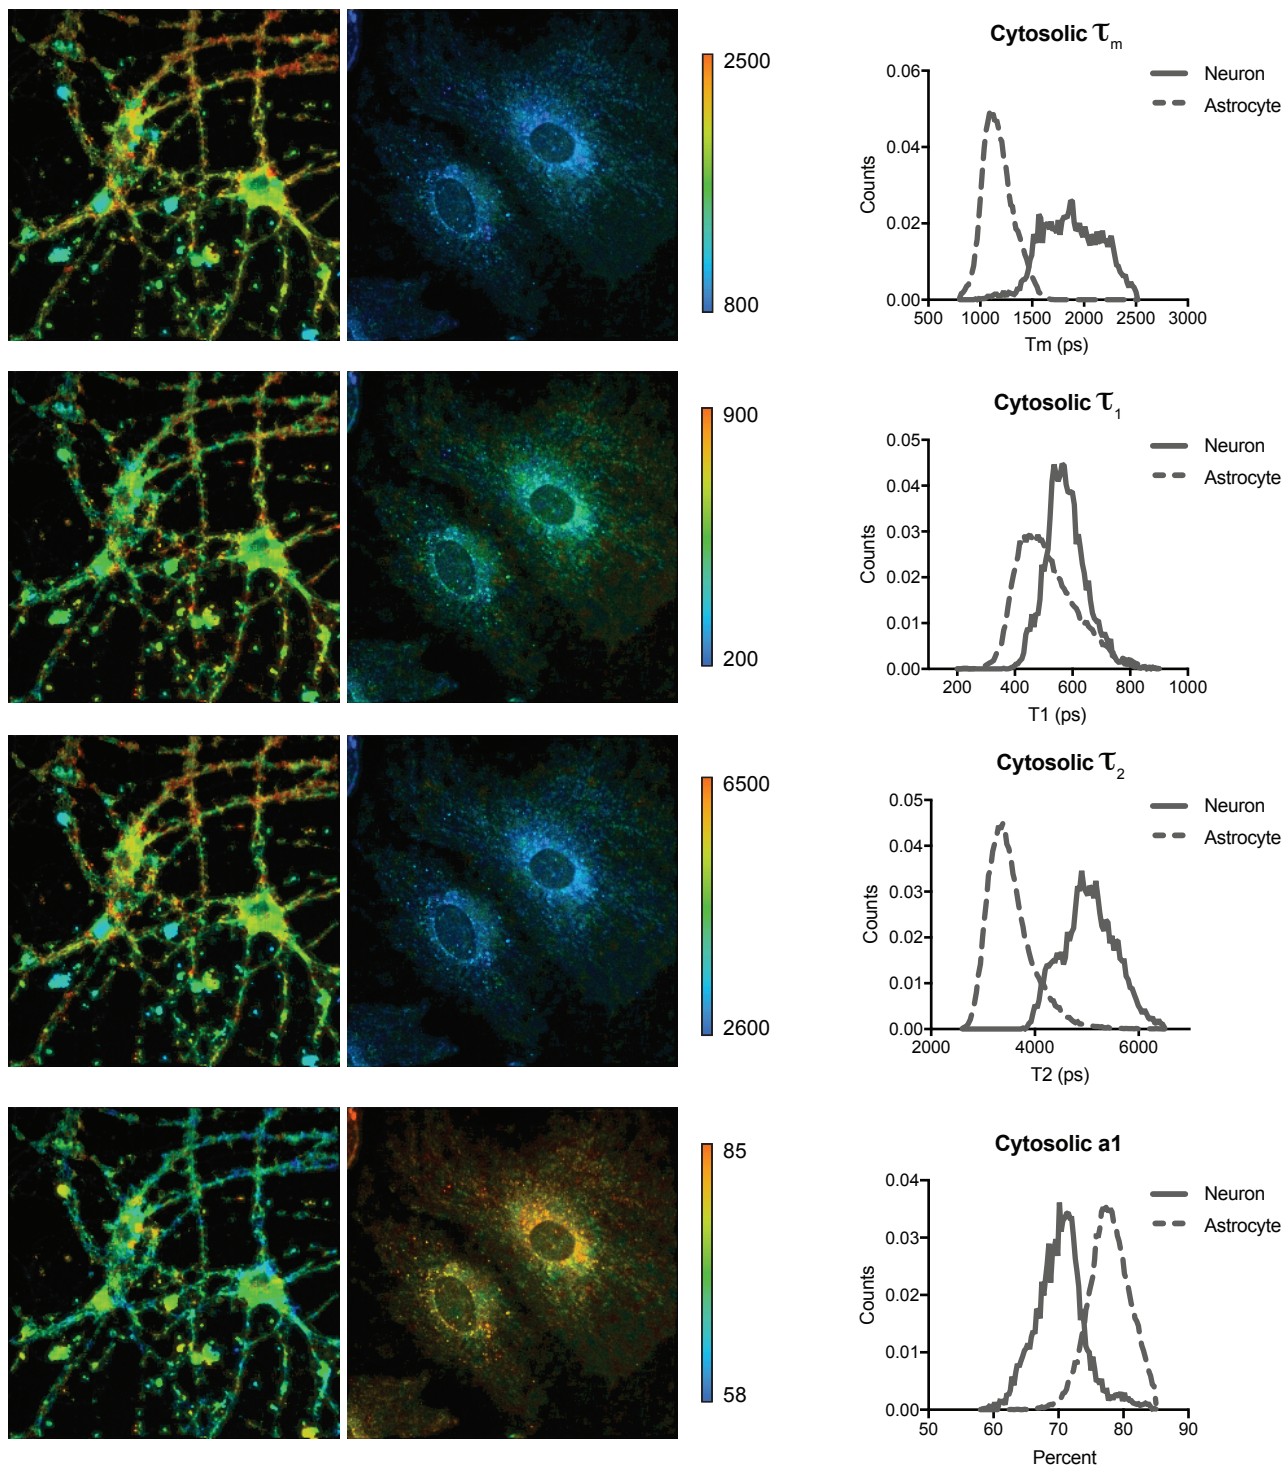

Figure S5: Representative images (left) and distributions (right) of NAD(P)H fluorescence lifetime images of primary neurons and primary astrocytes. Representative images are artificially colored to show differences in mean fluorescence lifetime, the short component of the decay curve ( $\tau_1$ ), the long component of the decay curve ( $\tau_2$ ), or the relative contribution of free NAD(P)H ( $a_1$ ) to the mean fluorescence lifetime ( $n=10$  neurons,  $n=12$  astrocytes).

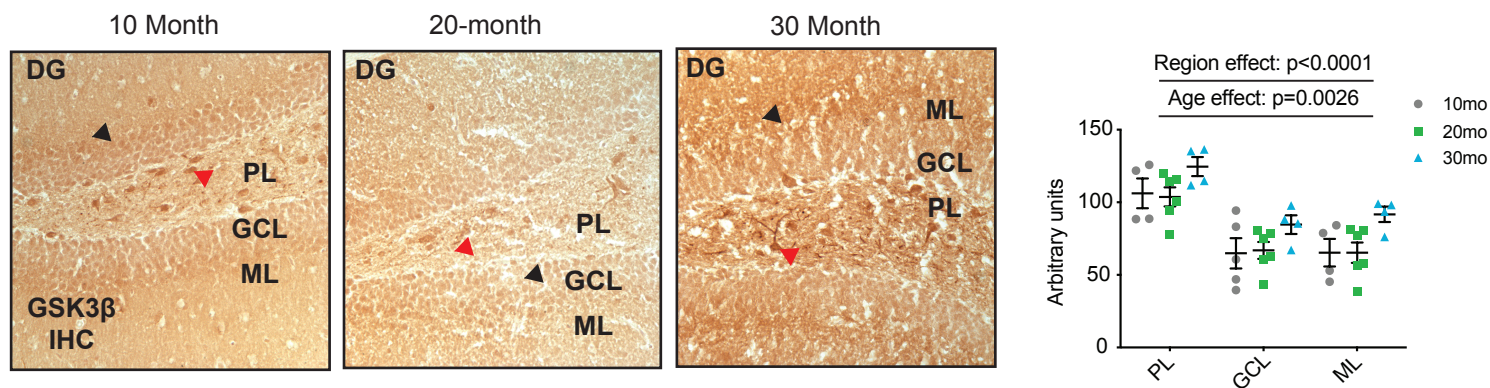

Figure S6: Immunohistochemical detection of GSK3β in the indicated hippocampal regions for 10-month-old, 20-month-old, and 30-month-old mice (n=4 30-month-old mice, n=6 10- and 20-month-old mice). Statistical significance was determined by ordinary 2-way ANOVA. Data shown as mean  $\pm$  SEM.

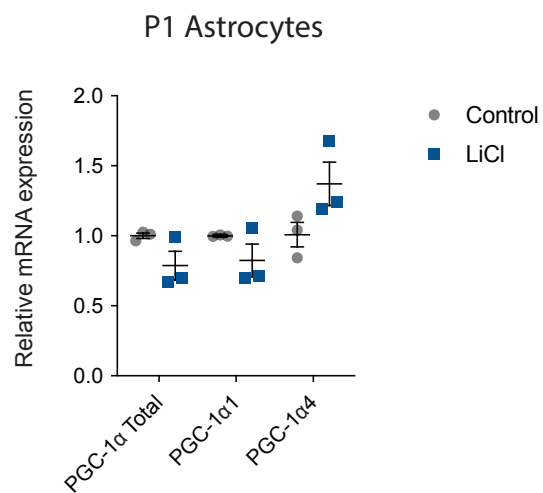

Figure S7: RT-qPCR detection of PGC-1 $\alpha$  transcripts in control and LiCl-treated P1 astrocytes (n=3 astrocyte cultures). Statistical significance was determined by unpaired two-tailed Student's t-test for each PGC-1 $\alpha$  transcript. Data shown as mean  $\pm$  SEM.

## GO Glycolytic Process

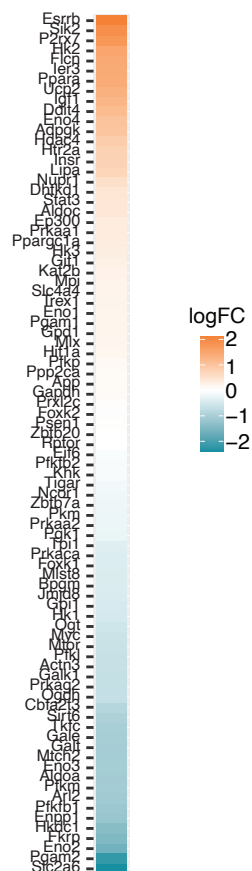

## Neurotrophic Factors

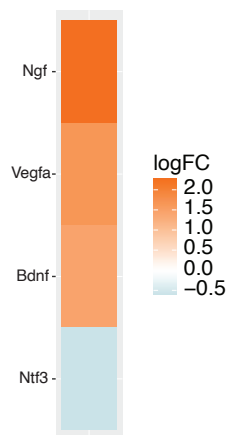

Figure S8: Heatmaps of the genes in the “Glycolysis” GO term and significantly changing neurotrophic factors in primary neurons treated with LiCl.

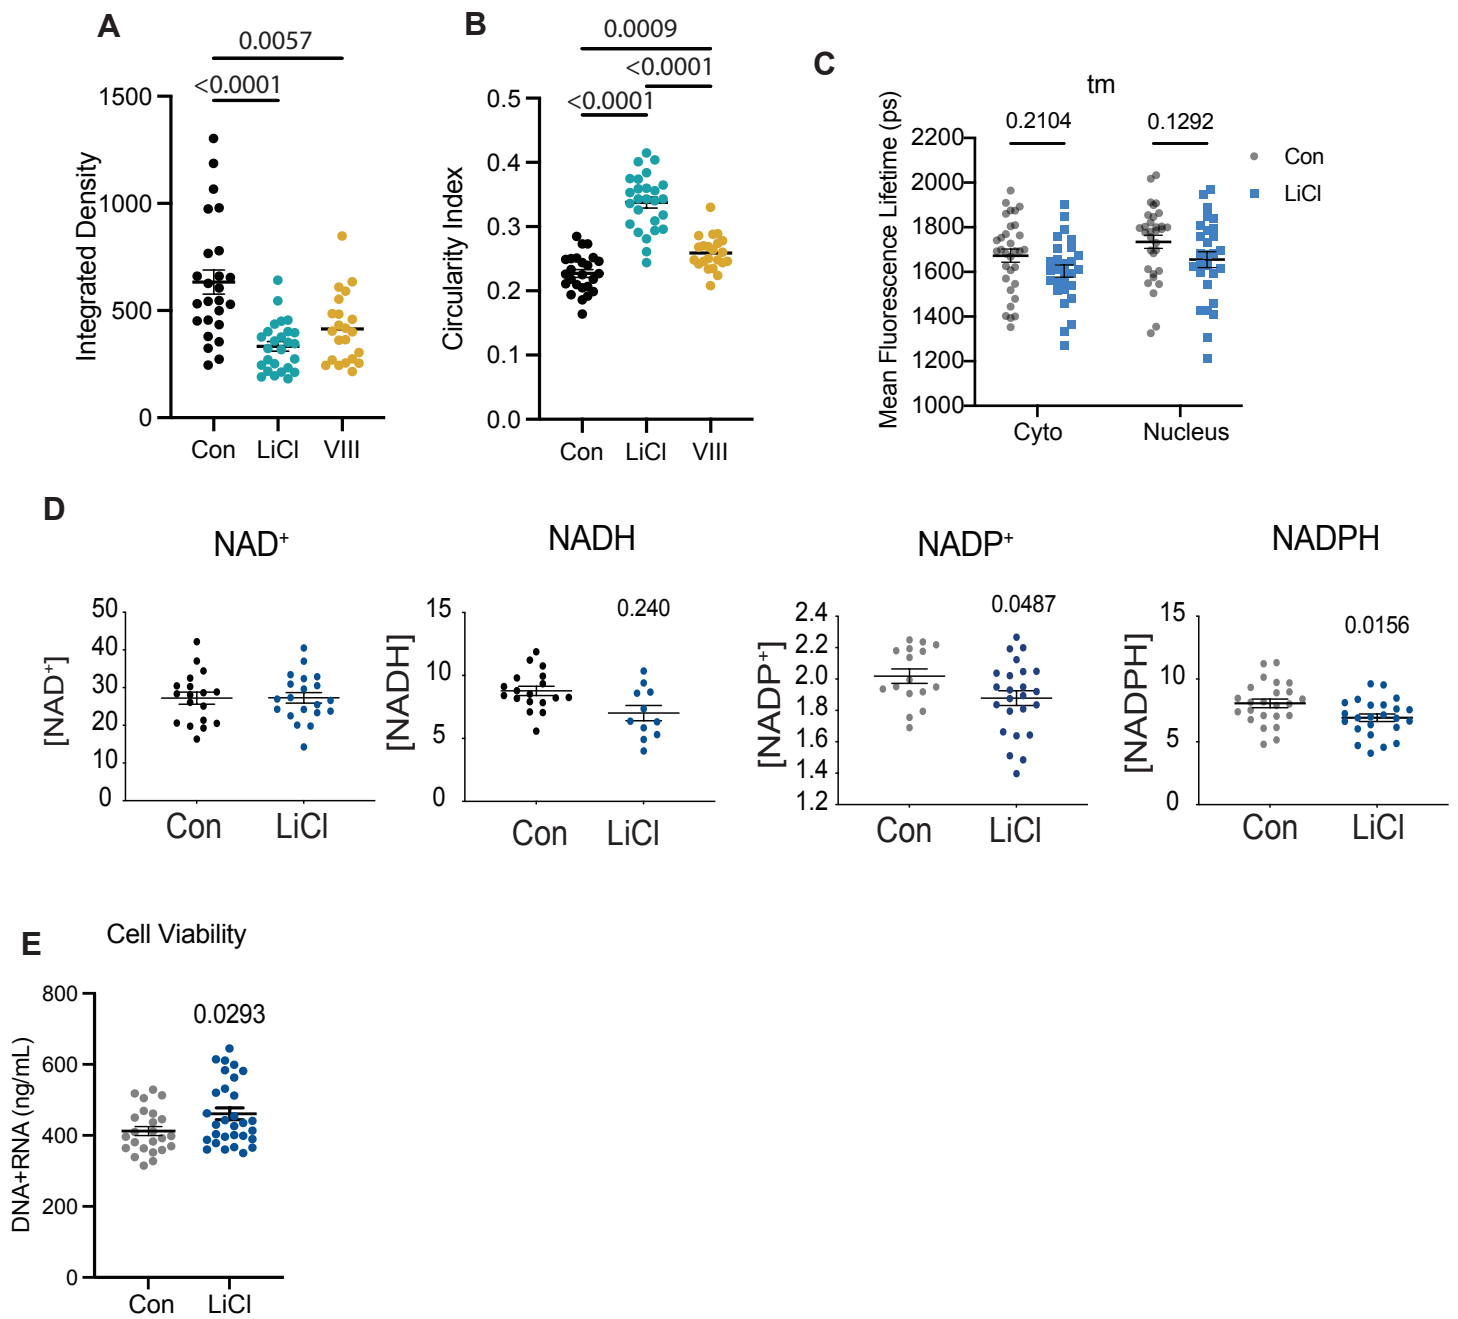

Figure S9: A-B) Mitochondrial morphology of TOMM20 labeled mitochondria (Fig 5G). Analysis was done in ImageJ to detect integrated density (product of mean intensity and mitochondrial area) (n=25 Control, n=26 LiCl, n=22 VIII) (A), and circularity (n=25 Control, n=26 LiCl, n=22 VIII) (B). C) Average mean fluorescence lifetime of control or LiCl-treated primary neurons. Each dot represents the mean Tm from one cell (n=32 control, n=28 LiCl). D) NAD, NADH, NADP, and NADPH concentrations determined by biochemical assay. E) Cell viability of primary neurons treated with LiCl for 24 hours measured by CyQuant assay (n=24 control, n=30 LiCl). Statistical significance determined by Brown-Forsythe and Welch one-way ANOVA with Dunnett's test (A,B), two-way ANOVA with Sidak's test (C), or two-tailed unpaired student's t-test (D,E). Data shown as mean +/- SEM.

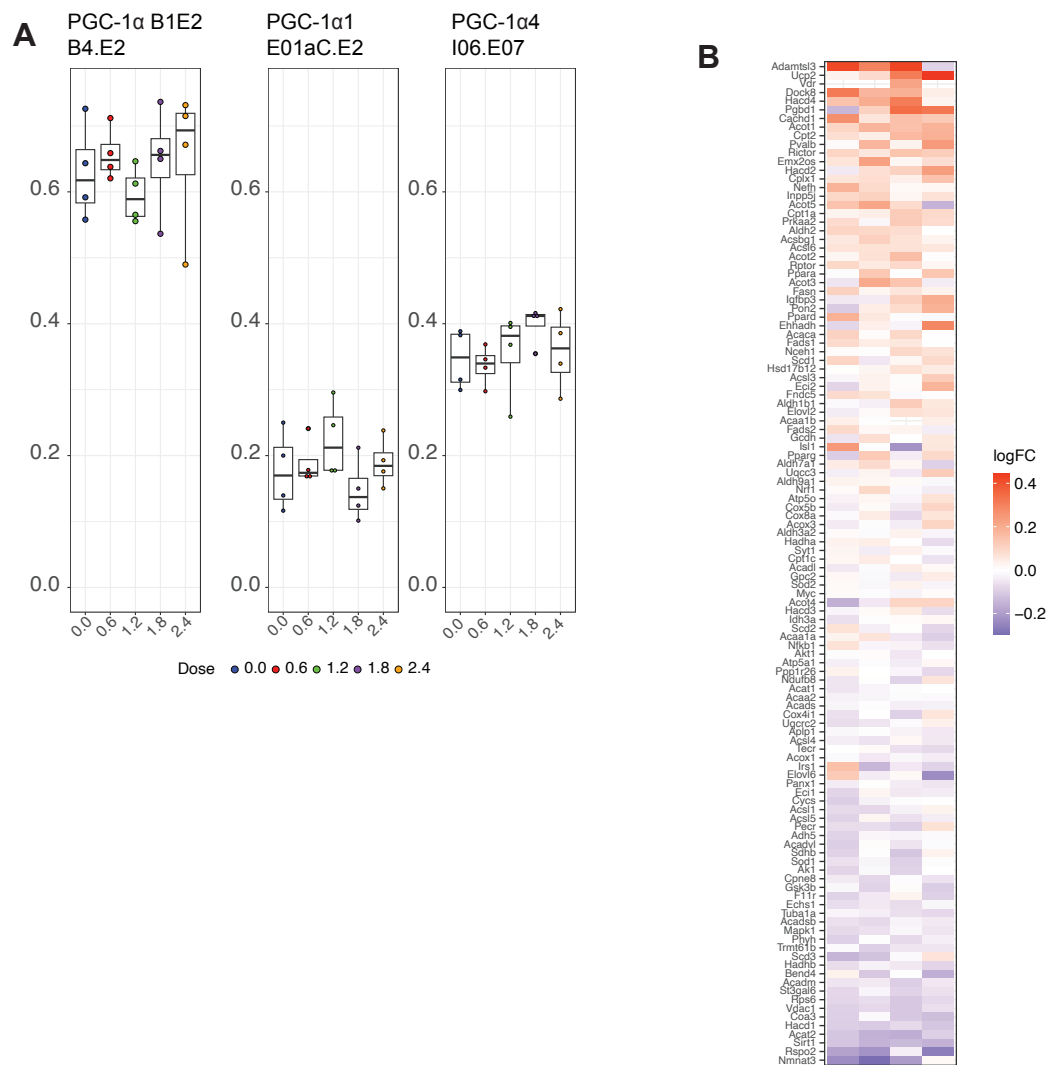

Figure S10: A) Boxplots of normalized exon junction read counts for the brain (brain exon 4 – canonical exon 2),  $\alpha$ 1 (canonical exon 1 – canonical exon 2) and  $\alpha$ 4 (intron 6 – canonical exon 7) Ppargc1a isoforms from mouse brain RNA-seq (n=4 mice) across the different LiCO<sub>3</sub> diet dosages. B) Heatmaps of the PGC-1 $\alpha$ -associated genes term detected across each of the four doses of Li<sub>2</sub>CO<sub>3</sub>.

Uncropped western blots  
associated with Figure 4

Fig 4C - pGSK3 $\beta$  (S9)

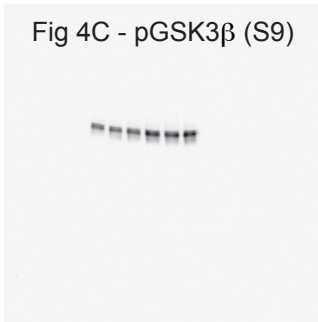

Fig 4C - GSK3 $\beta$

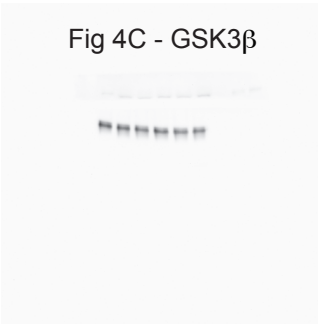

Fig 4C - pCREB (S133)

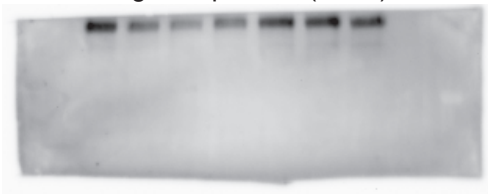

Fig 4C - CREB

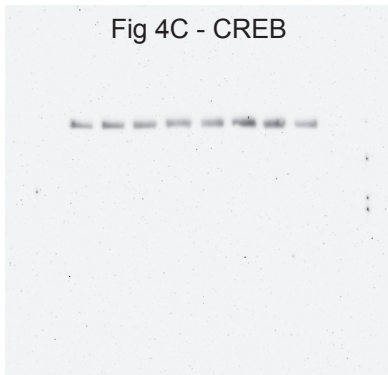

Fig 4C - pAMPK (T172)

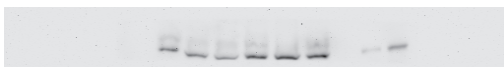

Fig 4C - AMPK

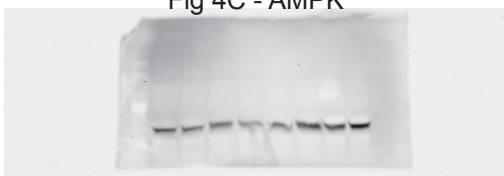

Uncropped western blots  
associated with Figure 6

Fig 6A - pIRS (S636)

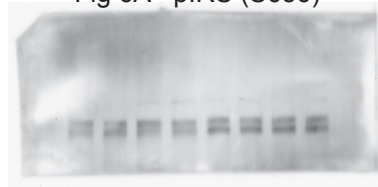

Fig 6A - IRS

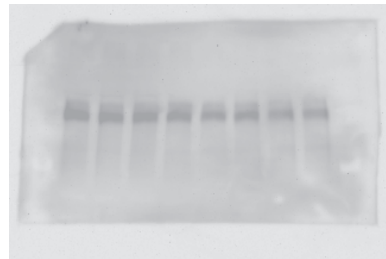

Fig 6A - pAKT (S308)

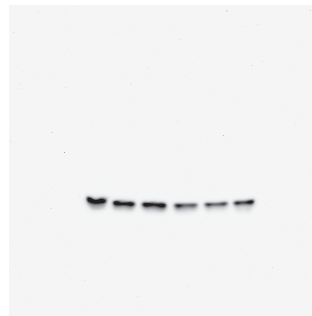

Fig 6A - AKT

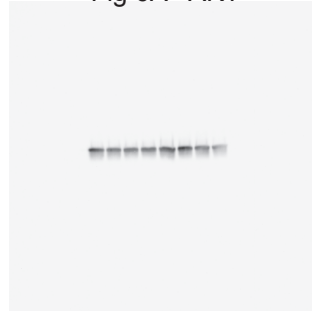

Fig 6A - pS6 (S240/244)

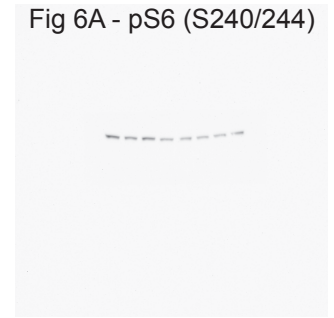

Fig 6A - S6

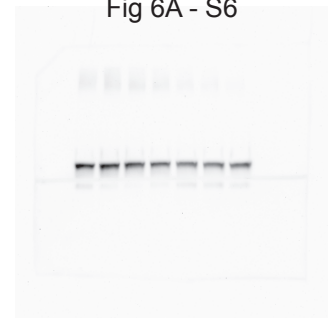

Fig 6A - pERK1/2 (T202/ Y204)

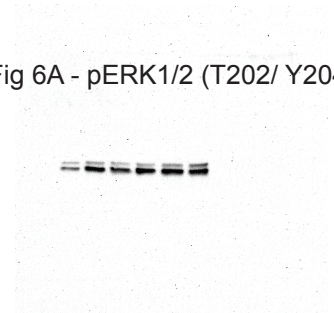

Fig 6A - ERK 1/2

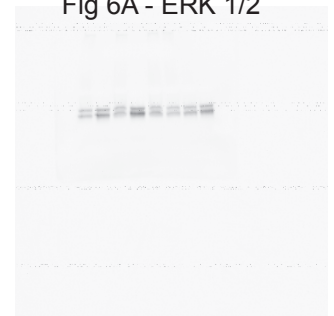

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Neuron-specific isoform of PGC-1α regulates neuronal metabolism and brain aging
**Source:** Nat Commun. 2025 Feb 28;16:2053. doi: 10.1038/s41467-025-57363-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Data 1: Differentially expressed genes and enriched KEGG pathways detected by GSEA of aged mouse brains. Enriched pathways were determined using an  $FDR < 0.05$ .

Supplementary Data 2: Modules produced by WGCNA of aged mouse brains.

Supplementary Data 3: Transposable elements detected in the aging brain RNA-Seq dataset. Significance determined by  $FDR < 0.05$ .

Supplementary Data 4: Differentially expressed proteins and significantly enriched KEGG pathways detected by overrepresentation analysis in aged mouse brains. Statistically significant proteins were determined by Tukey's HSD test.

Supplementary Data 5: RT-qPCR primer sequences for PGC-1 $\alpha$  transcript variants.

Supplementary Data 6: Differentially expressed genes and significantly enriched pathways detected by gene set enrichment analysis in LiCl-treated neurons. DE genes were determined as  $FDR < 0.05$ . Enriched pathways were determined using a  $p.adjust < 0.05$ . The adjustment method was FDR.

Supplementary Data 7: Differentially expressed genes and significantly enriched pathways detected in brains of LiCO<sub>3</sub>-fed mice. Significant pathways were determined by an  $FDR < 0.05$ .

# Supplementary material for: Neuron-specific isoform of PGC-1α regulates neuronal metabolism and brain aging
**Source:** Nat Commun. 2025 Feb 28;16:2053. doi: 10.1038/s41467-025-57363-y
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA expression data was analyzed from one publically available dataset GSE52564. The GEO accession id for the new RNA-seq data gathered for this study is GSE246478. Proteomics data is available on Mendeley data (DOI: 10.17632/vcv2nyp7s3.1).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | RNA-Sequencing: Sequencing reads were trimmed to remove sequencing adaptors and low-quality bases, aligned to the mm10 reference genome using the STAR aligner, and alignments used as input to RSEM for quantification. Differential gene expression analysis was performed via EdgeR generalized linear model (GLM) method. GSEA analysis was conducted using standard R packages (fgsea).<br>Proteomics: Peptide and protein identifications were accepted under strict 1% FDR cut offs, at least two peptide spectrum matches per protein and with high confidence XCorr thresholds of 1.9 for $z=2$ and 2.3 for $z=3$ . Strict principles of parsimony were applied for protein grouping. Chromatograms were aligned for feature mapping and ion intensities were used for precursor ion quantification using unique and razor peptides. Normalization was performed on total peptide amount and scaling on all average. Protein abundance was determined from summed peptide abundances and ANOVA (individual proteins) was executed for hypothesis testing. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The GEO accession id for the new RNA-seq data gathered for this study is GSE246478. Proteomics data is available on Mendeley data (DOI: 10.17632/vcv2nyp7s3.1). All other datasets are available from the corresponding author upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

*Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.*

### Data exclusions

Outliers were identified by ROUT using a threshold of Q = 0.05.

### Replication

All data capture experiments were conducted in samples derived from a minimum of four cultures (each culture was composed of 2 pooled cortices). Each image-based data capture experiment involved at least five individual cells per culture per treatment.

### Randomization

For each drug treatment in cell culture, samples from the same animal were used in each treatment.

### Blinding

*Describe whether the investigators were blinded to group allocation during data collection and/or analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.*

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used for western blotting were: pGSK3b(S9) (#9336; Cell Signaling Technologies), GSK3b (9315S; Cell Signaling Technologies), pCREB (S133) (ab32096; Abcam), CREB (#9104; Cell Signaling Technologies), pAMPK (T172) (#2535S; Cell Signaling Technologies), AMPK (#2532S; Cell Signaling Technologies), pIRS-1 (S636) (#2388S; Cell Signaling Technologies), IRS-1 (#2382S; Cell Signaling Technologies), pAKT (T308) (#13038S; Cell Signaling Technologies), AKT (#4691; Cell Signaling Technologies), pS6 (S240/244) (#2215S; Cell Signaling Technologies), S6 (#2217S; Cell Signaling Technologies), pERK1/2 (T202/ Y204) (#4370S; Cell Signaling Technologies), ERK1/2 (#4695S; Cell Signaling Technologies).<br>primary antibodies used for immunofluorescence were anti-a-Tubulin primary antibody (1:200) (Sigma-Aldrich #T6199) and Tomm20 (1:84.2) (Abcam ab56783). |
| Validation      | All antibodies used have been validated for specificity by their manufacturers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Primary cortical neurons were isolated from the brains of P0 C57BL6J mice.                                                                                                                                                                                                                                                                               |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Reporting on sex        | For all brain data (aging brain RNA-seq, aging brain proteomics, and lithium diet brain) all mice used were male mice.                                                                                                                                                                                                                                   |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                |
| Ethics oversight        | All animal protocols were approved by the University of Wisconsin Institutional Animal Care and Use Committee (MV1774 – aging; MV2579 – Lithium diet) or the Institutional Animal Care and Use Committee at the William S. Middleton Memorial Veterans Hospital (RA0006 – primary cell isolation).                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

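RNA-seq of 2 experiments was processed. Cortex of male C3B6-F1 mice was sampled at 10, 20 and 30 months, with 5 libraries per age, and primary cortical neurons were treated for 24 h with 15 mM LiCl or left untreated, with 4 libraries per group. Samples were grouped by the age or treatment in their labels. The other experiments of the paper were not analysed here.

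The authors made libraries from poly(A) RNA, trimmed adaptors and low-quality bases, aligned the reads to the mouse genome with STAR and quantified genes with RSEM. The paper's text gives no versions of these tools, and names the build mm10 in its methods and GRCm39 in its results. The authors gave the cortex values as TPM computed by RSEM from the aligned reads, which scales each library to a sum of 1000000, rounded to 2 decimals. The neuron values are expected counts, which RSEM estimated for the authors from the aligned reads, with no normalization, and 100% of them are whole numbers. No step on the reads was repeated. From the processed values, depth is known only for the neurons, from 48579985 to 78006106 counts per library. The number of cortex reads that the paper states was not used for any value here. TPM give no depth, so no interval that needs counts is given for the cortex, and its precision is described by the SD of 5 libraries.

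Tests were run in R 4.3.3. Neuron counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr at its defaults, FDR 0.01). Cortex values were tested as log2(TPM + 1) with limma 3.58.1 (trend of the variance, TPM of at least 1 in at least 5 libraries, FDR 0.05), with contrasts for 30 against 10, 20 against 10 and 30 against 20 months and for the later against the earlier change. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method. Exact permutation tests used log2(CPM + 0.5) or log2(TPM + 1). Families with at least 5 tested genes were tested with limma's camera on these fits with an inter-gene correlation of 0.01. Correlations between neuron libraries used log2 CPM with a prior count of 2.

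The 19 families were written as lists of symbols: cytosolic ribosome, mitochondrial ribosome, nuclear oxidative phosphorylation, mitochondrially encoded genes, proteasome, tricarboxylic acid cycle, glycolysis, cell cycle, nucleocytoplasmic transport, ECM-receptor interaction, Hippo signaling, PI3K-Akt core, antigen presentation, complement and phagocytosis, toll-like receptor signaling, interferon response, neurotransmitter receptors, synaptic vesicle and homeobox genes. They stand in for KEGG and Gene Ontology gene sets, which were not used here, and GSEA, WGCNA, MitoCarta and transposable elements were not analysed here. For 10 families the mean pairwise correlation across the cortex libraries was compared with 10000 random lists of genes matched on mean expression (2000 where a library was left out), and the first principal component was related to age by 100000 permutations. Another 14 lists held markers of cell types, tissues, sex and activity: neurons, astrocytes, microglia, oligodendrocytes, oligodendrocyte precursors, endothelial cells, pericytes and fibroblasts, choroid plexus, blood, striatum, proliferating cells, activity response, female and male. The neuron list shares Syt1 and Snap25 with the synaptic vesicle family, and the microglia list shares genes with the complement and antigen presentation families.

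Genes were named by rule: those the paper names for the experiment, the 5 largest rises and 5 largest falls past the threshold among genes with non-overlapping groups and a mean of at least 1 CPM or 1 TPM, and the 3 members of each discussed family with the smallest adjusted p. Predicted gene models were counted but not named, and 1 gene that the paper names is not reported here. Gene lists, comparisons, tests, the naming rule and the alternatives were set before the data were examined. The exceptions are the lists, tests and alternatives that are said to have been chosen later.

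Alternatives for the neurons were DESeq2 1.42.0 size factors, total counts alone, upper-quartile normalization, no filter, at least 10 counts in every library, edgeR's likelihood ratio test, DESeq2's Wald test, the replicate number as a block, an FDR of 0.05, and each library left out in turn. For the cortex they were a pseudocount of 0.1, no filter, a TPM of at least 5 in at least 5 libraries, median-ratio scaling, quantile normalization, array weights, the replicate number as a block, fits of only the ages compared, and each library left out in turn. Families were also tested with fry and with an estimated correlation. Voom with sample weights for the neurons, and the level of hypothalamus genes as a covariate for the cortex, were added after the values were seen. For each comparison the groups were redrawn, with all 35 splits of the 8 neuron libraries and 100 of the 126 splits of 10 cortex libraries. For the change from 20 to 30 against that from 10 to 20 months, 100 regroupings of the 15 libraries were drawn.

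The tests were also tried on simulated data, drawn with the mean and spread of each gene, in which 200 genes were changed. Transcript lengths and GC content came from an annotation that held 47772 of the 51912 identifiers. It was used only to ask whether lengths, GC content or neighboring genes explain a pattern.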

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

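For control neurons 1, the tests of depth, of a few abundant genes, of a mislabelled LiCl library, of a lower share of neurons and of its part in the lower cytosolic ribosome, mitochondrial ribosome, proteasome and oxidative phosphorylation genes were chosen only after the result was seen, as was the fit with voom and sample weights. Of 186 groups of libraries compared on 1 measure, 24 held a library far from the rest of its group, and 11 of these were control neurons 1. Chance puts a library apart in about 1 of 20 groups, or 9.3 of 186.

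Control neurons 1 had a TMM factor of 0.790 (other controls 0.985 to 0.996) and a mean correlation of 0.936 with its group (others at least 0.973). It was higher in cytosolic ribosome (mean log2 CPM 9.19, others 7.19 to 7.35), mitochondrial ribosome (6.20, others 4.78 to 4.88), oxidative phosphorylation (8.70, others 6.81 to 6.96), proteasome (7.35, others 5.99 to 6.06) and tricarboxylic acid cycle genes (7.78, others 7.33 to 7.38), and lower in PI3K-Akt genes (5.15, others 5.76 to 5.80). Among marker lists, microglia (3.75, others 2.74 to 2.86) and blood, of which 1 of 5 genes was tested (0.93, others −0.12 to 0.02), were higher, and Xist, the only gene of the female list, was lower (6.57, others 7.95 to 8.17).

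Several explanations meet values against them. Its total was 92.5% of the next lowest control's, 48579985 against 52520509 counts. The 10 most abundant genes held 7.92% of its counts, which is far from most of them but more than in the other controls (4.72% to 5.52%), so a smaller part of a few genes stays open. Its highest correlation with a LiCl library was 0.892, and its lowest with a control 0.934. Without predicted models and mitochondrial genes, over 14855 protein-coding genes, its highest correlation with a control was 0.942, against 0.992 to 0.996 among the others. GC content had a Spearman correlation of −0.041 with its deviation, and with length and level accounted for −0.17, against −0.15, −0.036 and 0.12 for control neurons 2, 3 and 4. The 1822 genes opposite a gene at least 10 times as abundant lay at percentile 79.2 of lists of the same level. A lower share of neurons would raise the other cell types alike, whereas astrocyte markers were lower by 0.46 and microglia markers higher by 0.94 than in the other controls. The remaining lists differed by −0.03 (neurons), −0.12 (oligodendrocytes), −0.43 (oligodendrocyte precursors), 0.002 (endothelial cells), −0.39 (pericytes and fibroblasts), 0.16 (choroid plexus), 0.98 (blood), 0.42 (striatum), −0.19 (proliferating cells), −0.11 (activity response), −1.50 (female) and 0.10 (male).

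A bias by transcript length is a candidate explanation. Over 18190 genes the deviation of control neurons 1 fell with length (Spearman −0.43), and over the 17900 genes outside 5 families of mostly short genes it was −0.42. The 10% of genes with the shortest transcripts were 1.03 higher and the 10% with the longest 0.83 lower. Control neurons 2, 3 and 4 gave 0.21, 0.01 and −0.15, so smaller trends with length occur without such a deviation. What would cause the bias stays open, as does a difference in the culture itself, which was not tested. The sample labels give no biological difference between the 4 controls.

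This library may account for part of the LiCl result. Without it, the median log2 fold change of cytosolic ribosome genes was 0.19 in place of −0.54, of mitochondrial ribosome genes −0.024 in place of −0.49 and of proteasome genes 0.080 in place of −0.39. Oxidative phosphorylation genes stayed lower at −0.27, in place of −1.07, and synaptic vesicle genes at −0.88, in place of −0.85. Length does not account for the remaining fall of oxidative phosphorylation genes, which lay at percentile 0.1 of lists matched on level and length in the fit without this library (95% of the lists between −0.18 and 0.17). There the cytosolic ribosome family lay at percentile 99.8. An effect of LiCl on both families stays open.

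Of the other neuron libraries, LiCl 4 had a TMM factor of 1.08 (others 1.065 to 1.067), LiCl 3 the highest mitochondrially encoded genes (10.1, others 9.80 to 9.82) and LiCl 2 the lowest PI3K-Akt genes (5.78, others 5.798 to 5.802). All 3 lay far from libraries that were unusually close together. No technical or biological explanation was tested for them.

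In the cortex, the 20 months replicate 1 library had 16241 genes of at least 1 TPM (others 16344 to 16362), 10.3% of TPM in mitochondrially encoded genes (10.8% to 10.9%) and more complement and phagocytosis expression (mean log2(TPM + 1) 3.67, others 3.41 to 3.48). ECM-receptor genes were low in 30 months replicate 1 (3.06, others 3.33 to 3.43), PI3K-Akt genes in 10 months replicate 3 (4.82, others 4.89 to 4.91) and microglia markers in 30 months replicate 2 (5.65, others 5.70 to 5.71). Markers of pericytes and fibroblasts were high in 10 months replicate 1 (3.42, others 2.94 to 3.06) and 30 months replicate 3 (3.29, others 2.82 to 2.92). That 30 months library was also low in choroid plexus (1.38, others 3.10 to 3.73) and male markers (4.15, others 4.35 to 4.39). A difference in the tissue taken with the cortex is open for choroid plexus and for pericytes and fibroblasts, and it was not tested for them. The design gives no biological difference within an age, and none was tested.

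Outside the families that the paper discusses for LiCl, mitochondrially encoded genes were lower (median log2 fold change −0.96, adjusted p 0.0254, 12 of 13 genes, and 4 of 4 LiCl libraries below every control), at −0.65 without control neurons 1. Neurotransmitter receptors were lower (−0.70, adjusted p 0.00154, 72 of 93 genes, 4 of 4 libraries below the mean of the controls and 2 below every control) and −0.86 without that library. Genes of toll-like receptor signaling were higher (0.36, adjusted p 0.0166, 26 of 34 genes, 4 of 4 libraries above every control), and without control neurons 1 they were no longer past the threshold at 0.34 (adjusted p 0.0668, 0.00336 to 0.673 over the alternatives). Normalization by DESeq2's size factors, total counts or the upper quartile changed no direction. With an estimated correlation between genes none of the 3 was past the threshold (adjusted p 0.509, 0.673 and 0.673). An effect of LiCl stays open, and a change in the mix of cells was not tested for these families.

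At 30 against 10 months, interferon response genes were higher (median 0.40, adjusted p 1.6e-24, 21 of 21 genes, 5 of 5 libraries above every 10-month library), and the adjusted p ranged up to 0.00783 over 26 alternatives. Mitochondrially encoded genes were higher by 0.077 (adjusted p 6.4e-05, 13 of 13 genes, 2 of 5 libraries above every 10-month library), and by 0 after quantile normalization (adjusted p 4.3e-07 to 0.572 over the alternatives). Quantile normalization cannot test these genes, since it gives the most abundant ranks the same values in every library. With median-ratio scaling their median was 0.12. Mitochondrial ribosome genes were 0.0039 higher (adjusted p 0.00951, 40 of 78 genes, 3 of 5 libraries above the 10-month mean), with a median of −0.00055 without 10 months replicate 2 and −0.00017 without 30 months replicate 1, and with no call without 10 months replicate 4 (0.0033). Nucleocytoplasmic transport genes were lower (−0.054, adjusted p 0.0390, 46 of 59 genes, 5 of 5 libraries below the 10-month mean) as were PI3K-Akt genes (−0.074, adjusted p 0.0374, 28 of 38 genes, 5 of 5 libraries). Neither was past the threshold with fry (adjusted p 0.142 and 0.0694, over the alternatives 0.00334 to 0.553 and 0.00413 to 0.553). They lost their call in 7 and 5 of the 15 fits without 1 library (−0.068 to −0.032 and −0.093 to −0.049, both nearest to 0 without 30 months replicate 1), and transport genes also with median-ratio scaling (−0.017) and quantile normalization (−0.018). Apart from the interferon response, these shifts are small and may rest on the correlation between genes that the test presets, since an estimated correlation left none of the 4 past the threshold (lowest adjusted p 0.452). An effect of age stays open for all 5 and no explanation specific to them was tested.

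The change from 20 to 30 months differed from that from 10 to 20 months in 11 families when tested with the preset correlation. The difference was positive for cytosolic ribosome (0.078, adjusted p 1.4e-11, 79 of 84 genes), mitochondrial ribosome (0.030, 0.0257, 49 of 78), oxidative phosphorylation (0.024, 0.0131, 52 of 77), mitochondrially encoded (0.063, 0.0281, 12 of 13), proteasome (0.028, 0.0131, 28 of 37), antigen presentation (0.17, 0.00237, 20 of 25), complement and phagocytosis (0.12, 0.00295, 18 of 23), toll-like receptor (0.058, 0.0310, 18 of 25) and interferon response genes (0.044, 0.0257, 16 of 21). It was negative for neurotransmitter receptors (−0.070, 0.0257, 60 of 85) and synaptic vesicle genes (−0.14, 3.7e-04, 25 of 28). Median-ratio scaling and quantile normalization kept these signs but not every call. Mitochondrially encoded genes were not past the threshold with either (adjusted p 0.0593 and 0.778, with a difference of 0.0077 after quantile normalization), and toll-like receptor (0.0756) and interferon response genes (0.0686) were not with quantile normalization. For the mitochondrially encoded genes the quantile result decides nothing, since that method gives the most abundant ranks the same values in every library. With fry and with an estimated correlation no family was past the threshold. No single gene was past an FDR of 0.05 (635 at an unadjusted p under 0.05), and since the count was 0, the 100 of 100 regroupings of the 15 libraries that gave at least as many genes decide nothing. A later onset of the changes with age stays open.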

How the results depend on the processing

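The fit of the neurons with voom and sample weights, the cortex fit with hypothalamus genes as a covariate and the comparison of LiCl with aging under voom or without control neurons 1 were chosen only after the results were seen. Where a value below changed and no reason is given, the cause was not tested.

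In the neurons, DESeq2's size factors, upper-quartile normalization, total counts alone, no filter, at least 10 counts in every library, edgeR's likelihood ratio test and DESeq2's Wald test gave from 5191 to 8133 genes, all within 1.5 times the 5864 reported. An FDR of 0.05 gave 9070 genes, by its construction, and voom with sample weights 13137, with a weight of 0.0344 for control neurons 1 and 7.06 for control neurons 2. The replicate number as a block gave 3086 genes. The numbers gave no sign of pairing after the group means were removed. Of pairs with the same number, 0 of 4 correlated above 0.1 in the neurons (−0.19 to 0.01) and 3 of 15 in the cortex (−0.24 to 0.17). For the neurons this cannot exclude shared cultures. The control mean that was removed included control neurons 1, which lay far from the other controls. In the cortex the block gave 150, 6 and 15 genes at 30 against 10, 20 against 10 and 30 against 20 months. Total counts alone moved the median log2 fold change of all genes from −0.03 to 0.16, and with it Cplx1 rose to 0.014 and Pfkfb2 to 0.040.

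Across the 8 fits that each left out 1 neuron library the number of genes ranged from 3707 (without LiCl neurons 1) to 11053 (without control neurons 1). It was 3781 without LiCl neurons 2. The number of genes that the paper names past the threshold ranged from 14 to 28, against 19 with all libraries, and the number of families past 0.05 from 9 to 13, against 10. Synaptic vesicle, tricarboxylic acid cycle, cell cycle, nucleocytoplasmic transport and oxidative phosphorylation genes kept their direction and stayed past the threshold in all 8. Medians ranged from −0.75 to 0.19 for cytosolic ribosome, −0.63 to −0.024 for mitochondrial ribosome, −0.55 to 0.080 for proteasome, −0.53 to −0.23 for glycolysis, 0.30 to 0.56 for ECM-receptor, 0.29 to 0.47 for Hippo and −0.046 to 0.14 for PI3K-Akt genes. The fit without control neurons 1 gave the value nearest to or past 0 in each of these 7, with a cytosolic ribosome family now higher past the threshold, a glycolysis family now lower past it, and ECM-receptor and Hippo genes no longer past it. Cytosolic ribosome genes were called lower without control neurons 2 (−0.75) or 4 (−0.71), mitochondrial ribosome genes without control neurons 2 (−0.61), 3 (−0.63) or 4 (−0.56), and glycolysis genes also without control neurons 2 (−0.51). Gsk3b ranged from −0.018 to 0.15 and was below 0 only without control neurons 1.

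Family calls in the neurons depended on how the correlation between genes was set. With an estimated correlation the number of families fell to 0, with unchanged medians of −1.07 for oxidative phosphorylation, −0.57 for tricarboxylic acid cycle, 0.74 for cell cycle, 0.47 for nucleocytoplasmic transport, 0.47 for ECM-receptor, 0.41 for Hippo and −0.85 for synaptic vesicle genes. Only the variance of the test differs there. With fry, oxidative phosphorylation (−1.07) was not past the threshold, whereas glycolysis (−0.46), complement and phagocytosis (0.38) and homeobox genes (0.27) were. Without a filter, mitochondrial ribosome (−0.51), glycolysis (−0.48) and homeobox genes (0.58) were past it. Voom with sample weights gave 30 of the genes that the paper names, and medians of 0.26 for cytosolic ribosome, 0.028 for mitochondrial ribosome, 0.15 for proteasome and −0.035 for PI3K-Akt genes, with Cox5b at 0.062 and Gsk3b at −0.033. No normalization changed the direction of a family in the neurons.

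In the cortex, the pseudocount, no filter, median-ratio scaling, quantile normalization, the block and fits of only 2 ages gave from 104 to 203 genes at 30 against 10 months, against 156. A TPM of at least 5 gave 97, with fewer genes tested, and array weights 238. At 30 against 20 months array weights gave 28 genes, fits of only 2 ages 10, with fewer samples, and the covariate 30, against 17. Across the 15 fits that each left out 1 cortex library there were from 89 (without 30 months replicate 4) to 174 genes at 30 against 10 months, from 2 to 33 (without 20 months replicate 5) at 20 against 10 months against 4, from 7 (without 20 months replicate 2) to 22 at 30 against 20 months and from 0 to 1 for the difference between the later and the earlier change. Gsk3b at 20 against 10 months ranged from −0.0031 (without 20 months replicate 2) to 0.064.

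Antigen presentation and complement and phagocytosis genes were higher and past the threshold at 30 against 10 months in all 26 alternatives, and tricarboxylic acid cycle genes were lower and short of it in all 26. The number of families past the threshold, 13, became 8 with a TPM of at least 5, 6 with fry and 3 with an estimated correlation. It ranged from 6 (without 30 months replicate 1) to 14 when 1 library was left out. With fry and with an estimated correlation, cytosolic ribosome (0.030), oxidative phosphorylation (0.024), glycolysis (0.0083) and neurotransmitter receptor genes (−0.094) were not past the threshold, and with the estimated correlation neither were Hippo (−0.055) and toll-like receptor genes (0.11). A TPM of at least 5 left glycolysis (0.0074), Hippo (−0.033) and receptor genes (−0.090) short of it and turned the median of toll-like receptor genes to −0.090. Glycolysis was also short of it without a filter (0.0083) and in fits of only 2 ages (0.0083), where Hippo (−0.047) was too. Median-ratio scaling moved the median of all genes from −0.032 to 0.0034 and quantile normalization to −0.0018, a shift of about the size of the family medians below. Median-ratio scaling turned the proteasome to 0.031 and synaptic vesicle genes to 0.011, and quantile normalization gave 0 for mitochondrially encoded, 0.015 for proteasome, −0.0032 for glycolysis and 0.0012 for cell cycle genes. The 0 for mitochondrially encoded genes was set by the method, which gives the most abundant ranks the same values in every library. With the covariate, glycolysis (0.020), Hippo (−0.047) and receptor genes (−0.060) were short of the threshold and homeobox genes turned to 0.0075.

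When 1 cortex library was left out, medians at 30 against 10 months ranged from 0.0054 to 0.048 for cytosolic ribosome, −0.0031 to 0.039 for oxidative phosphorylation, −0.0026 to 0.027 for glycolysis, −0.00055 to 0.016 for mitochondrial ribosome, −0.026 to 0.0065 for proteasome, −0.062 to 0.0020 for synaptic vesicle, −0.082 to −0.043 for Hippo and −0.10 to −0.052 for receptor genes. Without 30 months replicate 1, cytosolic ribosome (0.0054) and oxidative phosphorylation (−0.0031) were not past the threshold, and synaptic vesicle genes stood at 0.0020. Glycolysis was below 0 without 10 months replicate 5 (−0.0026) or 30 months replicate 5 (−0.0019), and the proteasome above 0 without 10 months replicate 2 (0.0018) or 30 months replicate 4 (0.0065).

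The shared pattern held in 10 of 10 families in every cortex alternative except 3 that left out a library, in which mitochondrial ribosome genes fell short (mean correlation 0.098 to 0.14 across the 15). The correlation of LiCl with aging changes, −0.13 over genes, was −0.048 with voom and sample weights and −0.056 without control neurons 1, while the number of families past the threshold in both experiments in opposite directions was 4 with all libraries, 4 in that fit and 3 with median-ratio scaling. The families were not the same: in the fit without control neurons 1 glycolysis (adjusted p 0.0356 in the neurons) took the place of Hippo signaling (0.0668). Among the other results, fits without 1 library kept direction and call 584 times in the cortex (57 weaker, 1 stronger, 3 reversed) and 344 times in the neurons (26 weaker, 13 stronger, 1 reversed). Under the remaining alternatives 308 values did in the cortex (26 weaker, 1 stronger, 3 reversed) and 374 in the neurons (14 weaker, 30 stronger, 4 reversed). What depth limits in the cortex could not be weighed, since TPM give no counts.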

Differences from the paper's values

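Voom with sample weights and the hypothalamus covariate are the only alternatives named here that were chosen after the values were seen. At 30 against 10 months 156 genes passed an FDR of 0.05, against the paper's 471. At 20 against 10 months there were 4 against the paper's 69, and at 30 against 20 months 17 against the paper's 47. None of the 23 alternatives set before the data were examined came within 1.5 times the paper's number in any of the 3 comparisons: they gave 89 to 238, 2 to 33 and 7 to 28 genes. All of them tested TPM with limma at an FDR of 0.05. The paper used edgeR, which needs counts, and its text states no threshold for these gene numbers. The numbers are therefore not directly comparable. The covariate, chosen after seeing the values, gave 181, 4 and 30 genes, the last of which is also more than 1.5 times below the paper's 47.

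For LiCl neurons the paper gives ribosome and proteasome among the most suppressed pathways. Here the median log2 fold change was −0.54 for cytosolic ribosome genes (adjusted p 0.193) and −0.39 for proteasome genes (adjusted p 0.255). The ribosome family was called lower without control neurons 2 (−0.75) or control neurons 4 (−0.71), and was higher at 0.19 without control neurons 1. The proteasome family was called lower in no alternative (adjusted p 0.0908 to 0.842). The paper gives PI3K-Akt signaling as activated, whereas its core genes had a median of 0.11 (adjusted p 0.325) and passed the threshold in no alternative (0.243 to 0.964).

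In its account of PGC-1α responsive genes the paper writes that Syt1 and Cplx1 appear to be the most lowered. Syt1 fell by 1.24 (adjusted p 9.1e-04) and Cplx1 by 0.18 (adjusted p 0.432), and Cplx1 passed the threshold of 0.01 in no alternative (0.112 to 0.957). Pfkfb2, which the paper gives as lower, fell by 0.12 (adjusted p 0.591). It fell by 0.30 without control neurons 1 (adjusted p 0.0229) and passed the threshold with voom and sample weights, an alternative chosen after seeing the values (−0.34, adjusted p 4.1e-04, range over its alternatives 4.1e-04 to 0.897).

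Of the 9 PGC-1α targets that the paper describes as appearing lower, all 9 were lower here, and 2 of them, Vdac1 and Sod2, were past 0.01. Cox4i1, Cycs, Sdhb, Idh3a and Cat passed it without control neurons 1 and with voom and sample weights, chosen after seeing the values, and Idh3a and Cat also with DESeq2's Wald test. Ndufb8 (−1.12, adjusted p 0.125) and Cox5b (−0.61, adjusted p 0.216) passed it in no alternative. Ezh2 and Eed, which the paper names as responsive to lithium, were higher at 0.81 and 0.92 with adjusted p of 0.0197 and 0.0140. Both passed 0.01 with total counts alone, edgeR's likelihood ratio test, DESeq2's Wald test, without control neurons 1 and with voom and sample weights, chosen after seeing the values, and Eed also without a filter. Fig. 4J shows Hdac3 and Hes1 as changed, and here they were lower at −0.69 and −1.32 with adjusted p of 0.0113 and 0.0282. Both passed 0.01 with the same 2 other tests, without control neurons 1 and with voom, and Hdac3 also without a filter or without control neurons 3.

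The paper did not find glycolysis enriched in LiCl neurons. Here it was not past the threshold either (−0.46, adjusted p 0.0701), but fry (−0.46), no filter (−0.48) and the fits without control neurons 1 (−0.23) or control neurons 2 (−0.51) called it lower. In the aging cortex the paper gives proteome maintenance as raised. The proteasome family had a median of −0.0088 at 30 against 10 months (adjusted p 0.116), with 14 of 37 genes higher, against a median of −0.032 over all genes. Camera, which compares a family with all other genes, called it with median-ratio scaling (0.031), with quantile normalization (0.015) and without 30 months replicate 4 (0.0065), and, with a median below 0, without 10 months replicate 3 (−0.011), over a range of adjusted p from 0.00147 to 0.873.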

Other observations

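The test of glucocorticoid response genes and that of the share of neurons behind the cell cycle genes were chosen only after the results were seen. So were the genes and tests for the time of day at dissection and for resting microglia. The lists of hypothalamus genes and of basal forebrain neurons, their tests and the fit with hypothalamus genes as a covariate were also chosen then.

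Of the 35 splits of the 8 neuron libraries, 1, the real one, gave as many as 5864 genes past an FDR of 0.01. For the cortex 1 of 100 splits gave as many genes as 30 against 10 months (largest other 2), 3 of 100 as many as 20 against 10 months (largest others 812 and 158) and 1 of 100 as many as 30 against 20 months (largest other 2). In simulated data the neuron test recovered 35.4% of changed genes, 66.3% of those with large changes, with 0 false calls among 17960 genes. The cortex test recovered 85.7%, 94.8% of those with large changes, with 12 false calls among 16337 genes. The changes set in the neurons were larger than those in the cortex, so the recovery rates cannot be compared. Genes were drawn independently and with no outlying library, so these false calls say little about data that hold control neurons 1.

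With LiCl, markers of proliferating cells rose (median 1.12, 12 of 12 genes), as did cell cycle genes (0.74). The neuron list fell by 0.98 (0 of 12 genes higher). A lower share of neurons would raise the other cell types alike, whereas astrocytes, with 12 of 12 markers tested, rose by 0.17, which argues against it as the whole cause. The other lists gave 0.08 for microglia (0.45 without control neurons 1), 0.24 for oligodendrocytes, 0.49 for oligodendrocyte precursors, 0.49 for endothelial cells, 0.54 for pericytes and fibroblasts, 0.17 for choroid plexus, −0.65 for blood (1 of 5 genes tested), −1.44 for striatum, 1.99 for activity response, 0.18 for male genes and 0.47 for Xist (0.18 without control neurons 1). The neuron cultures expressed 12 of 12 microglia and 8 of 8 choroid plexus markers above the filter. A change in the dividing cells themselves and a response of neurons to LiCl stay open.

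Ppargc1a (ENSMUSG00000029167) had 64.4 ± 8.00 CPM in control neurons and 79.7 ± 7.74 CPM with LiCl (log2 fold change 0.31, adjusted p 0.0795, exact permutation p 0.0286), and 0.34 without control neurons 1 (adjusted p 0.0109, 0.00115 to 0.235 over the alternatives). These counts sum its isoforms. In the cortex it had 22.4 ± 1.54, 21.9 ± 0.894 and 19.4 ± 1.37 TPM at 10, 20 and 30 months. At 30 against 10 months it fell by 0.20 (adjusted p 0.126, exact permutation p 0.0238), and by 0.24 without 10 months replicate 3, where the adjusted p was 0.0494 (up to 0.259 over the alternatives). At 30 against 20 months it fell by 0.17 (adjusted p 0.745, exact permutation p 0.0159).

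The 4 genes higher at 20 than at 10 months were Fam177a, 2 genes with the symbol Srp54a and AC149090.1. The first 3 lie within 5 places of each other on 1 chromosome, and for each the highest 10-month TPM was below the lowest TPM at 20 or 30 months (13.7 against 18.0 for Fam177a). At 30 against 10 months they stayed higher (0.58, 0.74 and 0.27). Of the genes next to them, none was past the threshold: Srp54b changed by 0.05, Ppp2r3c by −0.0071, Baz1a by −0.036, 2700097O09Rik by −0.14, 1110008L16Rik by −0.041 and AC166323.1 by −0.35. AC157515.1, which lies between the 3, did not rise (−0.016), whereas AC174776.1, between them and Srp54b, was 0.75 higher with an adjusted p of 0.982. A strain or copy number variant carried by the 10-month mice or by the older ones is a candidate explanation for the 3 neighbors, since a variant would act on adjoining genes. An effect of age on this block stays open, because age and cohort coincide, and AC149090.1 has no place in the annotation used. Without 20 months replicate 5, 33 genes were past the threshold, 11 higher and 22 lower, and without 10 months replicate 1, 10 months replicate 5 or 20 months replicate 2 there were 2.

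The split with 812 genes put replicates 1, 4 and 5 of 10 months with replicates 1 and 4 of 20 months, against the other 5. Lists of hypothalamus genes (9 of 16 tested) and of basal forebrain neurons (10 tested) differed between its sides by medians of 0.97 and 0.72, both at percentile 100 of lists of the same level. Tissue from under the cortex in some libraries is a candidate explanation. The cortex itself expresses some of these genes, and the most abundant of the hypothalamus list, Oxt, Pmch and Trh, averaged 35.5, 11.9 and 11.3 TPM at 10 months and 0.734, 0.480 and 5.60 TPM at 30 months. The mean log2 level of the list was 2.27 ± 0.968 at 10, 2.23 ± 0.898 at 20 and 1.36 ± 0.184 at 30 months, so an effect of age on these genes stays open too. With this level as a covariate 181 genes were past the threshold at 30 against 10 months, 107 of them among the 156 without it.

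Sgk1, Plin4, Hif3a and Arrdc2, all lower at 30 months, are genes that glucocorticoids raise. Plin4 and Hif3a lost their call in 5 and 6 of the 15 fits without 1 library (log2 fold changes of −1.71 to −1.41 and −1.58 to −1.26). Another 10 such genes had a median of −0.45 at 30 against 10 months, at percentile 0 of lists of the same level, and −0.39 without Ddit4, also at percentile 0. Tsc22d3 went from 87.4 to 51.7 TPM (−0.74, adjusted p 0.00421), Ddit4 from 62.5 to 37.4 (−0.73, adjusted p 0.00121) and Nfkbia from 43.8 to 26.7 (−0.70, adjusted p 0.00692), while Mt1 (−0.10) and Mt2 (−0.27) moved least. A lower glucocorticoid response at 30 months is therefore a hypothesis. Another time of day at dissection cannot be told apart from it: Dbp, Per1, Per2, Per3, Nr1d1, Nr1d2 and Ciart had a median of −0.105, at percentile 1.72, but the opposite arm, Arntl, Npas2 and Clock, was inside the range of other lists at 0.048 (percentile 95.0). No dissection time or handling was used here, and an effect of age itself stays open.

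At 30 months the complement and phagocytosis genes rose by a median of 0.51, and Cx3cr1 (0.38), P2ry12 (0.328) and Tmem119 (0.20), which resting microglia express, rose by less, with only Cx3cr1 past the threshold (adjusted p 0.00702, P2ry12 0.102, Tmem119 0.215). A larger share of microglia and a change in their state cannot be told apart with these values, since resting markers can fall in microglia that respond. The 12 microglia markers, some shared with the complement and antigen presentation families, rose by 0.49 (12 of 12). The other cortex lists gave −0.05 for neurons, 0.03 for astrocytes, −0.03 for oligodendrocytes, −0.16 for oligodendrocyte precursors, −0.06 for endothelial cells, −0.13 for pericytes and fibroblasts, −0.78 for choroid plexus (0 of 8 higher), −0.03 for blood, 0.03 for striatum, −0.14 for proliferating cells (5 of 12 tested), −0.13 for activity response and −0.03 for male genes. Xist was below the filter.

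Cytosolic ribosome genes were 0.030 higher at 30 than at 10 months (71 of 84 genes, 3 of 5 libraries above the 10-month mean). Transcript length does not account for this, since the family lay at percentile 99.6 of lists matched on level and length. The scaling of TPM does not account for the rise, since with median-ratio scaling the median was 0.0696. The rise was 0.0054 and no longer past the threshold without 30 months replicate 1, so a difference in that library and an effect of age both stay open. Across libraries the ribosome genes had a mean pairwise correlation of 0.69 (random lists 0.04), and 96.1% of their first component came from Rps12l1. That component correlated at −0.64 with age (permutation p 0.00606, adjusted p 0.0151), while the mean of the family correlated at 0.09. For the proteasome the mean correlation was 0.35 and the first component correlated at 0.87 with age (permutation p 1e-05, the smallest that the permutations can give), with 60.4% of it from Psmb8 and a correlation of 0.34 for the mean. For mitochondrial ribosome genes the mean correlation was 0.13, at percentile 96.8, and the first component correlated at 0.01 with age.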
